# Mast cells link immune sensing to antigen-avoidance behaviour

**DOI:** 10.1038/s41586-023-06188-0

**Published:** 2023-07-12

**Authors:** Thomas Plum, Rebecca Binzberger, Robin Thiele, Fuwei Shang, Daniel Postrach, Candice Fung, Marina Fortea, Nathalie Stakenborg, Zheng Wang, Anke Tappe-Theodor, Tanja Poth, Duncan A. A. MacLaren, Guy Boeckxstaens, Rohini Kuner, Claudia Pitzer, Hannah Monyer, Cuiyan Xin, Joseph V. Bonventre, Satoshi Tanaka, David Voehringer, Pieter Vanden Berghe, Jessica Strid, Thorsten B. Feyerabend, Hans-Reimer Rodewald

**Keywords:** Neuroimmunology, Neuroimmunology, Feeding behaviour

## Abstract

The physiological functions of mast cells remain largely an enigma. In the context of barrier damage, mast cells are integrated in type 2 immunity and, together with immunoglobulin E (IgE), promote allergic diseases. Allergic symptoms may, however, facilitate expulsion of allergens, toxins and parasites and trigger future antigen avoidance^1–3^. Here, we show that antigen-specific avoidance behaviour in inbred mice^4,5^ is critically dependent on mast cells; hence, we identify the immunological sensor cell linking antigen recognition to avoidance behaviour. Avoidance prevented antigen-driven adaptive, innate and mucosal immune activation and inflammation in the stomach and small intestine. Avoidance was IgE dependent, promoted by Th2 cytokines in the immunization phase and by IgE in the execution phase. Mucosal mast cells lining the stomach and small intestine rapidly sensed antigen ingestion. We interrogated potential signalling routes between mast cells and the brain using mutant mice, pharmacological inhibition, neural activity recordings and vagotomy. Inhibition of leukotriene synthesis impaired avoidance, but overall no single pathway interruption completely abrogated avoidance, indicating complex regulation. Collectively, the stage for antigen avoidance is set when adaptive immunity equips mast cells with IgE as a telltale of past immune responses. On subsequent antigen ingestion, mast cells signal termination of antigen intake. Prevention of immunopathology-causing, continuous and futile responses against per se innocuous antigens or of repeated ingestion of toxins through mast-cell-mediated antigen-avoidance behaviour may be an important arm of immunity.

## Abstract (web summary)

Mast cells are shown to function as sensor cells linking antigen recognition in type 2 immunity to antigen-specific avoidance behaviour, preventing immune activation and inflammation.

## Main

Mast cells are haematopoietic cells residing in barrier tissues exposed to internal and external environments^6^. Mast cells are best known for their roles in immunoglobulin E (IgE)-mediated allergies, which affect up to 40% of the world’s population^7^. Type 2 immune responses are mounted in the context of barrier disruption and entry of infectious agents, including parasites, or tissue-damaging or innocuous protein antigens, collectively termed allergens or toxins. Type 2 immune responses, notably involving interleukin (IL)-4, drive immunoglobulin class switch recombination to antigen-specific IgE, which is bound to the mast-cell-expressed high-affinity IgE receptor (FcεRI). On reexposure to the antigen, mast cells release mediators, including proteases, histamine, serotonin and leukotrienes, which can contribute to allergic pathology. The role of mast cells in IgE-mediated allergies is often viewed as a consequence of an overreactive response using immune pathways originally directed against parasites^8^. In contrast to this view, Margie Profet^1^ proposed the hypothesis that acute allergic reactions, for instance, sneezing, coughing, vomiting and diarrhoea, may serve to rapidly expel toxins and allergens. Moreover, these symptoms would help with recognition of the source, enabling future allergen and toxin avoidance^1^. Although evidence for antigen-avoidance behaviour has been reported^4,5^, and this concept^1^ has been broadened^2,3^, no ‘immunology of avoidance’ has entered the field. Moreover, the cellular and molecular underpinnings, notably the role of mast cells, in this behavioural adaptation are poorly understood.

Here, we show that mast cells and IgE are key in promoting protein-avoidance behaviour. Mucosal mast cells lining the stomach and small intestine rapidly respond to ingested antigens. Mice harbouring mast cells but not mast-cell-deficient mice subsequently avoid antigen uptake when given a free choice of water with or without antigen under unperturbed behavioural conditions. Our findings indicate an important protective role for mast cells to signal avoidance behaviour, which, when heeded, prevents or reduces inflammation driven by repeated confrontations between the immune system and innocuous substances. The marked conservation of mast cells in animal evolution, even before the advent of IgE, indicates that immunity of avoidance may be a fundamental mode of immune defence.

## Mast cells are essential for antigen-avoidance behaviour

We adapted the drink avoidance test from Cara et al.^4^ and made use of genetically mast-cell-deficient mice^9^. We induced a systemic immune response to a model protein antigen, ovalbumin (OVA), by immunizing wild-type BALB/c *Cpa3*^*+/+*^ and mast-cell-deficient BALB/c *Cpa3*^*Cre/+*^ mice^9^ by intraperitoneal injection on days 0 and 14 with OVA in complex with aluminium hydroxide (alum) as an adjuvant (OVA-alum) (Fig. 1a). In BALB/c mice, which are T helper type 2 prone, this induces robust OVA-specific IgE antibody responses (Fig. 1f). Control animals received alum only. Beginning on day 20, mice were subjected to the avoidance test, which is based on the preference of mice for egg white water (8% sucrose plus 20% egg white as OVA source in water) over plain water.

**Fig. 1:**
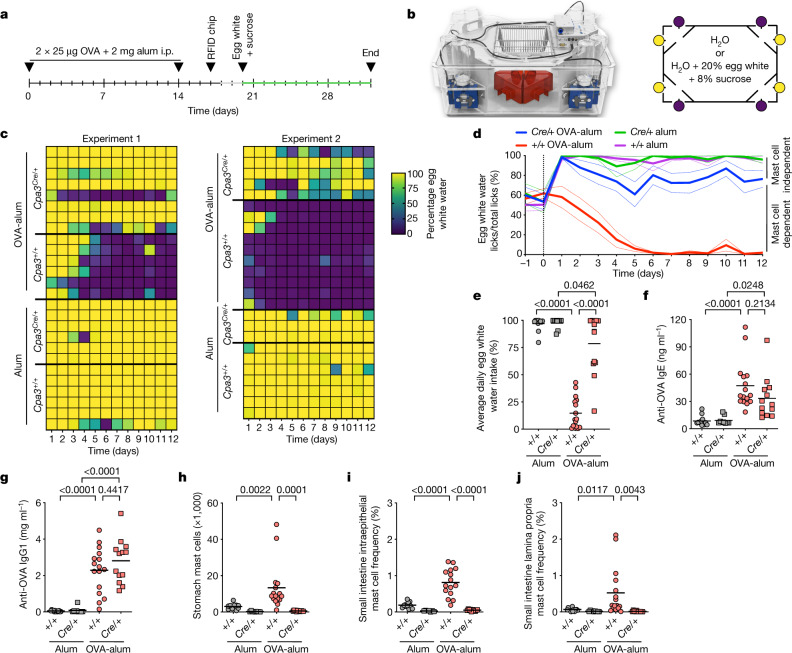
Mast cells are essential for antigen-avoidance behaviour in type 2 immunized mice. **a**,**b**, Type 2 immunization scheme, experimental timeline for avoidance test (**a**) and IntelliCage setup with bottle positioning (**b**). Purple symbols indicate water, yellow symbols indicate egg white water with sucrose. **c**, Egg white water preferences of alum-immunized and OVA-alum-immunized BALB/c *Cpa3*^*+/+*^ and *Cpa3*^*Cre/+*^ mice displayed as percentage of egg white water intake over total water intake (colour scale indicates percentages) during the course of experiments 1 and 2. Each row corresponds to an individual mouse. **d**, Egg white water preference displayed as number of egg white water licks over total number of water licks versus time. Data are presented as mean ± s.e.m. **e**, Egg white water preference displayed as the fraction of egg white water intake over total water intake as an average per day for the duration of the experiment. **f**,**g**, Serum amounts of anti-OVA IgE (**f**) and anti-OVA IgG1 (**g**) measured at the end of the IntelliCage experiments. **h**–**j**, Absolute numbers of stomach mast cells (**h**), frequencies of small intestine intraepithelial mast cells (**i**) and small intestine lamina propria mast cells (**j**) among total live cells, measured at the end of the IntelliCage experiments. Bars represent mean values, and each dot corresponds to a single mouse. In **c**–**j**, *Cpa3*^*+/+*^ alum (*n* = 13 mice for **c**–**h**, *n* = 12 for **i** and *n* = 13 for **j**); *Cpa3*^*+/+*^ OVA-alum (*n* = 16 mice for **c**–**h**, *n* = 15 for **i** and *n* = 16 for **j**); *Cpa3*^*Cre/+*^ alum (*n* = 9 mice for **c**–**h**, *n* = 7 for **i** and *n* = 9 for **j**); *Cpa3*^*Cre/+*^ OVA-alum (*n* = 13 mice for **c**–**h**, *n* = 11 for **i** and *n* = 13 for **j**). Statistical analysis was performed using one-way analysis of variance with Tukey multiple-comparison test (**e**–**j**). Exact *P* values are shown. i.p., intraperitoneal. Source data

As behavioural assays are sensitive to environmental influences and the social wellbeing of mice, we housed large cohorts of mice (13–16 mice per cage), composed of mixed experimental groups, in IntelliCages (Fig. 1b). This system allows for the uninterrupted assessment of unbiased natural behaviour (Methods). The cages were equipped with eight drinking bottles, of which four contained egg white water, and four contained plain water (Fig. 1b). Throughout the experiments, mice had the free choice of egg white water and normal water. Individual drinking preferences were continuously recorded. Non-immunized mice (alum), whether they had mast cells (*Cpa3*^*+/+*^) or not (*Cpa3*^*Cre/+*^), showed a strong preference for the egg white water during the 12 days of measurements (Fig. 1c–e). By contrast, between days 1 and 5, immunized *Cpa3*^*+/+*^ mice began to avoid the egg white water and afterwards drank almost exclusively normal water. Hence, in support of previous data^4^, *Cpa3*^*+/+*^ mice choose egg white water when non-immunized but normal water when immunized. Avoiding mice showed normal locomotion (number of cage corner visits; not shown) and showed no signs of disease. In marked contrast to *Cpa3*^*+/+*^ mice, mast-cell-deficient *Cpa3*^*Cre/+*^ mice failed to avoid the egg white water even when immunized (Fig. 1c–e), demonstrating an exclusive function of mast cells, that is, one that cannot be compensated by other immune or non-immune cells, for antigen-avoidance behaviour.

In summary, non-immunized mice preferred egg white water over water, whereas immunized mice shunned egg white water, and, notably, this antigen-avoidance behaviour was mast cell dependent. In addition, we observed higher egg white water preference among *Cpa3*^*Cre/+*^ alum versus *Cpa3*^*Cre/+*^ OVA-alum mice, indicating that a minor component of the OVA-avoidance response may be immunization dependent and mast cell independent (Fig. 1d).

Mast cells have been linked to anxiety-like behaviour^10^ that may interfere with the behavioural analysis of *Cpa3*^*Cre/+*^ mutant mice. To control for such potential deficits, we assessed anxiety-related and general behaviour in the elevated plus maze (Extended Data Fig. 1a–d), open field test (Extended Data Fig. 1e–i), light–dark test (Extended Data Fig. 1j–m) and recorded behaviour for 24 h in a home cage monitoring system (Extended Data Fig. 1n–s). None of these assays distinguished mast-cell-deficient mice from their wild-type littermates, indicating that the *Cpa3*^*Cre/+*^ mice had no behavioural deficits measurable by these assays that could have confounded the drink avoidance experiments.

The absence of OVA avoidance in immunized mast-cell-deficient *Cpa3*^*Cre/+*^ mice was not due to diminished OVA-specific IgE and IgG1 antibody titres compared with wild-type littermates (Fig. 1f,g). Development of aversion was associated with a pronounced accumulation of mast cells in the stomachs and small intestines of wild-type mice (Fig. 1h–j). The strongest increases were found for small intestine intraepithelial mast cells, whereas the increase in number of small intestine lamina propria mast cells was less pronounced (Fig. 1i,j). As expected, in *Cpa3*^*Cre/+*^ mice, numbers of mast cells in these tissues were negligible (Fig. 1h–j).

In addition to the absence of mast cells, basophil numbers are reduced to about 40% of normal in *Cpa3*^*Cre/+*^ mice^9^. To address the role of basophils, we analysed basophil-deficient *Mcpt8-Cre* mice (Extended Data Fig. 2). Mice were offered two bottles, one with egg white water  and one with plain water (two-bottle test). Avoidance of egg white water was unimpaired in *Mcpt8-Cre* mice (Extended Data Fig. 2a,b), which remained basophil deficient after immunization (Extended Data Fig. 2c,d). Except for reduced numbers of stomach mast cells, all parameters (mast cells in small intestine, anti-OVA IgG1 and IgE) were indistinguishable between basophil-deficient and wild-type mice (Extended Data Fig. 2e–h). Hence, basophils are not involved in the avoidance behaviour.

## Role of IgE in antigen-avoidance behaviour

Mast cells can be activated not only by antigen and IgE through the high-affinity IgE receptor (FcεRI) but also by non-IgE stimuli^11^. We tested the role of IgE in antigen-avoidance behaviour. BALB/c wild-type (*Igh-7*^*+/+*^) and IgE-deficient (*Igh-7*^*−/−*^)^11^ mice were immunized (Fig. 1a) with OVA-alum or alum alone and subjected to the avoidance assay (Fig. 1b). In contrast to alum-immunized *Igh-7*^*+/+*^ and *Igh-7*^*−/−*^ mice, OVA-alum-immunized *Igh-7*^*+/+*^ mice avoided the egg white water. Notably, IgE-deficient *Igh-7*^*−/−*^ mice showed no avoidance (Fig. 2a–c). As expected, *Igh-7*^*−/−*^ mice failed to generate anti-OVA IgE but produced anti-OVA IgG1 (Fig. 2d,e). Hence, IgE and mast cells are both essential for antigen-avoidance behaviour.

**Fig. 2:**
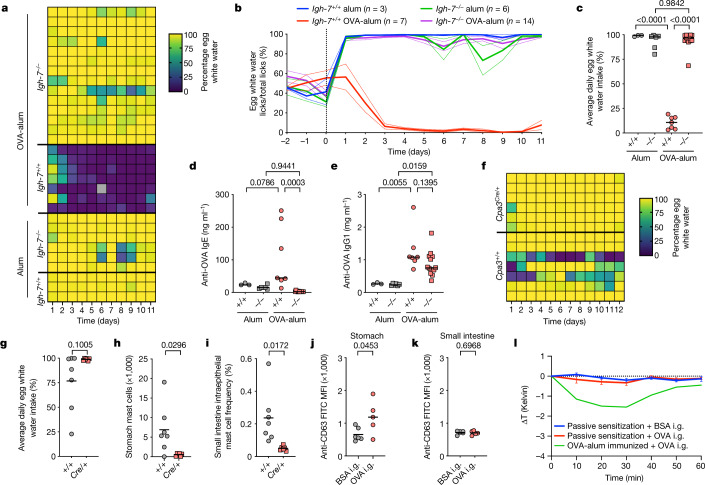
Role of IgE in immunity of avoidance. **a**–**c**, Egg white water preference of alum-immunized and OVA-alum-immunized BALB/c *Igh-7*^*+/+*^ and *Igh-7*^*−/−*^ mice displayed as percentage of egg white water intake over total water intake (colour scale indicates percentages) during the course of the IntelliCage experiment (**a**). Each row corresponds to an individual mouse. The grey field indicates a mouse that had lost the transponder for 1 day, precluding measurement. **b**, Data from **a** displayed as egg white water licks over total water licks versus time. Data are presented as mean ± s.e.m. **c**, Data from **a** displayed as the fraction of egg white water intake over total water intake as an average per day for the duration of the experiment. **d**,**e**, Serum amounts of anti-OVA IgE (**d**) and anti-OVA IgG1 (**e**) at the end of the experiment. **f**,**g**, BALB/c *Cpa3*^*+/+*^ and *Cpa3*^*Cre/+*^ mice received mouse anti-OVA monoclonal IgE antibody on days 0 and 9 and were subjected to the avoidance test (IntelliCage as in Fig. 1b) starting on day 10 (Methods). **f**, Egg white water preference is displayed as in **a**. Each row represents an individual mouse. **g**, Egg white water preference is displayed as in **c**. **h**,**i**, Absolute numbers of stomach mast cells (**h**) and frequency of small intestine intraepithelial mast cells (i) among total live cells at the end of the experiment. **j**,**k**, CD63 expression, an indicator of mast cell activation, on stomach (**j**) and small intestine intraepithelial (**k**) mast cells from IgE-sensitized BALB/c *Cpa3*^*+/+*^ mice after intragastric gavage (i.g.) with OVA or control protein (BSA). **l**, Rectal temperatures after indicated challenges in IgE-sensitized (passive sensitization) or OVA-immunized (OVA-alum) BALB/c mice. Data are presented as mean ± s.e.m. For **a**–**e**, *Igh-7*^*+/+*^ alum (*n* = 3 mice); *Igh-7*^*+/+*^ OVA-alum (*n* = 7); *Igh-7*^*−/−*^ alum (*n* = 6); *Igh-7*^*−/−*^ OVA-alum (*n* = 14). For **f**–**i**, *Cpa3*^*+/+*^ (*n* = 7); *Cpa3*^*Cre/+*^ (*n* = 6). For **j**–**l**, *Cpa3*^*+/+*^ IgE/BSA (*n* = 6); *Cpa3*^*+/+*^ IgE/OVA (*n* = 5); *Cpa3*^*+/+*^ OVA-alum/OVA (*n* = 2). Statistical analysis was performed using one-way analysis of variance with Tukey multiple-comparison test (**c**–**e**) and two-sided Student’s *t* tests (**g**–**k**). Exact *P* values are shown. MFI, mean fluorescence intensity. Source data

To test whether IgE is sufficient in the absence of immunization, we injected monoclonal anti-OVA IgE into BALB/c mice. This led to partial sensitization of wild-type but not mast-cell-deficient mice (Fig. 2f,g). Four of seven wild-type mice showed variable degrees of avoidance (Fig. 2f,g). Of note, after transfer of IgE, mast cell levels in stomach and small intestine were not elevated (Fig. 2h,i for passive sensitization; Fig. 1h,i for active immunization). In line with the partial avoidance response (Fig. 2f,g), only half of the mice showed activation of stomach mast cells on OVA contact (Fig. 2j), whereas none of them showed activation of small-intestinal epithelial mast cells (Fig. 2k). Moreover, active immunization but not IgE transfer sensitized BALB/c mice for anaphylaxis (based on temperature drop) on intragastric OVA application (Fig. 2l). Hence, monoclonal IgE transfer can partially induce avoidance behaviour; however, immunization may be required to attain full mast cell activation and avoidance.

## Th2 cytokines promote antigen-avoidance behaviour

We analysed a Th1-biased strain with (C57BL/6 *Cpa3*^*+/+*^) or without (C57BL/6 *Cpa3*^*Cre/+*^)^9^ mast cells with respect to its ability to mount antigen-avoidance behaviour responses. Owing to their elevated sensitivity to sucrose^12^, even at only 1% (as opposed to 8% in the BALB/c experiments), all but one of the OVA-alum-immunized C57BL/6 *Cpa3*^*+/+*^ mice preferred egg white water (Extended Data Fig. 3a,d). However, at lower sucrose concentration (0.25%), avoidance behaviour became evident in C57BL/6 *Cpa3*^*+/+*^ mice (Extended Data Fig. 3b,e), as well as its mast cell dependency in the C57BL/6 *Cpa3*^*Cre/+*^ mice (Extended Data Fig. 3b,e). Antigen avoidance was not observed in C57BL/6 mice immunized with alum only (Extended Data Fig. 3a,b,d,e).

C57BL/6 mice were injected with a Th2-promoting and mast-cell-promoting cytokine cocktail 2 days after each round of immunization (Methods). This treatment enhanced the avoidance response; however, this response remained dependent on mast cells and OVA immunization (Extended Data Fig. 3c,f). Compared with that of BALB/c mice, the avoidance response of C57BL/6 mice remained less pronounced even under cytokine stimulation (Fig. 1c versus Extended Data Fig. 3c). Whereas OVA-specific IgE levels and stomach mast cell counts were comparable (Fig. 1f,h versus Extended Data Fig. 3g,h), levels of small intestine intraepithelial mast cells were approximately eight-fold higher in BALB/c mice (Fig. 1i) compared with cytokine-stimulated C57BL/6 mice (Extended Data Fig. 3i), indicating a mast cell compartment with potential relevance for avoidance. Although mast cells in both stomach and small intestine were activated on oral OVA administration in immunized C57BL/6 mice (Extended Data Fig. 3j–l; measurement of activation is provided in the context of Fig. 4), systemic anaphylaxis required intravenous OVA injection (Extended Data Fig. 3m). In summary, Th2 cytokines promote mast-cell-dependent avoidance behaviour in OVA-immunized, Th1-prone C57BL/6 mice. However, in contrast to the BALB/c strain (Fig. 2l), OVA-immunized C57BL/6 mice were resistant to anaphylaxis by oral antigen challenge.

## Antigen avoidance prevents inflammation

We examined immunological consequences in the gastrointestinal tract, focusing on the stomach and small intestine, under avoidance and non-avoidance conditions. To this end, wild-type BALB/c mice were immunized and subjected to either the two-bottle test (‘avoidance’) or OVA gavage (‘non-avoidance’) (Methods) for up to 16 days (Extended Data Fig. 4a). Mast-cell-deficient BALB/c mice were subjected to the same protocol. As expected, wild-type mice avoided whereas mast-cell-deficient mice preferred egg white water in the two-bottle test (Extended Data Fig. 4b). Wild-type mice forced to ingest OVA by gavage developed diarrhoea, whereas all but one of the mast-cell-deficient mice remained healthy after OVA gavage (Extended Data Fig. 4c), consistent with the role of mast cells in models of food allergy^13^. Occurrence of diarrhoea indicated induction of inflammatory and immunological processes under non-avoidance conditions. Indeed, the percentages of neutrophils in stomach and small intestine increased, and serum (hence systemic) levels of IL-4 and IL-6 were elevated (Extended Data Fig. 4d–g).

We analysed changes in gene expression by RNA sequencing (RNA-seq) in whole lysates from stomach and small intestine taken on days 7, 11 and 16 after the beginning of the tests (Extended Data Fig. 4a). 

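Cpa3 (carboxypeptidase A3, a mast cell protease; ENSMUSG00000001865, chromosome 3 of GRCm38 from 20215620 to 20242181) is the gene that carries Cre in the mast-cell-deficient Cpa3Cre/+ mice. Its median in the small intestine was 3.44 (range 1.32 to 6.24, n = 6) CPM (counts scaled to the library total times its TMM factor) in unchallenged wild-type mice, 10.9 (range 5.29 to 35.2, n = 7) in wild-type mice in the two-bottle test and 109 (range 65.5 to 152, n = 7) in wild-type mice under OVA gavage, over the 3 days. In mast-cell-deficient mice the medians were 1.73 (range 0.112 to 14.4, n = 6), 1.29 (range 0.585 to 8.63, n = 8) and 2.66 (range 0.333 to 7.45, n = 9) CPM. Counts per gene do not show which part of Cpa3 was read, and the mice carry 1 intact allele. The histamine-synthesizing enzyme Hdc (ENSMUSG00000027360, chromosome 2 of GRCm38 from 126593667 to 126619299) had medians of 2.2 (range 1.18 to 3.65, n = 6), 1.62 (range 0.85 to 2.75, n = 7) and 26.3 (range 16.2 to 76.2, n = 7) CPM in the wild-type groups. In the mast-cell-deficient groups they were 2.81 (range 1.63 to 6.18, n = 6), 2.36 (range 1.24 to 4.06, n = 8) and 4.39 (range 1.41 to 6.81, n = 9) CPM. The 43 libraries make up 16 groups of 2 or 3 mice: both genotypes were naive, immunized and given water only, or challenged by the two-bottle test or by gavage and taken on day 7, 11 or 16. The wild-type two-bottle and gavage groups of days 11 and 16 and the mast-cell-deficient two-bottle group of day 16 have 2 mice each. Xist, transcribed in females, or Ddx3y, on the Y chromosome, stood at a level that the sex label does not give in 4 libraries: wild-type gavage day 11 replicate 2 (female, Ddx3y 41.7 CPM), wild-type gavage day 16 replicate 2 (male, Xist 207 CPM), wild-type two-bottle day 16 replicate 1 (male, Xist 41.7 CPM) and mast-cell-deficient two-bottle day 16 replicate 2 (male, Xist 133 CPM). The last 2 also held Ddx3y (47.9 and 33.9 CPM), as their male label gives, and so transcripts of both sexes. The limits were 10 CPM of Ddx3y for a female label and 40 CPM of Xist for a male label. Wild-type water-only replicate 2 had 983 CPM of Pnlip, the pancreatic lipase, and 1520 CPM of Pgc, the gastric pepsinogen C. The authors took RNA from a piece of small intestine, made stranded libraries, aligned paired reads with STAR and counted reads per gene with featureCounts on GRCm38. The deposited values are these counts, with no normalization, at 6106192 to 23158965 counts per library (median 12870263). Here, edgeR's quasi-likelihood test with TMM factors compared the groups in 1 model of all 43 libraries over 17707 genes, two-sided, with p adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Gene lists were compared with all other genes by camera, first with its preset correlation between genes and then with an estimated one. The comparisons, lists, rule for named genes and first set of alternative settings were fixed before the data were examined. With 3 mice against 3, an exact test of single values cannot give a p under 0.1, so the p of a gene rests on edgeR's pooled spread.

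**Figure D1:**
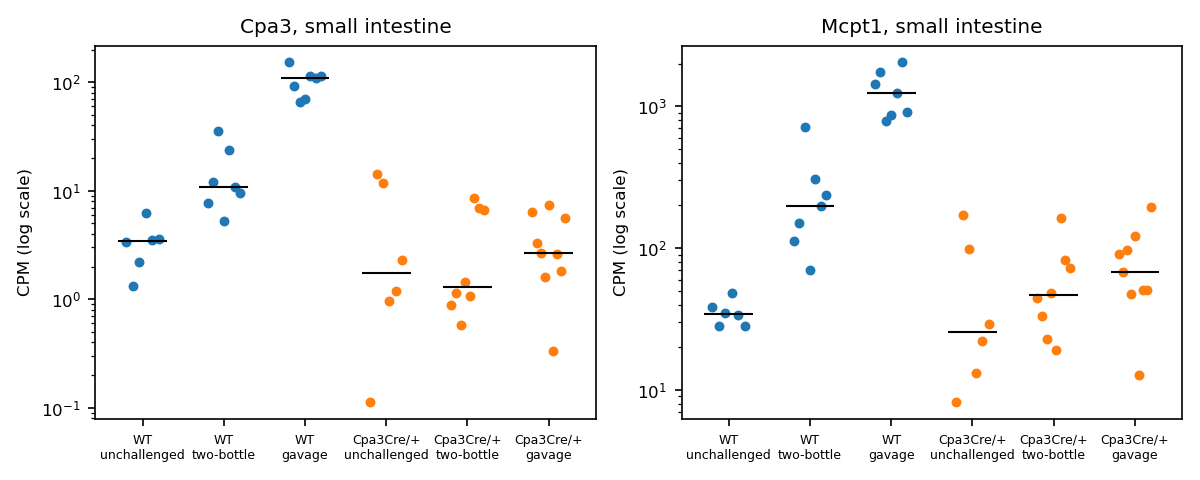
CPM of Cpa3 and Mcpt1 (log axis) in each small intestine library, by genotype and challenge. Points are mice and lines are group medians. For Mcpt1 the median was 1250 CPM in wild-type mice under gavage and 67.4 CPM in mast-cell-deficient mice under gavage.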

We reasoned that RNA-seq would yield comprehensive, high-resolution data on possible immune pathway activation and inflammation, comparing non-avoidance with avoidance conditions. Samples were subjected to principal component analysis (Extended Data Fig. 5a–d) based on the 500 most variable genes, corresponding to approximately 45% of variance. 

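On the first component of the small intestine libraries, the largest positive loadings belonged to the pore-forming gasdermins Gsdmc2 (0.136) and Gsdmc4 (0.128), the phospholipase Pla2g4c (0.123), the antimicrobial Sprr2a3 (0.12) and the mast cell proteases Mcpt1 (0.119) and Mcpt2 (0.118). At its negative end stood Pgc (-0.0894), the gastric pepsinogen that was high in wild-type water-only replicate 2. The second component rose with the adenosine deaminase Ada (0.146), the nucleoside transporter Slc28a2 (0.141) and the enteropeptidase Tmprss15 (0.127) and with the Y-linked Eif2s3y (0.0978) and Ddx3y (0.0917), and fell with Xist (-0.0932). The third component, with 13.3% of the variance, rose with Ddx3y (0.193) and Pnlip (0.167). Loadings come from all 43 libraries and the 500 most variable genes after DESeq2's variance-stabilizing transformation, and the sign of a component is arbitrary. The first component held 25.2% of the variance of these genes, the second 15.6%, and both together 40.8%.

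**Figure D2:**
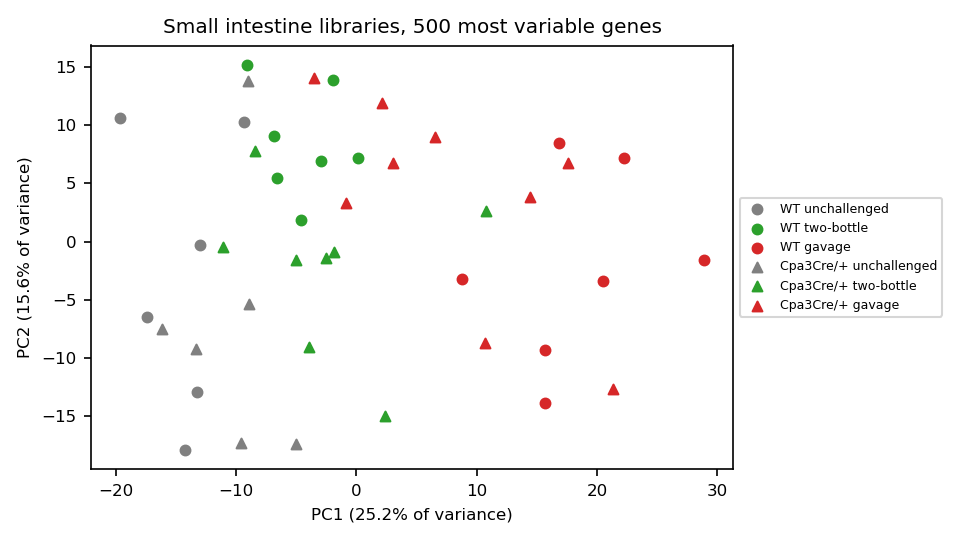
First and second principal components of the 43 small intestine libraries, each point a mouse, coloured by challenge and shaped by genotype. The 7 wild-type gavage libraries lie to the right of the 7 wild-type two-bottle libraries on the first component.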

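Across the 3 days, wild-type mice under gavage had higher small intestine levels than wild-type mice in the two-bottle test of Il6, an inflammatory cytokine (ENSMUSG00000025746, chromosome 5 of GRCm38 from 30013114 to 30019981; log2 fold change 4.96, standard error 0.72, adjusted p = 3.63e-05), of Il10, an immunoregulatory cytokine (4.75, adjusted p = 4.52e-05), and of the leukocyte adhesion molecule Sele (4.21, adjusted p = 0.000284). Of 18 mast cell genes, 17 rose and none fell (18 adjusted over the list alone; estimated-correlation adjusted p = 0.00782). Among them were Hdc (4.19), the chymase Cma1 (4.34), the IL-33 receptor Il1rl1 (1.99) and the vesicular amine transporter Slc18a2 (2.44). Of 10 neutrophil genes, 6 rose and none fell (7 adjusted over the list alone; estimated-correlation adjusted p = 0.0565). Among them were Il1r2 (2.03), the calprotectin subunits S100a8 (4.43) and S100a9 (4.42) and the collagenase Mmp8 (4.54). Of 19 tissue remodelling genes, 13 rose and none fell (17 adjusted over the list alone; estimated-correlation adjusted p = 0.00782). Of 12 plasma cell and immunoglobulin genes, 7 rose and none fell (9 adjusted over the list alone; estimated-correlation adjusted p = 0.106). Among them were Ighg1 (3.07) and the antibody-joining chain Jchain (0.90). Of 9 Paneth cell genes, 7 rose and none fell (8 adjusted over the list alone; estimated-correlation adjusted p = 0.172), with the antimicrobials Mptx2 (2.43) and Ang4 (2.04) among them. In the opposite direction, 3 of 10 smooth muscle genes (3 adjusted over the list alone; estimated-correlation adjusted p = 0.702) and 3 of 18 absorptive enterocyte genes (4 lower and 0 higher adjusted over the list alone; estimated-correlation adjusted p = 0.547) fell, such as the myosin light chain kinase Mylk (-0.81) and the chloride transporter Slc26a3 (-0.53). In all, 2217 genes changed, 1311 of them higher under gavage and 906 lower, and 58 rose and 1 fell by more than 8-fold. Among genes with no overlap between the 2 groups and a mean of at least 1 CPM, predicted genes and pseudogenes left out, the largest falls were of Sertm1 (-1.68), Ugt1a6a (-1.59) and Armc2 (-1.57). The rank correlation of log2 fold change with transcript length, across 14497 coding genes that are not independent replicates, was -0.403. On the first component, the 7 wild-type gavage libraries (18.4 ± 6.3, SD) stood above the 7 two-bottle libraries (-4.56 ± 3.19, SD) with no overlap, a difference of 22.9 (exact permutation test, two-sided, p = 0.000583, the smallest that 7 against 7 allow). The count of changed genes was 4113 and 809 without wild-type gavage day 11 replicates 1 and 2, 1274 without wild-type gavage day 16 replicate 2, 1059 without wild-type two-bottle day 11 replicate 1 and 882 without wild-type two-bottle day 16 replicate 1. It was 199 without the 4 libraries whose sex transcripts did not match and 3641 with the library series as a block. Mmp8, Jchain and Mylk lost their calls without wild-type gavage day 11 replicate 2 (adjusted p = 0.0658 to 0.112). Jchain lost its call without wild-type two-bottle day 11 replicate 1 and wild-type two-bottle day 16 replicate 1, each in turn (adjusted p = 0.0557 and 0.0872). Mylk lost its call without wild-type gavage day 16 replicate 2 (adjusted p = 0.074). Slc26a3 lost its call without 7 of 14 libraries in turn (highest adjusted p = 0.155). Ighg1, Jchain, Mmp8, Mylk, S100a8, S100a9, Slc26a3, Mptx2, Ang4 and Ugt1a6a lost their calls without the 4 libraries whose sex transcripts did not match (adjusted p = 0.14 to 0.573). Mylk lost its call once the trend on transcript length was removed (adjusted p = 0.0996).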

The results indicated the greatest differences between wild-type mice under avoidance (two-bottle test) and non-avoidance (OVA gavage) conditions (Extended Data Fig. 5a,b). This distinction was less obvious (in the small intestine) or absent (in the stomach) in mast-cell-deficient mice, which were non-avoiding in both the two-bottle test and under gavage (Extended Data Fig. 5c,d).

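Over the 3 days, mast-cell-deficient mice had more of some cytokine and chemokine transcripts in the small intestine under gavage than in the two-bottle test. The T cell attractant Cxcl10 was higher under gavage (log2 fold change 2.10, standard error 0.28, adjusted p = 9.66e-05), as were the collagenase Mmp13 (2.84, adjusted p = 9.66e-05) and the growth factor Bmp2 (1.39, adjusted p = 0.000797). Of 11 type 2 cytokines and receptors, 3 rose and none fell (7 adjusted over the list alone; estimated-correlation adjusted p = 0.00154). These were Il13 (5.28), Il10 (3.88) and Il4 (2.58). Of 17 inflammatory cytokines and their regulators, 5 rose and none fell (7 adjusted over the list alone; estimated-correlation adjusted p = 0.000803). The cytokine signalling inhibitor Socs1 stood at 2.79, the interleukin-1 antagonist Il1rn at 1.46 and Il1b at 1.48. Of 23 chemokines, 5 rose (16 higher and 1 lower adjusted over the list alone; estimated-correlation adjusted p = 0.00268). Of 17 interferon response genes 3 rose (8 adjusted over the list alone; estimated-correlation adjusted p = 0.0105). The goblet cell regulators Atoh1 and Spdef were the 2 of 12 goblet cell genes that rose (2 higher adjusted over the list alone; estimated-correlation adjusted p = 0.0635). Of 19 tissue remodelling genes, Mmp13 and Mmp10 rose (3 adjusted over the list alone; estimated-correlation adjusted p = 0.0676). None of the 18 mast cell genes passed edgeR's test (1 higher adjusted over the list alone; estimated-correlation adjusted p = 0.301). In all, 71 genes changed, 68 higher and 3 lower, and 55 of the 68 were also among the 1311 genes higher under gavage in wild-type mice, where 5.03 are given by independent lists. On the first component, the 9 mast-cell-deficient gavage libraries (7.94 ± 8.59, SD) and the 8 two-bottle libraries (-2.45 ± 6.73, SD) overlapped, with a difference of 10.4 (exact permutation test, two-sided, p = 0.016). Components taken from libraries of this genotype alone are other axes, the first with 24.7% and the second with 21% of the variance. On that first axis the difference was 2.08 (exact permutation test, p = 0.728), and later axes were not examined. On the first component of all libraries, with the 3 days weighted equally, the difference was smaller than in wild-type mice by 11.8 (permutation test of genotype labels, two-sided, 100000 resamples, p = 0.0313). Mast cell proteases are among the largest loadings of this component, so part of the 11.8 can be the absence of mast cell transcripts. The count of changed genes was 28 without mast-cell-deficient gavage day 11 replicate 1, 44 without mast-cell-deficient gavage day 16 replicate 3, 37 without mast-cell-deficient gavage day 7 replicate 1, 47 and 36 without mast-cell-deficient two-bottle day 11 replicates 1 and 2, 31 and 5 without mast-cell-deficient two-bottle day 16 replicates 1 and 2 and 41 and 156 without mast-cell-deficient two-bottle day 7 replicates 1 and 3. It was 3 without the 4 libraries whose sex transcripts did not match, 203 with DESeq2 and 115 after the trend on transcript length was removed. Il4, Socs1, Il1rn and Il1b lost their calls without mast-cell-deficient two-bottle day 16 replicate 2 (adjusted p = 0.0641 to 0.148). Il4 lost its call without mast-cell-deficient two-bottle day 16 replicate 1 (adjusted p = 0.088). Il10, Il13, Il1b, Il1rn, Il4 and Socs1 lost their calls without the 4 libraries whose sex transcripts did not match (adjusted p = 0.0631 to 0.148). Il4 and Socs1 lost their calls with only the compared groups in the model (adjusted p = 0.053 and 0.0789).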

We characterized differential gene expression in the stomach and small intestine, comparing avoidance and non-avoidance conditions (Extended Data Fig. 5e,f). We first compared wild-type mice under avoidance (two-bottle test) and non-avoidance (gavage) conditions, to shed light on any gastrointestinal antigen-driven immunity and inflammation that is prevented by antigen-avoidance behaviour in mice with a normal immune system. For all time points and tissues, expression of genes indicative of adaptive, innate and mucosal immunity as well as chemotaxis was elevated under non-avoidance conditions (Extended Data Fig. 5e,f and Supplementary Tables 1 and 2).

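Under gavage, the small intestine of wild-type mice had higher levels than in the two-bottle test of many cell-attracting and type 2 immune genes, over the 3 days. Of 23 chemokines, 14 rose and none fell (15 adjusted over the list alone; estimated-correlation adjusted p = 0.0241). Ccl4 stood at a log2 fold change of 4.26 (adjusted p = 1.11e-05), Ccl12 at 4.14, the eosinophil attractant Ccl11 at 2.08 and Ccl3 at 3.21. Of 11 type 2 cytokines and receptors, 9 rose and none fell (10 higher and 1 lower adjusted over the list alone; estimated-correlation adjusted p = 0.00782). The interleukin-4 receptor Il4ra stood at 1.08 (adjusted p = 1.85e-05) and Il4 at 3.41 (adjusted p = 0.000306). Of 17 inflammatory cytokines and their regulators, 11 rose and 1 fell (12 and 1 adjusted over the list alone; estimated-correlation adjusted p = 0.00782). Of 13 tuft cell genes, 8 rose and none fell (9 adjusted over the list alone; estimated-correlation adjusted p = 0.0893), with the leukotriene-forming Alox5 (1.62) and Alox5ap (1.52) among them. The 4 lists that the study formed from Supplementary Table 2 were chosen on these libraries, so their counts are not independent evidence. They also hold 20 of the 23 chemokines, 7 of the listed type 2 genes and 7 of the listed inflammatory genes. The counts of these lists are therefore not fully independent of the study's choice. Of 489 genes of innate immunity, 146 rose and 12 fell (171 and 29 adjusted over the list alone; estimated-correlation adjusted p = 0.0565). Of 273 genes of adaptive immunity, 82 rose and 6 fell (91 and 23 adjusted over the list alone; estimated-correlation adjusted p = 0.106). Of 93 genes of mucosal immunity, 34 rose and none fell (43 and 1 adjusted over the list alone; estimated-correlation adjusted p = 0.0565). Of 267 genes of chemotaxis 92 rose and 4 fell (114 and 9 adjusted over the list alone; estimated-correlation adjusted p = 0.027). By day, the numbers that rose were 52, 5 and 4 for innate, 29, 0 and 1 for adaptive and 13, 0 and 0 for mucosal immunity and 31, 1 and 1 for chemotaxis on days 7, 11 and 16 (113, 46 and 48, 57, 23 and 13, 23, 28 and 3, and 55, 18 and 22 adjusted over each list alone). The adjusted p with an estimated correlation was 0.00658 to 0.031 over the 4 lists on day 7, 0.283 to 0.431 on day 11 and 0.097 to 0.339 on day 16. Alox5ap lost its call without the 4 libraries whose sex transcripts did not match (adjusted p = 0.0571).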

To identify differentially expressed genes (DEG) characteristic of avoidance or non-avoidance, we analysed fold changes in gene expression versus *P* values using volcano plots (Fig. 3a–d). In this manner, we compared avoiding mice (two-bottle test, where mice still drink small amounts of the OVA solution) with mice receiving only water (Fig. 3a,c). We also compared mice receiving gavage (non-avoidance) with mice drinking only water (Fig. 3b,d). Under non-avoidance conditions, DEG composed of mast-cell-related and immunity-related genes (for definitions, see Methods) emerged in the stomach and small intestine (Fig. 3b,d) (Supplementary Table 3). 

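On day 7 of gavage, genes of mast cells, cytokines and chemokines were among those that rose in the small intestine of wild-type mice against wild-type water-only mice. Of 18 mast cell genes, 16 rose and none fell (18 adjusted over the list alone; estimated-correlation adjusted p = 0.00411). Hdc stood at a log2 fold change of 4.00 (standard error 0.54, adjusted p = 9.98e-05), the chymase-family protease Cma2 at 5.80 (standard error 0.85, adjusted p = 0.000448), the high-affinity IgE receptor chain Fcer1a at 5.11 (adjusted p = 0.00118) and Mcpt2 at 5.43. Of 11 type 2 cytokines and receptors, 8 rose and none fell (8 adjusted over the list alone; estimated-correlation adjusted p = 0.00479). Among them were Il13 (4.98), Il10 (4.28), Il4ra (1.09) and Il1rl1 (1.63). Of 23 chemokines, 11 rose and none fell (15 higher and 1 lower adjusted over the list alone; estimated-correlation adjusted p = 0.0261). Among them were Ccl4 (5.19), Ccl3 (4.19), the neutrophil attractant Cxcl2 (4.53) and Ccl12 (3.88). Of 17 inflammatory cytokines and their regulators, 8 rose and none fell (8 adjusted over the list alone; estimated-correlation adjusted p = 0.00993). Il6 stood at 6.57 (standard error 1.10, adjusted p = 0.00164), Il1rn at 2.38, Socs3 at 2.56 and the NF-κB inhibitor Nfkbia at 1.46. Of 13 tuft cell genes, 7 rose and none fell (10 adjusted over the list alone; estimated-correlation adjusted p = 0.0173). Among them were Alox5 (2.36), Sh2d6 (2.90), the actin-binding Avil (2.23) and Alox5ap (2.15). Of 20 immediate early genes, 5 rose (13 adjusted over the list alone; estimated-correlation adjusted p = 0.0593). Among them were Ier3 (2.11) and the transcription factor Atf3 (2.92). None of 10 neutrophil genes passed the test (3 higher adjusted over the list alone; estimated-correlation adjusted p = 0.293). In all, edgeR called 419 genes, 300 higher and 119 lower, of which 62 rose and 23 fell by more than 8-fold, and Mcpt1, Mcpt9, Cpa3 and Sprr2a3 were also among the 10 largest rises of genes with no overlap between the 2 groups and a mean of at least 1 CPM, predicted genes and pseudogenes left out. The 119 lower genes included 9 of 12 pancreas acinar genes (11 adjusted over the list alone; estimated-correlation adjusted p = 0.319), transcripts that were high in wild-type water-only replicate 2, without which the list no longer stood lower (preset-correlation adjusted p = 0.592). They also included 2 of 10 stomach genes, a list chosen after the data were seen (9 adjusted over the list alone; estimated-correlation adjusted p = 0.527). Among genes with no overlap between the 2 groups and a mean of at least 1 CPM, predicted genes and pseudogenes left out, the largest falls were of Sertm1 (-2.33), Trarg1 (-2.32) and Exoc3l2 (-2.20). The rank correlation of log2 fold change with transcript length across genes was -0.316. The count was 115, 273 and 992 without wild-type gavage day 7 replicates 1, 2 and 3 and 103 and 160 without wild-type water-only replicates 1 and 3, and 180 with only the compared groups in edgeR's model. Il13, Il10, Il4ra, Il1rl1, Ccl12, Atf3 and Trarg1 lost their calls without wild-type water-only replicate 1 (adjusted p = 0.0595 to 0.183). Il13, Il10, Il1rl1, Ccl12, Atf3 and Trarg1 lost their calls without wild-type water-only replicate 3 (adjusted p = 0.0582 to 0.08). Il4ra, Nfkbia, Trarg1 and Exoc3l2 lost their calls without wild-type gavage day 7 replicate 1 (adjusted p = 0.061 to 0.214). Trarg1 lost its call without wild-type gavage day 7 replicate 2 (adjusted p = 0.191). Il4ra, Nfkbia and Trarg1 lost their calls with only the compared groups in the model (adjusted p = 0.0732 to 0.17).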

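In wild-type mice in the two-bottle test, the cytokine, chemokine and remodelling genes called on day 7 of gavage did not pass the test against water-only mice on day 7. The log2 fold change of Il6 was 1.30 (adjusted p = 0.916), of Ccl4 0.60 (adjusted p = 0.951), of the matrix protease Adamts4 -0.85 (adjusted p = 0.849) and of Hdc -0.35 (adjusted p = 0.933). None of the chemokines (0 higher and 0 lower of 23 adjusted over the list alone; estimated-correlation adjusted p = 0.872), the type 2 cytokines and receptors (0 higher and 0 lower of 11 adjusted over the list alone; estimated-correlation adjusted p = 0.872) or the inflammatory cytokines and their regulators (0 higher and 0 lower of 17 adjusted over the list alone; estimated-correlation adjusted p = 0.779) passed over all genes. The tissue remodelling genes had a median of -0.85, with none called (0 higher and 1 lower of 19 adjusted over the list alone; estimated-correlation adjusted p = 0.411). On all 3 days, edgeR called 0 genes between wild-type two-bottle and water-only mice. At an unadjusted p under 0.05 there were 920, 2066 and 2797 genes on days 7, 11 and 16, and DESeq2 called 5, 4 and 3. The day 7 count was 13 and 13 without wild-type water-only replicates 1 and 3 and 1 without wild-type two-bottle day 7 replicate 1, and with only the compared groups in edgeR's model it was 4, 249 and 44 on the 3 days. With DESeq2 and only the compared groups, a setting chosen after the data were seen, the counts were 305, 1382 and 1391.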

No transcriptional response of this scope and magnitude was observed in avoiding mice (Fig. 3a,c). 

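On day 7 of the two-bottle test, proteases of mast cells stood above their water-only level in wild-type mice, without any of them passing edgeR's test over all genes. The log2 fold change was 4.58 (standard error 0.85, adjusted p = 0.114) for Cma2, 3.44 (standard error 0.91, adjusted p = 0.44) for Mcpt1, 3.31 (adjusted p = 0.539) for Mcpt2 and 3.15 (adjusted p = 0.44) for the IgE receptor chain Fcer1a. The 18 mast cell genes had a median log2 fold change of 1.48, with 10 higher and 0 lower adjusted over the list alone (preset-correlation adjusted p = 1.69e-11, estimated-correlation adjusted p = 0.411). The 13 tuft cell genes had a median of 0.82, with 3 higher adjusted over the list alone (estimated-correlation adjusted p = 0.411). On day 11 the mast cell median was 0.77 (0 higher adjusted over the list alone; preset-correlation adjusted p = 0.00476, estimated-correlation adjusted p = 0.665). On day 16 it was 0.64 (0 higher adjusted over the list alone; preset-correlation adjusted p = 0.0715, estimated-correlation adjusted p = 0.703). Of 10 stomach genes, a list chosen after the data were seen, 9, 9 and 4 stood lower on days 7, 11 and 16 adjusted over the list alone (medians -4.53, -9.21 and -3.29; none called over all genes; estimated-correlation adjusted p = 0.368, 0.319 and 0.545). They were high in wild-type water-only replicate 2. DESeq2 called Cma2 (adjusted p = 0.00255) with all libraries in its model and, with only the compared groups in it, a setting chosen after the data were seen, Mcpt1 (adjusted p = 0.000836).

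**Figure D3:**
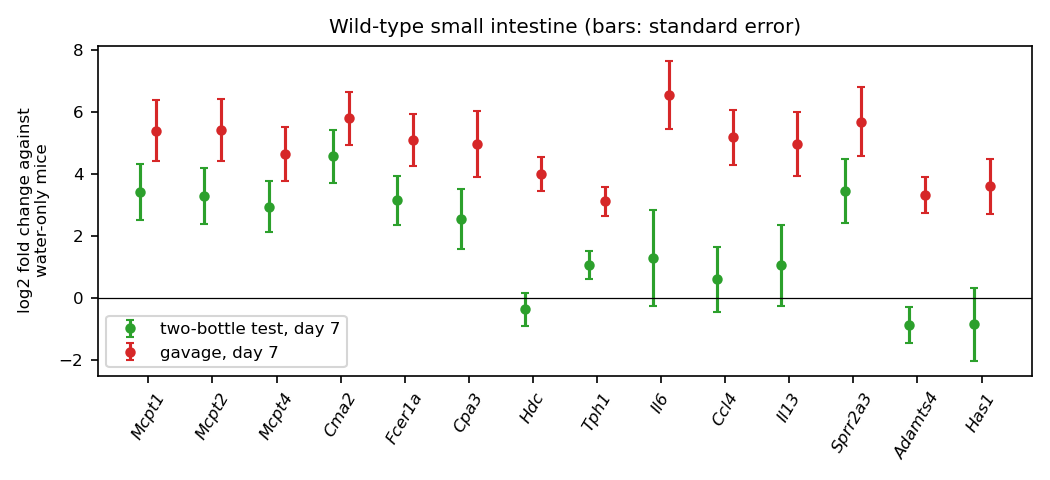
Log2 fold change against water-only mice (points) with its standard error (bars) for 14 genes in wild-type small intestine on day 7 of the two-bottle test and of gavage. Hdc, Adamts4 and Has1, none of them called, stand below 0 in the two-bottle test, and the mast cell proteases stand above it in both tests.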

Notably, even avoiding mice showed some gene activation compared with water-only mice, including activation of mast-cell-related genes (Fig. 3a,c). This gene activation, which only became evident by comparison of water-only versus avoiding mice, may define a threshold for the amount of voluntary antigen uptake in antigen-sensitized mice (Fig. 3a versus Fig. 3b and Fig. 3c versus Fig. 3d).

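Set directly against the two-bottle test on day 7, gavage raised Hdc (log2 fold change 4.36, standard error 0.55, adjusted p = 8.78e-05), the cytokine Il6 (5.26, adjusted p = 0.00294) and the neutrophil attractant Cxcl3 (6.02, adjusted p = 0.00369) in the small intestine of wild-type mice. Hdc, Il1rl1 (1.93) and Cma1 (3.29) were the 3 of 18 mast cell genes that rose (16 adjusted over the list alone; estimated-correlation adjusted p = 0.00983), while Mcpt1 had 1.97 (adjusted p = 0.341). Of 23 chemokines, 10 rose (14 adjusted over the list alone; estimated-correlation adjusted p = 0.00658). Ccl7 stood at 4.81 and Ccl11 at 2.51. Of 11 type 2 cytokines and receptors, 5 rose (9 adjusted over the list alone; estimated-correlation adjusted p = 0.00115). Il10 stood at 4.31. Of 17 inflammatory cytokines and their regulators, 8 rose (11 adjusted over the list alone; estimated-correlation adjusted p = 0.00115). Il1rn stood at 2.87 and the NF-κB regulator Tnfaip3 at 1.82. Of 19 tissue remodelling genes, 9 rose (16 adjusted over the list alone; estimated-correlation adjusted p = 0.00115). Adamts1 stood at 3.00. Of 20 immediate early genes, 5 rose (18 adjusted over the list alone; estimated-correlation adjusted p = 0.0107). The nuclear receptor Nr4a3 stood at 4.22 and the phosphatase Dusp1 at 2.25. No member of these 6 lists fell. In all, 228 genes were higher and 55 lower under gavage, and 46 rose by more than 8-fold. The count of changed genes was 81 without wild-type gavage day 7 replicate 1 and 110, 117 and 150 without wild-type two-bottle day 7 replicates 1, 2 and 3. Cma1, Ccl7, Il10 and Dusp1 lost their calls without wild-type two-bottle day 7 replicate 1 (adjusted p = 0.0619 to 0.138). Cma1, Il10 and Dusp1 lost their calls without wild-type gavage day 7 replicate 1 (adjusted p = 0.0532 to 0.0991). Cma1, Ccl7 and Il10 lost their calls without wild-type two-bottle day 7 replicate 2 (adjusted p = 0.0739 to 0.0913). Cma1 and Ccl7 lost their calls without wild-type two-bottle day 7 replicate 3 (adjusted p = 0.0569 to 0.0746).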

**Fig. 3:**
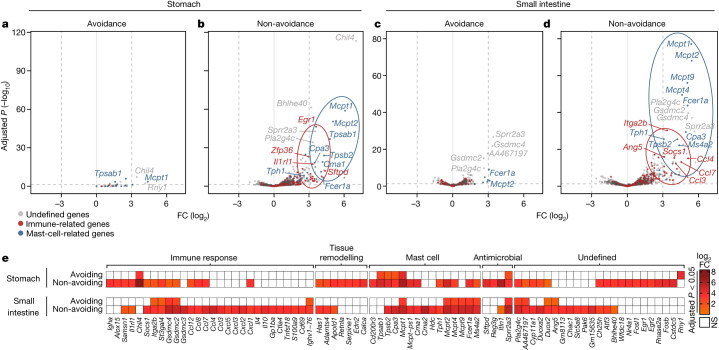
Antigen avoidance prevents immune activation and inflammation in gastrointestinal tissues. **a**–**d**, Volcano plots of DEG in stomach (**a**,**b**) and small intestine (**c**,**d**) tissues comparing avoiding mice (7-day two-bottle test; stomach *n* = 4, intestine *n* = 3) with mice receiving only water (stomach *n* = 2, intestine *n* = 3) (**a**,**c**) and non-avoiding mice (7-day gavage; stomach *n* = 3, intestine *n* = 3) with mice receiving only water (stomach *n* = 2, intestine *n* = 3) (**b**,**d**). The experimental outline is shown in Extended Data Fig. 4a. Red dots represent genes associated with immunity-related GO terms (Methods and Extended Data Fig. 5e, f). Blue dots represent manually annotated mast cell genes. **e**, Heatmaps of log_2_ fold change in gene expression in stomachs and small intestines of mice under avoidance and non-avoidance conditions on day 7. Genes shown are taken from **b** and **d**, satisfying log_2_ fold change >3 and *P* ≤ 0.05. Fold changes are indicated by scale: white indicates a gene not significantly regulated. All data are from wild-type BALB/c mice. Statistical comparisons were done using the DESeq2 package (Methods). *P* values were adjusted for multiple comparisons using the Benjamini–Hochberg algorithm. FC, fold change; NS, not significant.

For visualization of tissue-specific signatures and annotation of genes in addition to those related to mast cells and immunity, we generated heatmaps of signature genes (Fig. 3e; for gene filtering, see Methods). We identified genes associated with tissue remodelling and antimicrobial functions, which, notably, showed differences between the stomach and small intestine (Fig. 3e). 

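Under gavage on day 7, enzymes that cut matrix and antimicrobial genes of the epithelium were higher in the small intestine of wild-type mice than in water-only mice. Of 19 tissue remodelling genes, 6 rose and none fell (11 adjusted over the list alone; estimated-correlation adjusted p = 0.0412). Among them were the matrix proteases Adamts1 (log2 fold change 2.10, standard error 0.47, adjusted p = 0.0114) and Mmp13 (2.59, standard error 0.58, adjusted p = 0.0121). Of 20 antimicrobial genes, 7 rose and none fell (11 adjusted over the list alone; estimated-correlation adjusted p = 0.0261). Among them were the hydrogen peroxide-forming oxidase Duox2 (3.50, standard error 0.89, adjusted p = 0.0276), its maturation factor Duoxa2 (4.77, standard error 1.02, adjusted p = 0.008) and Sprr2a2 (5.44, standard error 1.20, adjusted p = 0.0111). The study had put 6 of the remodelling and 7 of the antimicrobial genes in its own lists, which were formed on these libraries. Fold changes are against 3 wild-type water-only mice, of which replicate 2 held pancreas and stomach transcripts. Adamts1, Mmp13, Duox2, Duoxa2 and Sprr2a2 lost their calls without wild-type water-only replicate 1 (adjusted p = 0.0703 to 0.118). Adamts1, Mmp13, Duox2 and Sprr2a2 lost their calls without wild-type water-only replicate 3 (adjusted p = 0.0738 to 0.127). Adamts1, Mmp13 and Duox2 lost their calls without wild-type gavage day 7 replicate 1 (adjusted p = 0.0568 to 0.0902). Duox2 and Sprr2a2 lost their calls without wild-type gavage day 7 replicate 2 (adjusted p = 0.0693 to 0.0939). Duox2 lost its call without wild-type water-only replicate 2 (adjusted p = 0.0888). Duox2 lost its call without the 3 libraries that held pancreas or stomach transcripts (adjusted p = 0.0858). Adamts1 lost its call with only the compared groups in the model (adjusted p = 0.182).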

Finally, we also probed our DEG versus a published inflammatory gene expression list^14^. 

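Of the published Hallmark inflammatory response genes, 29 of 185 rose under gavage on day 7 in the small intestine of wild-type mice and 2 fell against water-only mice (49 and 4 adjusted over the list alone). The median log2 fold change of the set was 0.34 (preset-correlation adjusted p = 8.64e-10, estimated-correlation adjusted p = 0.0593). On day 11, 7 rose and 0 fell (17 and 5 adjusted over the list alone; median 0.17, estimated-correlation adjusted p = 0.482). On day 16, 1 rose and 0 fell (14 and 4 adjusted over the list alone; median 0.17, estimated-correlation adjusted p = 0.41). In the two-bottle test none of the 185 genes was called on any of the 3 days (0, 0 and 0 higher and 0, 0 and 0 lower adjusted over the list alone). The medians were -0.10, -0.22 and -0.36 on days 7, 11 and 16 (preset-correlation adjusted p = 0.0522, 0.414 and 0.149, estimated-correlation adjusted p = 0.74, 0.99 and 0.734). With the preset correlation, the Hallmark inflammatory response genes passed as lower on day 7 without wild-type water-only replicates 1 and 3 (adjusted p = 0.0025 and 0.0114), without two-bottle replicate 3 (0.0039) and with no low-count filter (0.047), and on day 16 without water-only replicate 1 (0.0334). Compared directly on day 7, 34 of the genes were higher and 1 lower under gavage than in the two-bottle test (57 and 3 adjusted over the list alone; estimated-correlation adjusted p = 0.00658). With the preset correlation, the adjusted p of the set was 0.02 on day 11 and 0.00527 on day 16 of gavage. It was 0.083 and 0.101 without wild-type water-only replicates 1 and 3 for day 11, 0.11 without wild-type gavage day 16 replicate 2 for day 16 and 0.111 for day 16 without the 4 libraries whose sex transcripts did not match.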

In both stomach and small intestine, the inflammatory signature was evident under non-avoidance but not avoidance conditions in wild-type mice (Extended Data Fig. 5g,h and Supplementary Table 4). Collectively, our comparison of gastrointestinal gene expression at a tissue level between mice under avoidance and non-avoidance conditions showed broad immune activation and inflammation in stomach and small intestine, nearly all of which was prevented by antigen-avoidance behaviour.

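Mast cell genes rose on the later days of gavage as well, against water-only mice: 12 of 18 on day 11 (18 adjusted over the list alone; estimated-correlation adjusted p = 0.0641) and 13 on day 16 (18 adjusted over the list alone; estimated-correlation adjusted p = 0.00919), and none fell. On day 11, Fcer1a had a log2 fold change of 5.24 (adjusted p = 0.00418) and Mcpt9 of 5.31 (adjusted p = 0.00858). On day 16 the tryptase Tpsb2 had 5.42 (adjusted p = 0.0345) and Cma1 4.85 (adjusted p = 0.00852). Of 23 chemokines, 7 rose on day 11 (13 adjusted over the list alone; estimated-correlation adjusted p = 0.155). Ccl4 stood at 5.17. On day 16, 2 chemokines rose (11 adjusted over the list alone; estimated-correlation adjusted p = 0.151). Of 11 type 2 cytokines and receptors, 3 rose on day 11 (6 adjusted over the list alone; estimated-correlation adjusted p = 0.155). These were Il10 (4.02), Il4 (3.66) and Il13 (4.43). None was called on day 16 (6 adjusted over the list alone; estimated-correlation adjusted p = 0.0893). Of 17 inflammatory cytokines and their regulators, 3 rose on day 11 (8 adjusted over the list alone; estimated-correlation adjusted p = 0.155). These were Socs1 (4.02), Il1rn (2.09) and Il6 (5.06). On day 16, 1 rose, Il1rn (2.15; 5 adjusted over the list alone; estimated-correlation adjusted p = 0.151). The lower genes held 2 of 12 pancreas acinar genes on day 11 and 1 on day 16 (11 and 11 adjusted over the list alone; estimated-correlation adjusted p = 0.627 and 0.433). Without wild-type water-only replicate 2, the pancreas acinar genes stood higher on day 11 (preset-correlation adjusted p = 0.0193) and no longer lower on day 16 (0.519). Of the 2 day 11 libraries, replicate 1 held pancreas transcripts (mean score 1.027, replicate 2 -1.465). In 2 lists chosen after the data were seen, all 4 haemoglobin genes stood higher on day 11 (median 2.36, 0 called over all genes and 4 over the list alone; estimated-correlation adjusted p = 0.222). On day 16, 9 of 10 stomach genes stood lower adjusted over the list alone (median -8.23, 0 called over all genes; estimated-correlation adjusted p = 0.761). In all, 262 genes changed on day 11 (177 higher, 85 lower) and 61 on day 16 (49 higher, 12 lower). The rank correlation of log2 fold change with transcript length across genes was -0.491 on day 11 and -0.51 on day 16. The day 11 count was 3541 and 0 without wild-type gavage day 11 replicates 1 and 2 and 10, 109 and 50 without wild-type water-only replicates 1, 2 and 3. It was 0 without the 4 libraries whose sex transcripts did not match, 77 without the 3 libraries that held pancreas or stomach transcripts, 150 after the trend on transcript length was removed and 1133 with DESeq2. With only the compared groups in edgeR's model, the counts were 105 on day 11 and 39 on day 16. The day 16 count was 15 without wild-type gavage day 16 replicate 1 and 0, 28 and 15 without wild-type water-only replicates 1, 2 and 3, 267 and 32 without those 4 and those 3 libraries, 123 with the library series as a block, 183 with a term for the sex label and 217 with DESeq2. No gene passed where a count was 0. Mcpt9, Ccl4, Il10, Il4, Il13, Socs1, Il1rn and Il6 lost their calls on day 11 without wild-type water-only replicate 1 (adjusted p = 0.0527 to 0.134). Mcpt9, Il10, Il4, Il13, Socs1, Il1rn and Il6 lost their calls on day 11 without wild-type water-only replicate 3 (adjusted p = 0.0527 to 0.1). Il10, Il4, Il13, Socs1 and Il6 lost their calls on day 11 without wild-type water-only replicate 2 (adjusted p = 0.0517 to 0.093). Tpsb2 and Il1rn lost their calls on day 16 without wild-type gavage day 16 replicate 2 and wild-type water-only replicate 3, each in turn (adjusted p = 0.0602 to 0.117 and 0.131 to 0.145). Tpsb2 lost its call on day 16 without wild-type gavage day 16 replicate 1 and wild-type water-only replicate 2, each in turn (adjusted p = 0.0603 and 0.0931). Il1rn and Tpsb2 lost their calls on day 16 without the 4 libraries whose sex transcripts did not match (adjusted p = 0.0519 and 0.108). Il10, Il13, Il4, Il6 and Socs1 lost their calls on day 11 without the 3 libraries that held pancreas or stomach transcripts (adjusted p = 0.0598 to 0.113). From the comparison of avoidance and non-avoidance conditions, the paper concludes that antigen exposure activated immunity and inflammation broadly and that avoidance prevented nearly all of it.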

## Immune activation in non-avoiding *Cpa3*^*Cre/+*^ mice

Next, we asked how much of the non-avoidance induced immune-related and inflammation-related response was mast cell dependent. 

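In the two-bottle test, mast cell genes stood lower in mast-cell-deficient than in wild-type mice without passing edgeR's test over all genes. On day 7 their median log2 fold change was -1.81 (10 of 18 lower adjusted over the list alone; preset-correlation adjusted p = 0.000124, estimated-correlation adjusted p = 0.993). Cma2 stood at -3.56 (standard error 0.80, adjusted p = 0.0755) and Fcer1a at -2.64 (adjusted p = 0.0755). On day 11 the median was -1.54 (0 lower adjusted over the list alone; estimated-correlation adjusted p = 0.818) and on day 16 -0.83 (0 lower adjusted over the list alone; estimated-correlation adjusted p = 0.622). Genes of mucosal immunity, a list the study chose on these libraries and so not independent evidence, had a median of 0.52 on day 7 (16 higher and 1 lower of 93 adjusted over the list alone; preset-correlation adjusted p = 3.97e-05, estimated-correlation adjusted p = 0.993). All 4 haemoglobin genes, a list chosen after the data were seen, stood higher on day 7 adjusted over the list alone (median 2.15, 0 called over all genes; preset-correlation adjusted p = 0.00232, estimated-correlation adjusted p = 0.208). Between naive mice of the 2 genotypes their median was 1.53, with none called (estimated-correlation adjusted p = 0.0276). Before challenge, in water-only mice, the median of the mast cell genes was 0.46 between the genotypes (0 higher adjusted over the list alone; preset-correlation adjusted p = 0.165, estimated-correlation adjusted p = 0.739). Without mast-cell-deficient water-only replicate 1 it was -0.43 (preset-correlation adjusted p = 0.0025). That library held 14.4 CPM of Cpa3 and 171 of Mcpt1, above every unchallenged wild-type library (at most 6.24 and 48.1), which its genotype label does not give. All 12 tested pancreas acinar genes were lower in mast-cell-deficient mice when adjusted over the list alone (estimated-correlation adjusted p = 0.739), but the list stood higher without wild-type water-only replicate 2, which held pancreas transcripts (preset-correlation adjusted p = 6.39e-07). In edgeR, 0 genes changed between the genotypes in the two-bottle test on each of the 3 days, with 4679, 726 and 786 at an unadjusted p under 0.05 and 1469, 1 and 2 called by DESeq2 on days 7, 11 and 16. In water-only mice, edgeR called 0 genes between the genotypes (1 without wild-type water-only replicate 1), with 162 at an unadjusted p under 0.05 and 1 by DESeq2. The rank correlation of the day 7 log2 fold change with transcript length across genes was -0.567. With only the compared groups in the model, edgeR called 805, 330 and 7 genes on days 7, 11 and 16 of the two-bottle test, and with a term for sex 1794 on day 7.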

In analogy to the analysis in Extended Data Fig. 5e,f, we compared gene expression in BALB/c wild-type (avoiding) versus mast-cell-deficient (non-avoiding) mice in the two-bottle test (following the experimental outline in Extended Data Fig. 6a). In mast-cell-deficient mice, the induction of immune response genes was much reduced and its kinetics were altered (Extended Data Fig. 6b,c), compared with wild-type mice under non-avoidance conditions (Extended Data Fig. 5e,f). 

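In mast-cell-deficient mice in the two-bottle test, genes of mucosal immunity had a median log2 fold change against water-only mice of 0.59 on day 7, 0.19 on day 11 and -0.12 on day 16, and those of innate immunity -0.21, -0.28 and 0.04. On day 7, 8 of 93 mucosal immunity genes rose and 3 fell (16 and 6 adjusted over the list alone; preset-correlation adjusted p = 0.00937, estimated-correlation adjusted p = 0.888). Of 489 innate immunity genes, 15 rose and 31 fell (30 and 53 adjusted over the list alone; estimated-correlation adjusted p = 0.888). Of the adaptive immunity genes 7 rose and 10 fell (18 and 25 adjusted over the list alone; estimated-correlation adjusted p = 0.888). Of the chemotaxis genes 11 rose and 12 fell (19 and 19 adjusted over the list alone; estimated-correlation adjusted p = 0.888). No member of the 4 lists was called on day 11 or 16 in these mice (estimated-correlation adjusted p = 0.469 to 0.724 on day 11 and 0.859 to 0.927 on day 16). Under gavage, wild-type mice had 56, 32, 16 and 40 higher genes of innate, adaptive and mucosal immunity and chemotaxis against water-only mice on day 7 (98, 52, 23 and 66 adjusted over each list alone), 26, 11, 10 and 16 on day 11 (76, 32, 29 and 59) and 12, 2, 1 and 4 on day 16 (36, 7, 6 and 22). Their adjusted p with an estimated correlation was 0.0593 to 0.0815, 0.196 to 0.482 and 0.151 to 0.433 over the 4 lists on the 3 days. The day 7 calls in mast-cell-deficient mice rest on 1341 changed genes, a count that was 0 without water-only replicate 1, 2 or 3, with no low-count filter, after the trend on transcript length was removed and without the 3 libraries that held pancreas or stomach transcripts. The study chose the 4 lists on these libraries, so the counts are not independent evidence. A direct test of the day 7 response to the two-bottle test, mast-cell-deficient minus wild-type, gave an adjusted p of 0.000111 for mucosal immunity with the preset correlation (median 0.55; estimated-correlation adjusted p = 0.862; 0 members called adjusted over the list alone). For single genes that difference gave 0 calls in edgeR on each day, with 1264, 194 and 630 at an unadjusted p under 0.05 and 0, 1 and 1 in DESeq2. The rank correlation of log2 fold change with transcript length across genes was -0.577 on day 7, -0.396 on day 11 and 0.204 on day 16 of the two-bottle test in mast-cell-deficient mice.

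**Figure D4:**
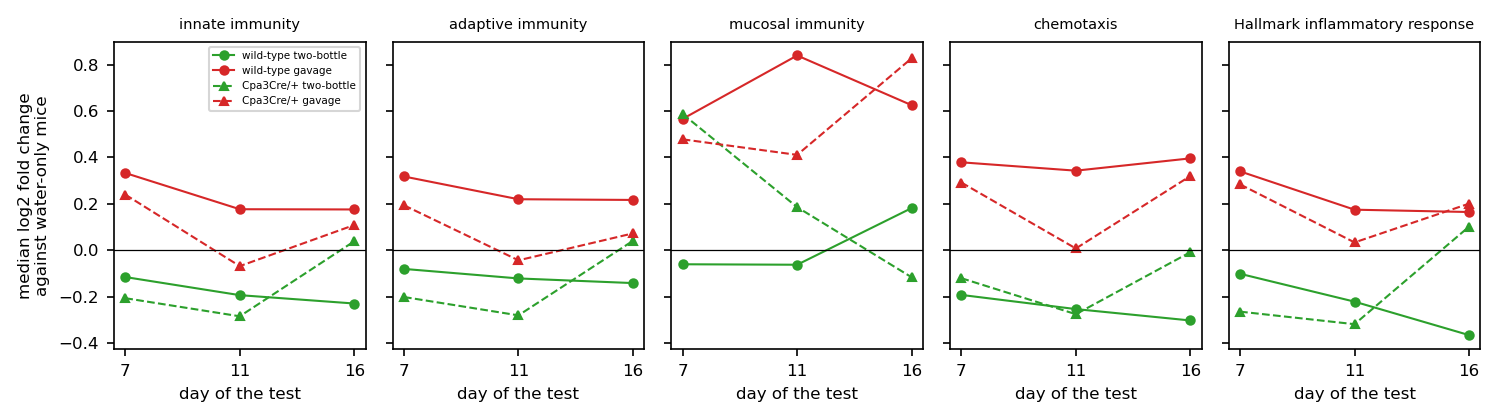
Median log2 fold change against water-only mice of the same genotype, by day of the test, for the 4 immune gene lists of the study and the Hallmark inflammatory response genes. Red stands for gavage, green for the two-bottle test, circles for wild-type and triangles for mast-cell-deficient mice; for innate immunity on day 7 the wild-type gavage median is 0.33 and the mast-cell-deficient two-bottle median -0.21.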

In the stomachs of mast-cell-deficient mice, enhanced immune gene expression was only detected on days 11 and 16 (Extended Data Fig. 6b). 

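On day 7 of the two-bottle test, the genes that mast-cell-deficient mice had at higher small intestine levels than their water-only mice included 3 goblet cell genes. Of 12 goblet cell genes, 3 rose and 0 fell (5 and 0 adjusted over the list alone; estimated-correlation adjusted p = 0.888): the antiparasitic Retnlb (log2 fold change 5.03, standard error 1.43, adjusted p = 0.0427), the trefoil peptide Tff3 (1.33, adjusted p = 0.0436) and the bacteria-binding Zg16 (1.25, adjusted p = 0.0485). Of 18 serotonin and enteroendocrine genes, the gut hormones Cck (1.36) and Gip (1.43) rose (2 higher and 0 lower adjusted over the list alone; estimated-correlation adjusted p = 0.888). Of 9 Paneth cell genes 1 rose, Mptx2 (2.21; 1 adjusted over the list alone; estimated-correlation adjusted p = 0.888). Of 20 immediate early genes, 3 fell, Egr1 (-4.43, adjusted p = 0.0415), Egr2 (-3.98) and Egr3 (-4.03) (4 adjusted over the list alone; estimated-correlation adjusted p = 0.888). Without mast-cell-deficient water-only replicate 2, whose Pnlip stood at 31.8 CPM, their log2 fold changes were 0.45, 0.95 and 0.43. Among genes with no overlap between the 2 groups and a mean of at least 1 CPM, predicted genes and pseudogenes left out, the largest rises included the mitochondrial transfer RNA mt-Tp (3.43), the haemoglobin gene Hba-a2 (2.82) and the antimicrobial Leap2 (2.77), and the largest falls Mroh6 (-4.02) and Mid1 (-3.21). Haemoglobin genes together made 210, 806 and 641 CPM in the 3 mice and 97.1 to 127 CPM in the 3 water-only mice. In all, 1341 genes changed, 823 higher and 518 lower. The higher genes had a median transcript length of 1268 nucleotides and the lower genes of 4938. The count was 0, 0 and 0 without mast-cell-deficient water-only replicates 1, 2 and 3 and 2662, 704 and 0 without mast-cell-deficient two-bottle day 7 replicates 1, 2 and 3. It was 0 with no low-count filter, 0 after the trend on transcript length was removed and 0 without the 3 libraries that held pancreas or stomach transcripts. It was 2402 without the 4 libraries whose sex transcripts did not match, 3 with only the compared groups in edgeR's model and 2594 with DESeq2, and no gene passed where it was 0. Zg16, Gip, Egr1, Egr2, Hba-a2 and Mid1 lost their calls without mast-cell-deficient two-bottle day 7 replicate 2 (adjusted p = 0.0567 to 0.0677). Retnlb and Mptx2 lost their calls without mast-cell-deficient two-bottle day 7 replicate 1 (adjusted p = 0.302 to 0.348). Egr3 lost its call without 6 of 6 libraries in turn (highest adjusted p = 0.876).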

The intestines of mast-cell-deficient mice showed elevated immune gene expression only on day 7 (Extended Data Fig. 6c). Hence, the immunological and inflammatory response that is prevented by mast-cell-mediated antigen-avoidance behaviour is largely but not exclusively driven by mast cells.

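Under gavage, mast-cell-deficient mice had higher levels than their water-only mice of T cell genes on day 11, when 6 of 16 rose (6 adjusted over the list alone; estimated-correlation adjusted p = 0.366). Among them were the cytotoxic granzymes Gzma (log2 fold change 2.72, adjusted p = 0.0281) and Gzmb (2.18, adjusted p = 0.0319). Of 11 type 2 cytokines and receptors, 2 rose on that day, Il10 (3.63) and Il4 (2.61) (5 adjusted over the list alone; estimated-correlation adjusted p = 0.366). Of 18 absorptive enterocyte genes 10 rose, with the peptide transporter Slc15a1 at 2.26 and the fatty acid-binding Fabp2 at 2.04 (15 adjusted over the list alone; estimated-correlation adjusted p = 0.366). In the same mice 9 of 14 proliferation genes fell, such as the topoisomerase Top2a (-1.16) (12 adjusted over the list alone; estimated-correlation adjusted p = 0.366). In these 3 libraries, replicate 3 had a mean score of 2.925 for B cell and germinal centre genes, where the others had -0.152 and -0.425. Replicate 1 stood below all other mast-cell-deficient gavage libraries in smooth muscle genes (-2.189) and enteric neuron and glia genes (-1.446). None of the 18 mast cell genes was called on day 7, 11 or 16 (0, 0 and 0 higher adjusted over the list alone; estimated-correlation adjusted p = 0.884, 0.992 and 0.84). The water-only mice of this comparison include replicate 1, with 171 CPM of Mcpt1, 14.4 CPM of Cpa3 and a mean mast cell score of 1.355. Replicates 2 and 3 scored -0.609 and -0.219, so a rise under gavage can be hidden by this 1 library. The Hallmark inflammatory genes had medians of 0.28, 0.03 and 0.20 on days 7, 11 and 16, with 0, 18 and 0 of 185 higher (1, 25 and 24 adjusted over the list alone; estimated-correlation adjusted p = 0.156, 0.697 and 0.53). With the preset correlation, this set passed on days 7 and 16 and not on day 11. EdgeR called 0 genes on day 7 (1357 at an unadjusted p under 0.05, and 2 by DESeq2), 1734 on day 11 (1029 higher, 705 lower) and 14 on day 16 (12 higher, 2 lower). Where the difference between gavage and the two-bottle test was itself compared between genotypes over the 3 days, it was smaller in mast-cell-deficient mice for Hdc (-3.42, standard error 0.47, adjusted p = 0.000605), whose call held with each library left out in turn and was lost without the 4 libraries whose sex transcripts did not match (adjusted p = 0.0947). In all 26 genes had a smaller and 2 a larger difference, 4 of 18 mast cell genes (Hdc, Cma1, Slc18a2 and Gata2) among the former (14 adjusted over the list alone; estimated-correlation adjusted p = 0.161). So were 6 of 489 innate immunity genes of the study's own list, which is not independent evidence (34 adjusted over the list alone; estimated-correlation adjusted p = 0.814). The day 11 count was 0, 1 and 0 without mast-cell-deficient gavage day 11 replicates 1, 2 and 3 and 0 and 0 without mast-cell-deficient water-only replicates 1 and 3, 2695 with DESeq2 and 4055 with only the compared groups in edgeR's model, at a rank correlation with transcript length across genes of -0.36. The day 16 count was 114 and 5 without mast-cell-deficient gavage day 16 replicates 2 and 3 and 9 and 2 without mast-cell-deficient water-only replicates 1 and 3, 1619 with DESeq2 and 0 with only the compared groups. It was 1276 without the 4 libraries whose sex transcripts did not match, 9 without the 3 libraries that held pancreas or stomach transcripts and 23 with a term for the sex label. The call of every gene named here for day 11 ended where the count fell to 0 or 1. The count of 28 was 0 without the 4 libraries whose sex transcripts did not match, 306 with DESeq2 and 128 with only the compared groups, 191 with the library series as a block, 79 with a term for the sex label, 78 after the trend on transcript length was removed and 47 without those 3 libraries. It was 13 and 11 without mast-cell-deficient gavage day 11 replicates 2 and 3, 1596 and 9 without mast-cell-deficient gavage day 16 replicates 1 and 2, 12 and 10 without mast-cell-deficient two-bottle day 11 replicates 2 and 3, 10 and 10 without mast-cell-deficient two-bottle day 16 replicates 1 and 2, 14 without mast-cell-deficient two-bottle day 7 replicate 3. It was 162 and 5 without wild-type gavage day 11 replicates 1 and 2, 250 and 4 without wild-type gavage day 16 replicates 1 and 2, 11, 65 and 10 without wild-type gavage day 7 replicates 1, 2 and 3, 6 and 7 without wild-type two-bottle day 11 replicates 1 and 2, 3 without wild-type two-bottle day 16 replicate 1 and 10, 16 and 9 without wild-type two-bottle day 7 replicates 1, 2 and 3. From the reduced but present response without mast cells, the paper concludes that the response prevented by avoidance is driven largely, though not exclusively, by mast cells.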

## Mast cell sensing of ingested antigens

To identify OVA-responsive mast cells along the route from the oral cavity to the gastrointestinal tract, we immunized *Nr4a1*-green fluorescent protein (*Nr4a1-GFP*) reporter mice. This enabled in vivo tracing of mast cells activated through FcεRI^15^ (Fig. 4a). Three hours after OVA-immunized *Nr4a1*-*GFP* mice had drunk 25% OVA water, we isolated cell suspensions and analysed mast cells by flow cytometry for activation. Mast cells from the oral cavity (gingiva and tongue) remained GFP-negative, whereas stomach and small-intestinal mast cells showed pronounced signalling reporter expression (Fig. 4b and Extended Data Fig. 7a). We also analysed the oesophagus and colon but detected no mast cells (oesophagus) or only minute numbers (colon), precluding further analysis (not shown). In a direct demonstration of their antigen reactivity, freshly isolated stomach mast cells from immunized but not control mice (BALB/c) showed specific increases in intracellular Ca^2+^ in response to OVA stimulation in vitro (Extended Data Fig. 7b,c). Collectively, these results show that oral antigen exposure rapidly activates tissue-resident stomach and small-intestinal mast cells.

**Fig. 4:**
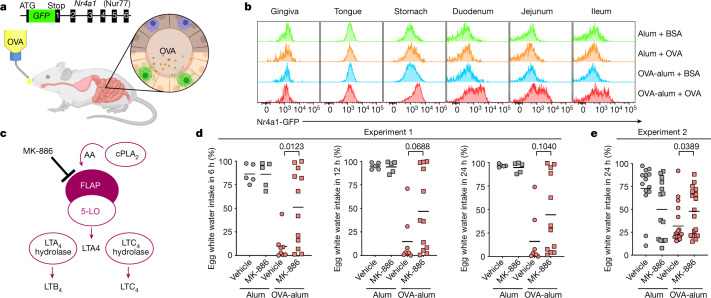
In situ tracing of mast cell activation and role of FLAP in antigen avoidance. **a**, Model for detection of FcεRI-activated mast cells using the *Nr4a1-GFP* reporter allele. In vivo OVA-responsive mast cells expressed GFP. **b**, (BALB/c x C57BL/6)F1 *Nr4a1-GFP* mice immunized with OVA-alum or alum only were given drinking water with OVA or BSA (Methods). Representative histograms (for data shown in Extended Data Fig. 7a) of GFP expression in tissue mast cells isolated ex vivo after drinking OVA- or BSA-containing water for 3 h. **c**, Model displaying the generation of leukotrienes and FLAP inhibition by MK-886. **d**,**e**, BALB/c wild-type mice were immunized with OVA-alum (as in Fig. 1a), and, 1 h before the IntelliCage (**d**), or two-bottle (**e**) test, mice were treated with PBS or MK-886 (Methods). Preference is displayed as the fraction of egg white water intake over total water intake for 6, 12 or 24 h. Bars represent mean values, and each dot corresponds to a single mouse. Alum vehicle (*n* = 5 mice), alum MK-886 (*n* = 5), OVA-alum vehicle (*n* = 8), OVA-alum MK-886 (*n* = 12) (**d**), alum vehicle (*n* = 14), alum MK-886 (*n* = 14), OVA-alum vehicle (*n* = 19), OVA-alum MK-886 (*n* = 19) (**e**). Statistical analysis was performed by two-sided Student’s *t* tests in **d** and **e**. Exact *P* values are shown. AA, arachidonic acid. Figure 4a created with BioRender.com. Source data

## Role of leukotrienes in antigen-avoidance behaviour

After mucosal antigen contact, mast cells become activated to release de novo synthesized lipid mediators and preformed mediators including biogenic amines, proteoglycans and proteases from their granules^16^. Lipid mediators, such as leukotrienes and prostaglandins, can activate sensory neurons^17^.

Leukotrienes are generated from phospholipids by cytosolic phospholipase A2 and 5-lipoxygenase (5-LO); the latter requires the 5-LO-activating protein (FLAP), which is thus essential for the generation of leukotrienes^18^ (Fig. 4c). We sought to specifically test the contribution of leukotrienes to OVA avoidance by pharmacological inhibition of FLAP. To this end, BALB/c wild-type mice were alum or OVA-alum immunized and treated, 1 h before the avoidance tests, with FLAP inhibitor MK-886 (ref. ^19^). FLAP inhibition reduced avoidance over the course of 24 h, with *P* values reaching significance at 6 h (Fig. 4d, Experiment 1) or 24 h (Fig. 4e, Experiment 2) compared with vehicle-treated controls. This inhibitor effect was seen in around half of the mice. These data indicate that leukotrienes may be involved at least in initial antigen-avoidance behaviour.

Next, we tested the roles in antigen avoidance of preformed mast cell mediators, including carboxypeptidase A3 (Cpa3) using *Cpa3*^*Y356L,E378A*^ mutant mice (Extended Data Fig. 8a), mast cell protease 5 (Mcpt5) using *Cpa3*^−/−^ (double deficient for Cpa3 and Mcpt5) mice (Extended Data Fig. 8b), mast cell tryptase (Mcpt6) using *Mcpt6*^−/−^ mice (Extended Data Fig. 8c) and histamine using histidine decarboxylase (Hdc) *Hdc*^−/−^ mice (Extended Data Fig. 8d). Immunized mice of these strains developed OVA avoidance to the same extent as wild-type mice (Extended Data Fig. 8a–d), excluding functions for Cpa3, Mcpt5, Mcpt6 and histamine in OVA-avoidance behaviour.

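Tph1 (tryptophan hydroxylase; ENSMUSG00000040046, chromosome 7 of GRCm38 from 46644641 to 46672537) was higher under gavage in the small intestine of wild-type mice than in water-only mice on day 7 (log2 fold change 3.12, standard error 0.48, adjusted p = 0.000517), on day 11 (2.88, adjusted p = 0.00563) and on day 16 (2.76, adjusted p = 0.0102). Its level was 50.5 ± 8.71 (SD, n = 7) CPM in wild-type mice under gavage over the 3 days, 11.9 ± 4.44 (SD, n = 7) in the two-bottle test and 5.26 ± 1.9 (SD, n = 6) without challenge. In mast-cell-deficient mice it was 9.44 ± 2.86 (SD, n = 9) CPM under gavage, 5.71 ± 2.85 (SD, n = 8) in the two-bottle test and 7.7 ± 3.71 (SD, n = 6) without challenge. Gavage stood above the two-bottle test by 2.09 (standard error 0.31, adjusted p = 3.29e-05) in wild-type mice over the 3 days, and mast-cell-deficient mice under gavage stood at -2.40 (adjusted p = 1.37e-06) against wild-type mice under gavage. In the two-bottle test on day 7 the log2 fold change against water-only mice was 1.07 (adjusted p = 0.849) in wild-type mice. Tph1 lost its call on day 11 without wild-type gavage day 11 replicate 2 and wild-type water-only replicate 1, each in turn (adjusted p = 0.0849 and 0.0527). Tph1 lost its call on day 16 without wild-type gavage day 16 replicate 2, wild-type water-only replicate 1 and wild-type water-only replicate 3, each in turn (adjusted p = 0.0546, 0.0821 and 0.0505). Tph1 lost its call on day 11 without the 4 libraries whose sex transcripts did not match (adjusted p = 0.129). Tph1 is made by mast cells and by enterochromaffin cells, and counts from whole tissue do not tell these sources apart.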

One of the avoidance signature genes enriched in mice force fed with antigens is *Tph1* (Fig. 3b,d,e), the enzyme for serotonin (5-hydroxytryptamine; 5-HT) synthesis. A large fraction of stomach mast cells harboured 5-HT (Extended Data Fig. 8e,f). Mast-cell-derived 5-HT may signal through its ionotropic serotonin 3 receptor (5-hydroxytryptamine receptor 3; 5-HTR3), a key regulator of visceral malaise, nausea and emesis^20^. We tested the role of 5-HTR3 in antigen avoidance by treatment of mice with the specific inhibitor palonosetron^21^. Palonosetron did not significantly decrease antigen-avoidance behaviour (Extended Data Fig. 8g). In summary, of all the preformed or newly generated mast cell mediators that we tested, only leukotriene synthesis blockade inhibited antigen-avoidance behaviour.

## Interrogation of neural pathways

The fast avoidance reaction of some immunized mice (29% of wild-type mice within the first day and some even immediately after their first licks) (Extended Data Fig. 9a,b) could be due to rapidly acting humoral factors in the blood circulation or direct signalling from mast cells to neurons. The small-intestinal epithelium is innervated by intrinsic primary afferent neurons residing in submucosal and myenteric plexi of the enteric nervous system or by extrinsic neurons located in the dorsal root ganglia and vagal ganglia^22^ (Extended Data Fig. 10a). We investigated possible mast cell signalling to intrinsic neurons by ex vivo calcium imaging of intestine segments from immunized mice expressing a genetically encoded calcium sensor in submucosal plexus (Extended Data Fig. 10b,c) and myenteric plexus (Extended Data Fig. 10d–f) neurons. Avoidance signalling through extrinsic vagal neurons was assessed by subdiaphragmatic vagotomy of immunized mice (Extended Data Fig. 10g,h). In addition, we tested the effect of resiniferatoxin (RTX)-mediated depletion of extrinsic Trpv1-expressing vagal and dorsal root ganglion sensory neurons on antigen avoidance (Extended Data Fig. 10i,j). None of these experiments revealed evidence for a neuronal route transmitting the avoidance signal (Extended Data Fig. 10b–j). As Trpv1-expressing (RTX-sensitive) neurons represent only a subset of all dorsal root ganglion neurons^23^, a function for RTX-insensitive dorsal root ganglion neurons cannot be ruled out.

## Discussion

We show here that type 2 immunized animals sense antigens rapidly by mast cells lining the stomach and small intestines. Antigen-avoidance behaviour was found to be dependent on mast cells and IgE and was amplified by Th2 cytokines. Comparison of voluntary with no antigen uptake demonstrated a threshold for antigen consumption, resulting in apparently ‘acceptable’ low-level immune activation in the gastrointestinal tract. Ingestion of antigen above this threshold, which would normally be prevented by avoidance behaviour, resulted in strong gene activation indicative of adaptive, innate and mucosal immunity, as well as chemotaxis. Such broad and sustained (for at least 16 days) elevation of expression of immune-related and inflammation-related gene programmes indicates a profound immune response to OVA, akin to food allergy. 

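Day by day against the two-bottle test, the rises of wild-type mice under gavage included the chemokine Ccl4 (log2 fold change 5.47, adjusted p = 0.0479), the nuclear receptor Nr4a3 (4.59, adjusted p = 0.0482), Hdc (4.27, adjusted p = 0.0113) and Adamts4 (3.95, adjusted p = 0.0359) on day 11, with 2 mice in each group. On day 16, also with 2 mice in each group, they included Cma1 (6.27, adjusted p = 0.0172), Hdc (3.94, adjusted p = 0.0101) and the glucocorticoid-induced Fkbp5 (3.72, adjusted p = 0.033). In all, edgeR called 17 genes on day 11 (1014 and 0 without wild-type gavage day 11 replicates 1 and 2 and 0 and 0 without wild-type two-bottle day 11 replicates 1 and 2). The count was 0 without the 4 libraries whose sex transcripts did not match. EdgeR called 15 on day 16 (26 and 0 without wild-type gavage day 16 replicates 1 and 2 and 0 and 0 without wild-type two-bottle day 16 replicates 1 and 2, and 0 without those 4). With only the compared groups in edgeR's model, the counts were 0 on day 11 and 157 on day 16. The day 11 count was 138 with the library series as a block and 8 with no low-count filter, and the day 16 count was 102 with a term for the sex label and 23 without the 3 libraries that held pancreas or stomach transcripts. DESeq2 called 132 genes on day 11 and 111 on day 16. All 4 haemoglobin genes, a list chosen after the data were seen, stood higher on day 11 adjusted over the list alone (median 2.61, 0 called over all genes; preset-correlation adjusted p = 0.000821, estimated-correlation adjusted p = 0.157). The rank correlation of log2 fold change with transcript length across genes was -0.451 on day 11 and -0.333 on day 16.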

The gastrointestinal epithelium forms an important barrier controlling nutrient uptake and preventing entry of microbes across the intestinal wall. 

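Mcpt1 (ENSMUSG00000022227, chromosome 14 of GRCm38 from 56017971 to 56020384) and Mcpt4 (ENSMUSG00000061068, chromosome 14 of GRCm38 from 56059629 to 56062313), proteases of mucosal and connective tissue mast cells, were higher under gavage in the small intestine of wild-type mice than in water-only mice. For Mcpt1 the log2 fold change was 5.40 (standard error 0.99, adjusted p = 0.00273) on day 7, 5.35 (adjusted p = 0.00884) on day 11 and 4.68 (adjusted p = 0.0317) on day 16. For Mcpt4 it was 4.64 (standard error 0.87, adjusted p = 0.00324), 4.43 (adjusted p = 0.0145) and 4.65 (adjusted p = 0.0166). The level of Mcpt1 was 1292 ± 474 (SD, n = 7) CPM under gavage, 255 ± 217 (SD, n = 7) in the two-bottle test and 35.3 ± 7.47 (SD, n = 6) without challenge in wild-type mice. The level of Mcpt4 was 43.3 ± 9.58 (SD, n = 7), 9.11 ± 7.66 (SD, n = 7) and 1.49 ± 0.52 (SD, n = 6) CPM in the same groups. In mast-cell-deficient mice under gavage, Mcpt1 stood at 81.4 ± 53 (SD, n = 9) CPM and Mcpt4 at 2.27 ± 1.61 (SD, n = 9) CPM. Mcpt1 and Mcpt4 lost their calls on day 11 without wild-type gavage day 11 replicate 2, wild-type water-only replicate 1 and wild-type water-only replicate 3, each in turn (adjusted p = 0.174 to 0.309, 0.0666 to 0.0879 and 0.0527 to 0.0627). Mcpt1 and Mcpt4 lost their calls on day 16 without wild-type water-only replicate 1, wild-type water-only replicate 2 and wild-type water-only replicate 3, each in turn (adjusted p = 0.107 to 0.165, 0.0541 to 0.0728 and 0.086 to 0.144). Mcpt1 lost its call on day 16 without wild-type gavage day 16 replicate 1 (adjusted p = 0.0851). Mcpt1 and Mcpt4 lost their calls on day 11 without the 4 libraries whose sex transcripts did not match (adjusted p = 0.235 and 0.282). Mcpt1 lost its call on day 16 without the 3 libraries that held pancreas or stomach transcripts (adjusted p = 0.0644).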

Activated mast cells may induce intestinal leakiness by secretion of proteases Mcpt1 (ref. ^24^) and Mcpt4 (ref. ^25^), and indeed the *Mcpt1* and *Mcpt4* genes were strongly upregulated under non-avoidance conditions (Fig. 3e). 

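Sprr2a3, a small proline-rich antimicrobial protein (ENSMUSG00000074445, chromosome 3 of GRCm38 from 92285417 to 92291405), was higher in the small intestine of wild-type mice under gavage than in water-only mice on day 7 (log2 fold change 5.70, standard error 1.12, adjusted p = 0.00466), with 4.93 (adjusted p = 0.0267) on day 11 and 3.97 (adjusted p = 0.104) on day 16. The bactericidal lectin Reg3g (ENSMUSG00000030017, chromosome 6 of GRCm38 from 78466269 to 78468872) had -0.10 (standard error 0.64, adjusted p = 0.958) on day 7, 1.02 (adjusted p = 0.355) on day 11 and 0.25 (adjusted p = 0.885) on day 16. Its level was 195 ± 91.7 (SD, n = 7) CPM under gavage over the 3 days and 191 ± 133 (SD, n = 7) in the two-bottle test. The paper's signature draws on stomach and small intestine, so these values do not speak to Reg3g in the stomach. Has1, a hyaluronan synthase, had a log2 fold change on day 7 of 3.61 (adjusted p = 0.0218), the aggrecan-cutting protease Adamts4 of 3.33 (adjusted p = 0.00195) and the endothelial gene Apold1 of 2.79 (adjusted p = 0.00654). Against the two-bottle test over the 3 days, Has1 had 3.68 (adjusted p = 0.000329), Adamts4 3.73 (adjusted p = 6.26e-07), Apold1 3.24 (adjusted p = 4.21e-06) and Sprr2a3 1.85 (adjusted p = 0.0481). No gene symbol in the count table is Itnr, and Itln1, which Fig. 3e marks, was not called by edgeR on day 7. Sprr2a3 lost its call on day 11 without wild-type gavage day 11 replicate 2, wild-type water-only replicate 1, wild-type water-only replicate 2 and wild-type water-only replicate 3, each in turn (adjusted p = 0.414, 0.125, 0.072 and 0.0935). Has1 and Apold1 lost their calls on day 7 without wild-type water-only replicate 1 and wild-type water-only replicate 3, each in turn (adjusted p = 0.0592 to 0.133 and 0.0623 to 0.112). Has1 lost its call on day 7 without wild-type gavage day 7 replicate 1 (adjusted p = 0.107). Sprr2a3 lost its call against the two-bottle test without 12 of 14 libraries in turn (highest adjusted p = 0.159). Sprr2a3 lost its call on day 11 without the 4 libraries whose sex transcripts did not match (adjusted p = 0.471). Has1 and Sprr2a3 lost their calls against the two-bottle test without the 4 libraries whose sex transcripts did not match (adjusted p = 0.106 and 0.347). Apold1 lost its call on day 7 with only the compared groups in the model (adjusted p = 0.118).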

The non-avoidance signature also contained genes associated with antimicrobial function, including *Sprr2a3*, *Itnr* and *Reg3g*, and tissue remodelling, including *Has1*, *Adamts4* and *Apold1*, which may indicate impaired barrier function. Hence, avoidance behaviour prevents antigen-driven immune activation, ensures barrier integrity and protects against allergic pathology^13,26,27^. 

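Under gavage, mast-cell-deficient mice had lower small intestine levels than wild-type mice of mast cell genes over the 3 days: 16 of 18 fell and none rose (16 lower adjusted over the list alone; estimated-correlation adjusted p = 8.85e-07). Mcpt9 stood at a log2 fold change of -4.96 (standard error 0.57, adjusted p = 1.2e-06), Cpa3 at -4.84 (adjusted p = 6.94e-06), Tpsb2 at -4.68 and Fcer1a at -4.63. Of 19 tissue remodelling genes, 6 fell (10 adjusted over the list alone; estimated-correlation adjusted p = 0.0979). The cytokine Il6 fell by 2.89 on the log2 scale (adjusted p = 0.00158) and Alox5 by 1.27. Among the lists the study chose on these libraries, which are not independent evidence, 29 of 489 genes of innate immunity fell and 1 rose (48 and 6 adjusted over the list alone; estimated-correlation adjusted p = 0.506). Of 273 of adaptive immunity, 11 fell (22 adjusted over the list alone; estimated-correlation adjusted p = 0.524). Of 93 of mucosal immunity, 2 fell (5 adjusted over the list alone; estimated-correlation adjusted p = 0.773). Of 267 of chemotaxis, 8 fell (19 adjusted over the list alone; estimated-correlation adjusted p = 0.506). Of 185 Hallmark inflammatory genes, 11 fell and 2 rose (28 and 5 adjusted over the list alone; estimated-correlation adjusted p = 0.604). In all, 140 genes were lower and 18 higher than in wild-type mice under gavage, and 21 fell by more than 8-fold. The count of 158 was 92 without wild-type gavage day 11 replicate 2, 89 without wild-type gavage day 16 replicate 2 and 238 without wild-type gavage day 7 replicate 2. It was 48 without the 4 libraries whose sex transcripts did not match and 76 with only the compared groups in the model. Il6 lost its call without the 4 libraries whose sex transcripts did not match (adjusted p = 0.0575).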

The extent of immune gene induction was lower in non-avoiding mast-cell-deficient mice compared with force-fed wild-type mice, indicating that immune activation may be largely but not completely mast cell dependent.

The conservation of mast cells and IgE over millions of years in mammalian species strongly implies that these immune components provided a robust evolutionary advantage. Experimentally, when anaphylaxis was discovered in 1901 by Richet and Portier^28^, it was interpreted as a fatal, ‘non-protecting’ response against the toxin with which dogs were repeatedly inoculated. The immunological ‘purpose’ of allergic responses has been a matter of long-lasting debate^1,2,8^. Whereas mast cells and IgE contribute to allergic pathology, there are few examples for protective Th2 responses through mast cells^29^ and IgE^29,30^. Beneficial functions of mast cells and IgE are commonly invoked in parasite immunity^31^. However, parasite infections may be unperturbed^32^ or only delayed in the absence of mast cells^33^, and functions of mast cells and IgE can be redundant with those of other cells (for instance, eosinophils^34^) or antibody isotypes^35,36^. Given the complexities in understanding the actual roles of mast cells in immunological protection, the role for mast cells observed here in antigen-avoidance behaviour is intriguing. The non-redundant function of mast cells in the avoidance reaction may represent an evolutionary advantage of preventing recurrent immune responses to non-infectious antigens (allergens) and intoxications. Although allergens are frequently innocuous, non-toxic substances^2^ (see, for example, the long list of occupational allergens^37^) and remain non-immunogenic in the presence of intact barriers, they can elicit type 2 responses in the context of barrier defects in gut, lung or skin. Irritants such as detergents or solvents can damage the integrity of inner and outer surfaces^38^, and antigen-specific IgE production can be enhanced in the wake of barrier defects^39^. Whether a substance is both barrier damaging and immunogenic, for instance, papain^40^ or Derp1 (ref. ^41^), or whether a physical or chemical insult or an infection^26^ damages barriers and opens the door to immunity against innocuous substances is irrelevant to the outcome: type 2 immunity, IgE production and loading of mast cells with antigen-specific IgE (Fig. 5). For both toxins and innocuous substances, avoidance prevents repeated contact, which, as we show here for a protein antigen, results in local and systemic immune activation and inflammation.

**Fig. 5:**
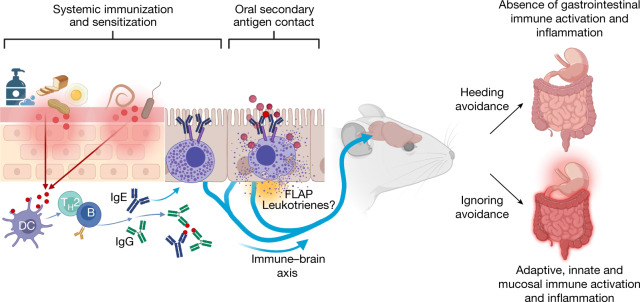
Mast cells and IgE promote immunity of avoidance. Model of mast-cell-mediated avoidance behaviour in the framework of type 2 immunity. Barrier damage facilitates entry of antigens (for instance, occupational and innocuous proteins such as those from flour, eggs or peanuts, as well as from pathogens), leading to a type 2 immune response. Adaptive immunity generates specific IgG and IgE antibodies towards antigen neutralization. Antigen-specific IgE binds to mast cells, which, on reencounter with antigens, signal avoidance behaviour. Inhibition of FLAP-dependent leukotrienes impairs avoidance, indicating that this mediator may contribute to the immune–brain axis. Mice avoiding antigen (heeding avoidance) are largely protected from developing gastrointestinal immune activation and inflammation, which occur when avoidance is ignored. Immunity of avoidance is dependent on the presence of mast cells and IgE (not shown). B, B cell; DC, dendritic cell. Created with BioRender.com.

Owing to their location in barrier tissues and their close proximity to sensory neurons^42^, mast cells are poised to sense protein antigens and signal their presence to the central nervous system. The compounds secreted by activated mast cells include leukotrienes^16^. Leukotrienes can activate sensory neurons, as has been shown for LTC4, which activates spinal neuron pathways through CysLT_2_R to induce itch^17^. It is thus conceivable that leukotrienes released from mast cells following antigen sensing signal avoidance within the first 24 h via dorsal root ganglion and spinal neuron pathways. Our analysis of antigen consumption kinetics in the IntelliCage shows that avoidance frequently develops on first oral antigen contact. A function for leukotrienes at this stage would be consistent with our experiments using an inhibitor of leukotriene production^43^ (Fig. 4).

Aversive signals are processed in the brain by the parabrachial nucleus (PBN), which receives input from the spinal cord and brain stem^44^. Activation of neurons in the PBN is sufficient to drive conditioned taste avoidance after experimentally pairing a novel food (for instance, a sweetened solution) with injection of malaise-inducing cisplatin^45^. In this setting, cisplatin injection causes systemic release of growth and differentiation factor 15 (GDF-15) into the circulation^45^, which signals avoidance of the paired food to the PBN through GFRAL-positive brain stem neurons^45–47^. Florsheim et al. propose that GDF-15 is induced downstream of mast cells and leukotrienes to promote antigen avoidance^43^. GDF-15 blockade effectively reduced avoidance during the second but not the first drink test. In this phase, systemic release of GDF-15 and signalling through brain stem neurons may sustain avoidance.

The sensing of environmental antigens by mast cells extends immunity beyond the neutralization and destruction of pathogens to the prevention of inflammatory disease by antigen avoidance. Despite their bone marrow origin, mast cells are only distantly related to other immune lineages^48,49^; it is thus not surprising that they have separate, unique functional properties. The present work identifies them as sensor cells linking antigen recognition elicited by type 2 immune responses to behaviour. In this manner, at long last^50^, mast cells emerge with an important and non-redundant new function.

## Methods

### Mice

BALB/c *Cpa3*^*Cre/+*^ (ref. ^9^), C57BL/6 *Cpa3*^*Cre/+*^ (ref. ^9^), BALB/c *Mcpt8*-*Cre*^51^, BALB/c *Cpa3*^*−/−*^ (ref. ^52^), BALB/c *Cpa3*^*Y356L,E378A*^ (ref. ^53^), BALB/c *Hdc*^*−/−*^ (ref. ^54^), BALB/c *Mcpt6*^*−/−*^ (ref. ^55^) and *Nr4a1*-*GFP*^56^ mice on C57BL/6 or (BALB/c × C57BL/6)F1 background were maintained in the mouse breeding facilities of the DKFZ Heidelberg. BALB/c *Igh-7*^*−/−*^ (ref. ^11^) mice were bred at Imperial College London and used at the Interdisciplinary Neurobehavioral Core, Heidelberg University, for experiments. BALB/c wild-type mice and C57BL/6 Wnt1|GCaMP3 (*Wnt1-Cre;R26R-GCaMP3*)^57,58^ mice were maintained in the mouse breeding facilities of the KU Leuven. Mice were housed with a 12-h day–night cycle in a controlled environment at 20–24 °C and 45–65% humidity. All behavioural tests were performed on adult (>7 weeks old) female and male mice. Controls for *Cpa3*^*Cre/+*^, *Mcpt8*-*Cre, Cpa3*^*Y356L,E378A*^, *Cpa3*^*−/−*^ and *Mcpt6*^*−/−*^ mice were gender-matched and age-matched wild-type littermates. Controls for *Igh-7*^*−/−*^ and *Hdc*^*−/−*^ mice were gender-matched and age-matched wild-type mice housed in the same animal room. All animal experiments were performed in accordance with institutional and governmental regulations. Experiments in Heidelberg were approved by the Regierungspräsidium Karlsruhe, Germany. Experiments in Leuven were approved by the Animal Care and Animal Experiments Committee of the KU Leuven, Leuven, Belgium.

### Immunizations

Mice were actively immunized by intraperitoneal injection with 25 μg OVA (Sigma-Aldrich) complexed with 2 mg Al(OH)_3_ (alum) (InvivoGen) on days 0 and 14, and avoidance tests started on day 20. For Th2 cytokine treatment, mice were injected intraperitoneally with a cocktail composed of 2 μg IL-3 (Peprotech), 12 μg anti-mouse IL-3 (MP2-8F8, BioLegend), 2 μg IL-4 (Peprotech), 12 μg anti-mouse IL-4 (11B11, BioLegend) and 0.4 μg IL-9 (Peprotech) on days 2 and 16. Mixing IL-3 with the anti-IL-3 antibody MP2-8F8 and IL-4 with the anti-IL-4 antibody 11B11 generates cytokine–antibody complexes that show increased activity in vivo^59^, which we exploited here to increase the magnitude and duration of cytokine effects in vivo. No such effects have been described for IL-9; hence no anti-IL-9 antibody was used. For passive sensitization, mice were injected intraperitoneally on day 0 and intravenously on day 9 with 10 μg anti-OVA IgE monoclonal antibody (E-C1, Chondrex), and intragastric challenge (anaphylaxis) or avoidance test started on day 10.

### IntelliCage

Keeping mice in IntelliCages prevents stress induced by handling and thus enables observation of natural behaviour^60^. For systemic immunization, mice received two injections of OVA-alum on days 0 and 14 as described above. On day 17, mice received a subcutaneous implant of a unique radio-frequency identification (RFID) transponder into the nape under isoflurane anaesthesia and were placed in an IntelliCage apparatus (TSE Systems) in groups of 13–16 animals. Mice were kept on a 12-h light–dark cycle with ad libidum access to chow and water. After acclimatization (1–3 days), the water in four of eight bottles was exchanged for 20% (v/v) egg white water containing either 0.25% (w/v), 1% (w/v) (C57BL/6) or 8% (w/v) (BALB/c) sucrose. Drinking behaviour was analysed for up to 14 days. Data were collected using the IntelliCage Plus software (NewBehavior AG).

For passive sensitization, mice received two injections of monoclonal anti-OVA-IgE on days 0 and 9 as described above. On day 11, mice received a subcutaneous implant of a unique RFID transponder into the nape under isoflurane anaesthesia and were placed in the IntelliCage apparatus. Mice were kept on a 12-h light–dark cycle with ad libidum access to chow and water. After acclimatization, the water in four of eight bottles was exchanged for 20% (v/v) egg white water containing 8% (w/v) sucrose. Drinking behaviour was analysed for up to 14 days. Data were collected using the IntelliCage Plus software (NewBehavior AG).

### Egg white preparation

Egg white (20% v/v) was prepared as follows: chicken egg white was separated from its yolk, diluted in water and strained through filter paper (grade 3 hw; 65 g m^−2^; Ahlstrom Munksjö). The 20% egg white solutions used for experiments contained on average 0.78 ± 0.17 endotoxin units per millilitre, which is substantially lower than that of standard mouse chow^61^.

### Two-bottle test

One week after the second immunization, BALB/c *Cpa3*^*+/+*^ and BALB/c *Cpa3*^*Cre/+*^ or knockout mice and their corresponding littermates were individually housed. Cages were equipped with two identical bottles, one containing water and the other containing 20% egg white water with 8% sucrose. According to the results of sodium dodecyl sulfate polyacrylamide gel electrophoresis, the 20% egg white water solution contained approximately 40 mg ml^−1^ OVA (not shown). Every 24 h, bottles were weighed, and the positions of the bottles were changed to control for a side preference in drinking behaviour. The avoidance tests were run for up to 7 days.

### Multiple OVA gavage treatments

Mice received 50 mg OVA by intragastric gavage every 2–3 days (for 7 days treatment, 4× gavage; for 11 days, 6× gavage; for 16 days, 8× gavage). Mice were inspected for diarrhoea 1 h after each gavage. By comparison to this OVA gavage, voluntary consumption by mast-cell-deficient BALB/c *Cpa3*^Cre/+^ mice in IntelliCage experiments (Fig. 1) was on average 586 mg OVA per day. Hence, the amount of antigen given by gavage was not higher than the amount of antigen consumed voluntarily by mast-cell-deficient mice.

### Pharmacological inhibition of FLAP and 5-HTR3

Mice were immunized with OVA-alum as described above. On day 20, mice were deprived of drinking water overnight. Palonosetron (Sigma-Aldrich) was injected intraperitoneally at a dose of 0.5 mg kg^−1^ 12 h before the avoidance test. MK-886 (Abcam) was administered by intragastric gavage at a dose of 10 mg kg^−1^ 1 h before the avoidance test. As repeated dosing with MK-886 can alter mouse behaviour^62^, we only gave the mice a single dose, followed by a 1-day observation. IntelliCage (MK-886) and two-bottle tests (MK-886; palonosetron) were run for 24 h.

### Analysis of mast cell activation in *Nr4a1-GFP* mice

Mice were immunized with OVA-alum as described above. On day 20, *Nr4a1-GFP* mice were housed individually. After a 12-h period of water deprivation, cages were equipped with a bottle containing 25% OVA (Sigma-Aldrich) in water. Control mice were given a bottle containing 25% bovine serum albumin (BSA, Roth) in water. After 3 h, the bottles were weighed to check for consumption from the bottles, and mice were euthanized for further analysis. Activation of purified mast cells was monitored by flow cytometry for GFP expression.

For analysis of anaphylaxis in *Nr4a1-GFP* mice, mice were immunized with OVA-alum as described above. On day 21, mice received intragastric gavage with 50 mg OVA (Sigma) or 50 mg BSA (Sigma), and their body temperature was monitored using a rectal thermometer. After 3 h, mice were euthanized for further analysis. Activation of purified mast cells was monitored as described above.

### Pharmacological ablation of Trpv1-positive sensory neurons

Mice were immunized with OVA-alum as described above. Between the OVA immunizations, starting on day 10, resiniferatoxin (Cayman Chemicals) was injected subcutaneously into the flank in three escalating doses (30, 70 and 100 μg kg^−1^) on consecutive days. Control mice were treated with vehicle (dimethyl sulfoxide in phosphate-buffered saline (PBS)). On day 20, Trpv1 denervation was confirmed by prolonged withdrawal latency of mice to noxious heat (52 °C) applied to the tail (tail flick test; data not shown). Beginning on the next day, OVA avoidance was analysed by the two-bottle test.

### Tissue digestion

Gingival single-cell suspensions were prepared as previously described^63^. In brief, the palate and mandible were isolated, and tissues were digested for 1 h at 37 °C in RPMI supplemented with 10% fetal calf serum (FCS; Sigma-Aldrich), 0.15 μg DNase I and 3.2 mg ml^−1^ collagenase IV (all enzymes from Sigma-Aldrich). Then, 0.5 M EDTA (Roth) was added during the last 5 min, and supernatant was filtered through a 70-μm cell strainer (ThermoFisher). Undigested gingiva tissue was peeled from the palate and mandible and mashed through the same filter to yield the gingiva cell suspension.

Tongue single-cell suspensions were prepared by finely mincing the tongue and digesting the tissue for three rounds of 15 min at 37 °C in RPMI supplemented with 0.1 mg ml^−1^ Liberase (Sigma-Aldrich) and 2.5 μg ml^−1^ DNase I (Sigma-Aldrich). After each round of digestion, the cell suspensions were filtered through a 70-μm cell strainer (ThermoFisher), and new enzyme solution was added to the tissue. All fractions were combined to yield the tongue single-cell suspension.

For isolation of stomach intraepithelial leucocytes, the stomach was cut open and food remnants were removed. Stomachs were incubated for 15 min at 37 °C in HBSS supplemented with 20 mM EDTA (Roth) to release epithelial layers from the connective tissue. The cell suspension was applied to a spin column (ThermoFisher) packed with 100-μm zirconia beads (Roth). After centrifugation, the flowthrough was collected, yielding an intraepithelial cell suspension containing mucosal stomach mast cells.

For preparation of small intestine cell suspensions, small intestines were cut open and food remnants were removed. Intestines were incubated for 15 min at 37 °C in HBSS supplemented with 2% FCS (Sigma-Aldrich), 5 mM EDTA (Roth), 1 mM DTT (Merck) and 10 mM HEPES (Life Technologies) to release epithelial layers from the connective tissue^27^. The cells in the soluble fraction (containing intraepithelial mast cells) were filtered through a 70-μm cell strainer (ThermoFisher). The remaining intestine tissue was washed in PBS and transferred into RPMI supplemented with 2% FCS (Sigma-Aldrich), 20 mM HEPES (Life Technologies), 0.2 mg ml^−1^ collagenase IV (Sigma-Aldrich), 0.5 mg ml^−1^ hyaluronidase I (Sigma-Aldrich) and 0.1 mg ml^−1^ DNase I (Sigma-Aldrich). Digestion was carried out for 30 min at 37 °C, and digested tissue was filtered through a 100-μm cell strainer (ThermoFisher), yielding the lamina propria fraction (containing lamina propria mast cells).

Blood was drawn by cardiac puncture, followed by red blood cell lysis according to the manufacturer’s protocol (RBC Lysis Buffer, BioLegend).

### Flow cytometry

Single-cell suspensions were centrifuged and incubated for 15 min with 200 μg ml^−^^1^ mouse IgG (Jackson ImmunoResearch Laboratories) to block Fcγ receptors. After washing with PBS supplemented with 5% FCS (Sigma-Aldrich), cells were stained with fluorochrome-coupled antibodies (see list in the Antibodies section) for 20 min on ice and protected from light. Cells were washed and incubated with 100 nM SytoxBlue (Life Technologies) for dead cell exclusion. For absolute quantitation of cells, a defined number of 123 count eBeads (Life Technologies) were added to the samples before analysis with a BD LSRFortessa (Becton Dickinson). Data were analysed using FlowJo software (Treestar), using the gating strategies shown in Supplementary Fig. 1. Mast cells in the tongue and gingiva were gated as live CD45^+^MHCII^−^CD11b^−^CD117^+^FcεRI^+^ cells. Stomach mast cells were gated as live CD45^+^CD117^+^FcεRI^+^/IgE^+^ cells. Intestinal mast cells were gated as live CD45^+^CD3^−^CD11b^−^CD19^−^Gr-1^−^Ter119^−^CD117^+^FcεRI^+^ cells. Neutrophils were gated as live CD45^+^CD11b^+^Siglec-F^−^ Gr-1^+^/Ly6G^+^ cells. Basophils were identified as live CD45^+^CD90.2^−^CD11c^−^Gr-1^−^Siglec-F^−^MHCII^−^B220^−^CD49b^+^IgE^+^ cells. For reagents, see list in the Antibodies section.

### Intracellular Ca^2+^ measurement of mast cells

For analysis of Ca^2+^ flux in stomach mast cells, stomach intraepithelial leucocytes were spun down and resuspended in calcium imaging buffer (125 mM NaCl, 3 mM KCl, 2.5 mM CaCl_2_, 0.6 mM MgCl_2_, 10 mM HEPES, 20 mM glucose, 1.2 mM NaHCO_3_ and 20 mM sucrose, brought to pH 7.4 with NaOH) supplemented with 0.1% BSA (Roth), 2.5 mM probenecid (Biotinum), 0.01% Pluronic-F127 (Sigma-Aldrich) and 200 μg ml^−^^1^ mouse IgG (Jackson ImmunoResearch Laboratories) to block Fcγ receptors. After washing with calcium imaging buffer, cells were stained with 4 μM Fluo-4 (Thermo Fisher Scientific) and CD45 BV421, CD117 PE and FcεRI APC antibodies for 30 min at room temperature in the dark. Cells were then washed with calcium imaging buffer supplemented with 0.1% BSA (Roth) and 100 nM SytoxBlue (Life Technologies). Cells were kept at 37 °C during measurements and analysed on a BD LSRFortessa (Becton Dickinson). After 30 s of baseline measurements, OVA (Sigma-Aldrich) was added to a final concentration of 1.25 mg ml^−^^1^, and Fluo-4 fluorescence was acquired for 90 s. As a positive control, ionomycin (Sigma-Aldrich) was added to a final concentration of 16.4 mmol ml^−^^1^ for the last 30 s of the measurement. Data were analysed using FlowJo software (BD Bioscience).

### Intracellular serotonin staining

Stomach intraepithelial leucocytes were prepared as described above. Cells were incubated with ZombieFITC (1:500, BioLegend) for dead/live discrimination and 10 μg ml^−^^1^ anti-CD16/32 antibodies (39, BioLegend) to block Fcγ receptors for 15 min at room temperature. After washing with PBS supplemented with 5% FCS (Sigma-Aldrich), cells were stained with CD45 BV785, CD117 APC and IgE BV421 (R35-72, BD Bioscience) for 20 min on ice and protected from light. After washing and centrifugation, cells were fixed and permeabilized using a FoxP3-intracellular staining kit (BioLegend) according to the manufacturer’s instructions. Cells were stained with 0.11 μg ml^−^^1^ anti-5-HT (5HT-H209, Dako) or isotype control antibodies for 30 min, washed in PBS and stained with anti-mouse-IgG1 (RMG1-1, BioLegend) antibodies for 30 min before analysis with a BD LSRFortessa (Becton Dickinson).

### Serological analysis

OVA-specific IgE and IgG1 were measured by enzyme-linked immunosorbent assay as previously described^64^. Anti-OVA IgG1 (L71, Biozol) and anti-OVA IgE (2C6, Invitrogen) were used as standards. Rat anti-mouse IgG1-HRP (1:2000, X56, BD Pharmingen) and rat anti-mouse IgE-HRP (1:2000, 23G3, SouthernBiotech) were used for detection. Serum samples were diluted 1:40000 (IgG1) and 1:10 (IgE). IL-4 and IL-6 were measured by LEGENDplex Mouse Th Cytokine (BioLegend) assay according to the manufacturer’s instructions.

### Ca^2+^ imaging of full-thickness small intestine preparations

For ex vivo Ca^2+^ imaging, the ileum of immunized adult Wnt1|GCaMP3 mice or immunized and AAV9-transduced (pENN.AAV.CamKII.GCaMP6f.WPRE.SV40, Addgene) *Cpa3*^*+/+*^ and *Cpa3*^*Cre/+*^ mice was isolated. Tissues were opened along the mesenteric border and pinned flat in a Sylgard-lined dish containing Krebs solution (120.9 mM NaCl, 5.9 mM KCl, 1.2 mM MgCl_2_, 1.2 mM NaH_2_PO_4_, 14.4 mM NaHCO_3_, 11.5 mM glucose and 2.5 mM CaCl_2_), bubbled with 95% O_2_/5% CO_2_ at room temperature. The luminal contents were cleared away with Krebs washes. Tissues were mounted over an inox ring and stabilized using a matched rubber O-ring^65^. Ring preparations were placed on a glass-bottomed dish and imaged using a ×20 objective on an inverted Zeiss Axiovert 200M microscope equipped with a monochromator (Poly V) and a cooled CCD camera (Imago QE) (TILL Photonics). Preparations were constantly superfused with carbogenated Krebs solution at room temperature using a local gravity-fed (±1 ml min^−1^) perfusion pipette. Krebs only, BSA (1% in Krebs) and OVA (1% in Krebs) were sequentially applied for 5 min each on to the mucosal surface using a perfusion pipette positioned above the imaged myenteric or submucosal plexus. Custom-written routines in Igor Pro (Wavemetrics)^66^ were used for analysis. Heatmaps display normalized fluorescence (*F*_i_/*F*_0_) traces, and each row shows the fluorescence signal of an individual neuron under the control Krebs condition, followed by BSA (1%) and OVA (1%) mucosal perfusion. The signal of each neuron was normalized to baseline fluorescence under the Krebs condition. Traces depicted in the heatmaps are sorted top-down by the maximum amplitude of the signals detected. For percentages of activated neurons, regions of interest were drawn over each GCaMP-expressing neuron to calculate the average Ca^2+^ signal intensity normalized to the baseline (displayed as *F*_i_/*F*_0_). Background subtraction was performed on some recordings where changes in background intensity were apparent. Neurons were considered to be active if at least one neuronal Ca^2+^ peak was detected during each 5 min recording period.

### Vagotomy

Vagotomy was performed as previously described^67^. In brief, both vagal trunks were transected below the diaphragm. To ensure transection of all small vagal branches, neural and connective tissue surrounding the oesophagus was removed. Pyloroplasty was performed to avoid gastric dilatation due to vagotomy. Control mice underwent a sham operation, in which vagal trunks were exposed but not cut and pyloroplasty was performed.

### RNA isolation from stomach and small intestine

Naive, immunized and challenged (days 5, 7 or 11 of the two-bottle test; or 4×, 6× or 8× OVA gavage) BALB/c *Cpa3*^*+/+*^ and *Cpa3*^*Cre/+*^ mice were euthanized by CO_2_ asphyxiation. Stomach and small intestine pieces (4 cm proximal to the duodenum) were cut open, and food remnants, fat and Peyer’s plaques were removed. Tissues were immediately frozen in liquid nitrogen and ground in a mortar with a pestle. RNA isolation was performed according to the instructions of the PureLink RNA Mini kit (Invitrogen). Total RNA quality was determined by the RNA integrity number provided by the BioAnalyzer system (RNA 6000 Pico Kit, Agilent). Isolated RNA was stored at −80 °C until use.

### RNA sequencing

Library preparation was performed with a TruSeq Stranded RNA Kit (Illumina) according to the manufacturer’s instructions. After library preparation, indexed samples were pooled and diluted to 2 nM with 2% PhiX spike in. The multiplexed library was then paired-end sequenced using NextSeq 1000/2000 P2 Reagents (200 Cycles) on the NextSeq 1000/2000 platform (conditions: Read1/Read2: 111 Cycles; Index1: 8 Cycles; Index2: 8 Cycles). Data were mapped using STAR aligner (v.2.5.2b)^68^, and reads were annotated using the FeatureCounts algorithm from the subread package (v.1.5.1)^69^. Both mapping and annotation were performed on Genome Reference Consortium Mouse Build 38 (GRCm38)^70^. Count data normalization and differential expression analysis were performed using DESeq2 (ref. ^71^), comparing immunized unchallenged mice with immunized mice of the same genotype challenged by either the two-bottle test or OVA gavage.

Principal component analysis was performed on read counts normalized by the variant stabilizing transformation included in the DESeq2 package, based on the top 500 most variable genes. For subsequent data analysis and visualization, shrinkage towards zero of log_2_ fold changes (lfcshrink) was computed using the apeglm implementation^72^. *P* values were adjusted using the Benjamini–Hochberg algorithm, and results were accepted as significant if adjusted *P* < 0.05.

Gene set enrichment analysis (GSEA) for each experimental group was performed on the complete dataset ranked with lfcshrink using ClusterProfiler^73^. All gene ontology (GO) terms related to ‘biological processes’ in the org.Mm.eg.db database^74^ were considered. Significantly (Benjamini–Hochberg adjusted *P* < 0.05) enriched GO terms were accepted for further processing. Based on the individual descriptions, enriched GO terms were manually annotated into four immune-related subgroups: innate immunity, adaptive immunity, mucosal immunity and chemotaxis (annotation of individual GO terms can be found in Supplementary Table 1). From subgrouped GO terms, core enrichment genes (genes that contribute most to the enrichment results for a GO term; GSEA documentation on the Broad website) were extracted and filtered (log_2_ fold change <−1 or log_2_ fold change >1.5 in at least one comparison). Fold changes of these genes were compared between experimental groups (Fig. 3a,c and Extended Data Fig. 7b,c).

Genes contained in the ‘hallmark inflammatory response’ gene set were retrieved from the Molecular Signatures Database (hallmark gene set collection: M5932, MSigDB)^14^, and their fold changes in wild-type mice under avoidance and non-avoidance conditions were compared.

In the volcano plots, horizontal lines indicate the significance threshold and vertical lines indicate the log_2_ fold change thresholds of −3 and 3, respectively. GSEA core enrichment genes are indicated in red, and manually curated mast-cell-related genes are depicted in blue (Fig. 3c–f). DEG with log_2_ fold change >3 in the stomach (Fig. 3c,d) and intestine (Fig. 3e,f) were filtered and displayed as a heatmap (Fig. 3g). In this heatmap, genes not significantly differentially expressed in other comparisons are depicted as white squares. Genes with significant (*P* < 0.05) changes in expression have coloured squares. The colour scale indicates log_2_ fold change.

### Analysis of anxiety-like behaviour in *Cpa3*^*Cre/+*^ mice

Anxiety-like behaviour was tested using an elevated plus maze, open field test and light–dark test. Mice are averse to brightly lit open areas. However, they have a natural drive to explore a perceived threatening stimulus. Low levels of anxiety lead to increased exploratory behaviour, whereas high levels of anxiety lead to less locomotion and more time spent in enclosed areas. Tests for anxiety-like behaviour were performed between 09:00 and 13:00. C57BL/6 *Cpa3*^*+/+*^ and *Cpa3*^*Cre/+*^ mice were brought into the behavioural room 30 min before behavioural testing began. All experimental setups were cleaned with soap and 70% ethanol at the end of the measurements.

The elevated plus maze consisted of an opaque-grey plastic apparatus with four arms (6 cm wide and 35 cm long), two open (illuminated with 100 lux) and two closed (20 lux), set in a cross from a neutral central intersection (6 × 6 cm) and elevated 70 cm above the floor. The mice were placed in the centre of the maze, and 5-min test sessions were digitally recorded and analysed with Sygnis Tracker software (Sygnis).

For the open field test, mice were placed in the centre of a bright open arena (40 cm wide, 40 cm long and 40 cm high; 290 lux), and their behaviour was monitored with a digital camera and ANY-maze video tracking system (Stoelting Co.) for 10 min.

The behavioural test box used for the light–dark test consisted of two compartments, a 29 × 21-cm (21 cm high; 300 lux illumination) lit compartment and a 15 × 21-cm (21 cm high; 10 lux illumination) dark compartment, connected by an opening at floor level allowing transition between the compartments. Mice were placed in the dark compartment, and their behaviour was monitored with a digital camera and Sygnis Tracker software for 10 min.

### Analysis of general behaviour of *Cpa3*^*Cre/+*^ mice

The LABORAS home cage observation system (Metris B.V.) consists of an adapted home cage placed on a carbon fibre platform that automatically detects behaviour-specific vibration patterns produced by the animal^75^. The LABORAS software (v.2.6.) processes the vibrations into various validated behaviours (climbing, grooming, locomotion immobility) and tracking information (distance travelled and speed). These behavioural parameters are automatically calculated as time duration or frequency counts. C57BL/6 *Cpa3*^*+/+*^ and *Cpa3*^*Cre/+*^ mice were individually placed in these calibrated cages under standard housing conditions with free access to food and water for a 24-h period. Mice were not habituated to the LABORAS cages before the experiments were started.

### Antibodies

The following antibodies were used in flow cytometry: B220 FITC 1:50 (BD Pharmingen, RA3-6B2), CD3 BV421 1:200 (17A2, BioLegend), CD3 FITC 1:50 (17A2, BD Pharmingen), CD3 PE-Cy-7 1:25 (145-2C11, BD Pharmingen), CD11b PerCP-Cy5.5 1:400 (M1/70, eBioscience), CD11b BV421 1:400 (M1/70, BioLegend), CD11b PE-Cy-7 1:400 (M1/70, eBioscience), CD11c BV421 1:100 (N418, BioLegend), CD16/32 unconjugated 10 μg ml^−1^ (93, BioLegend), CD19 BV421 (6D5, BioLegend), CD19 APC 1:400 (1D3, BD Pharmingen), CD45 BV421 1:400 (30-F11, BioLegend), CD45 BV785 1:400 (30-F11, BioLegend), CD49b APC 1:100 (DX5, BD Pharmingen), CD90.2 APC-Cy7 1:400 (30-H12, BioLegend), CD117 PE 1:800 (2B8, eBioscience), CD117 APC 1:800 (2B8, BD Pharmingen), CD117 BV711 1:800 (2B8, BioLegend), FcεRI APC 1:200 (MAR-1, eBioscience), Gr-1 BV421 1:800 (RB6-8C5, BioLegend), Gr-1 BV605 1:200 (RB6-8C5, BioLegend), IgE PE 1:100 (RME1, BioLegend), IgE BV786 1:100 (RME-1, BD Pharmingen), IgE BV421 1:100 (RME-1, BD Pharmingen), Ly6G PerCP-Cy5.5 1:100 (1A8, BD Pharmingen), MHCII A700 1:100 (M5/114.15.2, eBioscience), Siglec-F BV421 1:100 (E50-2440, BD Pharmingen), Siglec-F PE 1:100 (E50-2440, BD Pharmingen), Ter119 BV421 1:200 (Ter119, BioLegend), 5-HT unconjugated 0.11 μg ml^−1^ (5HT-H209, Dako) and mouse-IgG1 PE 1:100 (RMG1-1, BioLegend).

### Schematics

Schematics shown in Figs. 4a and 5 and Extended Data Fig. 1a,e,j were made in Adobe Illustrator (v.25.0.1) using BioRender with permission to publish. The photograph of the IntelliCage was supplied by TSE Systems with permission to publish (Fig. 1b).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06188-0.

## Supplementary information

Supplementary Fig. 1 Overview of FACS gating strategies. Distinctive surface marker combinations were used for the identification of mast cells, neutrophils and basophils in different organs. Red arrows indicate the order of the applied gating scheme. In each individual plot, only cells falling into the gate of the previous plot are shown. For all plots, percentages of cells in the gates are indicated.

Reporting Summary

Peer Review File

Supplementary Table 1 GO terms. This table contains the manual annotation of immune-related significantly enriched GO terms in the RNA-seq data by comparision and tissue. 

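Supplementary Table 1 sorts gene ontology terms by hand into classes such as innate, adaptive and mucosal immunity and chemotaxis. The terms come from gene set enrichment analysis of the ranked genes of each comparison and tissue, in which a term is enriched when its members gather at an end of the ranking. The classes therefore depend on the enrichments found in these libraries and on the manual sorting, and the genes behind them are listed in Supplementary Table 2.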

Annotations were grouped into four sheets entitled ‘adaptive immunity’, ‘innate immunity’, ‘mucosal immunity’ and ‘chemotaxis’. Statistical comparisons were done using the ClusterProfiler package (Methods). *P* values were adjusted for multiple comparisons using the Benjamini–Hochberg algorithm.

Supplementary Table 2 Core enrichment genes. This table contains log_2_ fold changes for core enrichment genes derived from immune-related significantly enriched GO terms. Genes are subgrouped in sheets by tissue and immune category: ‘adaptive immunity’, ‘innate immunity’, ‘mucosal immunity’ and ‘chemotaxis’. Reference versus test comparisons are indicated.

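The fold changes of Supplementary Table 2 are shrunken log2 values from the authors' DESeq2 and apeglm comparison of each challenged group with the immunized unchallenged group of its genotype. The genes were taken from enriched immune terms and kept where their fold change passed the authors' limits in at least 1 comparison, so a large fold change in at least 1 comparison follows from how they were chosen. With DESeq2 and apeglm fitted to the compared small intestine groups only, a setting chosen after the data were seen, the correlation with the paper's values across 898 to 922 genes, which are not independent replicates, was 0.992 to 1 over the comparisons of Supplementary Tables 2 and 4.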

Supplementary Table 3 Differential gene expression analysis. This table contains the results of the differential expression analysis. Data are divided by tissue into two sheets. Reference versus test comparisons are indicated. Statistical comparisons were done using the DESeq2 package (Methods). *P* values were adjusted for multiple comparisons using the Benjamini–Hochberg algorithm.

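Supplementary Table 3 gives, gene by gene, the authors' DESeq2 comparison of challenged with unchallenged immunized mice of the same genotype. Each fold change was shrunken with apeglm, which pulls a fold change towards 0 where its error is large, so a gene with few reads or variable replicates can have a small shrunken value beside a large unshrunken one.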

Supplementary Table 4 Hallmark inflammatory response genes. This table contains the log_2_ fold changes of genes listed in the ‘Hallmark inflammatory response’ gene set reported by Liberzon et al. and found in our dataset. Data are divided by tissue into two sheets.

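The Hallmark inflammatory response set was made from expression data of other studies, so unlike the lists formed from enriched terms it was not picked on these libraries. In the small intestine 185 of its genes could be tested. Over the 3 days, 69 of them were higher and 8 lower in wild-type mice under gavage than in the two-bottle test (78 and 14 adjusted over the list alone; estimated-correlation adjusted p = 0.0565). Among them were Il6, Il10, Ccl7 (log2 fold change 4.25) and Cd14 (1.67). Ccl7 lost its call without the 4 libraries whose sex transcripts did not match (adjusted p = 0.0567).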

## Figures and Tables

**Extended Data Fig. 1:**
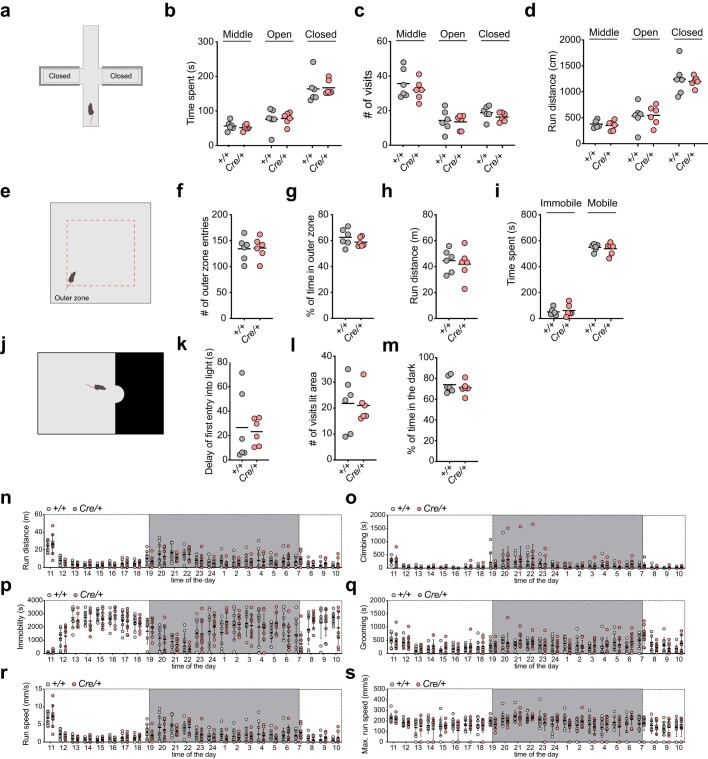
Anxiety and general behavioral tests of mast cell-deficient *Cpa3*^*Cre/+*^ mice. C57BL/6 *Cpa3*^*+/+*^ and *Cpa3*^*Cre/+*^ mice were analyzed for behavioral deficits by elevated plus maze (**a–d**), open field (**e–i**), light dark chamber (**j–m**), and home cage monitoring (**n–s**). **a**. Model of the elevated plus maze. 300 s of behavior were digitally recorded, and automatically tracked using Sygnis tracker software. **b**, Time spent in middle, open, or closed arms of the plus maze. **c**, Number of visits into each arm. **d**, Run distance of mice within each arm. **e**, Model of the open field arena. 600 s of behavior were digitally recorded, and automatically tracked using ANY-maze video-tracking system. **f**, Number of outer zone entries. **g**, Time spent in outer zone as percentage of total observation time. **h**, Total run distance. **i**, Time spent immobile or mobile. **j**, Model of the light-dark box. 600 s of behavior were digitally recorded, and automatically tracked using Sygnis tracker software. **k**, Time delay for mice for first entrance into the dark area. **l**, Number of visits into the lit area. **m**, Time spent in outer zone as percentage of total observation time. The bars represent the mean values, and each dot is a single mouse (n = 6 mice in **b–m**). **n–s**, Laboras home cage monitoring results are depicted in (**n**) run distance, (**o**) climbing duration, (**p**) duration of resting, (**q**) grooming duration, (**r**) run speed, and (**s**) maximal run speed in one-hour bins over 24-hour observation periods. Day and night phases are shaded white and grey, respectively. The bars represent the mean values (± SD), and each dot is a single mouse (n = 9 mice for **n–s**). Source data

**Extended Data Fig. 2:**
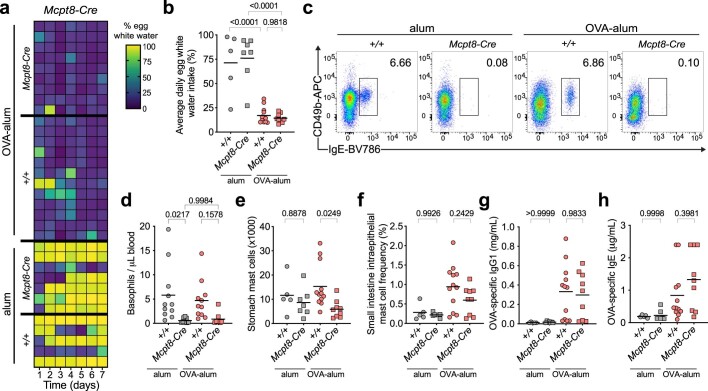
Antigen avoidance behavior independent of basophils. **a** Basophil-deficient BALB/c *Mcpt8-Cre*, and BALB/c wild-type control (+/+) mice were immunized as in Fig. 1a, and analyzed in the two-bottle test. Egg white water preference of alum or OVA-alum immunized mice is displayed as percent egg white water intake over total water intake (color scale indicates percentages) over the course of the experiment. Each row is an individual mouse. **b**, Egg white water preference displayed as the fraction of egg white water intake over total water intake as an average per day for the duration of the experiment. **c**, Flow cytometric analysis of basophils in peripheral blood from the indicated mice. Red blood cell-lysed blood cells were stained for expression of CD49b versus IgE. Numbers in the gate indicate percentages of basophils among live CD45^+^CD90.2^−^CD11c^−^Gr-1^−^Siglec-F^−^MHCII^−^B220^−^ cells. **d**, Absolute numbers of basophils in peripheral blood from the indicated mice. Basophils were detected as in **c**, and total numbers calculated (Methods). **e,f,g,h**, Absolute numbers of stomach mast cells (**e**), and frequencies of small intestine intraepithelial mast cells among total live cells (**f**), and serum amounts of anti-OVA IgG1 (**g**), and anti-OVA IgE (**h**) at the end of the experiment. The bars represent mean values, and each dot a single mouse. +/+ alum (n = 5 mice for **a,b**, **e–h**, n = 11 for **d**), *Mcpt8-Cre* alum (n = 7 mice for **a,b**, **e–h**, n = 9 for **d**), +/+ OVA-alum (n = 12 mice for **a,b**, **e–h**, n = 11 for **d**), *Mcpt8-Cre* OVA-alum (n = 9 mice for **a,b**, **e–h**, n = 8 for **d**). Statistical analysis was performed using one-way ANOVA with Tukey multiple-comparison test (**b,d–h**). The exact P values are shown. Source data

**Extended Data Fig. 3:**
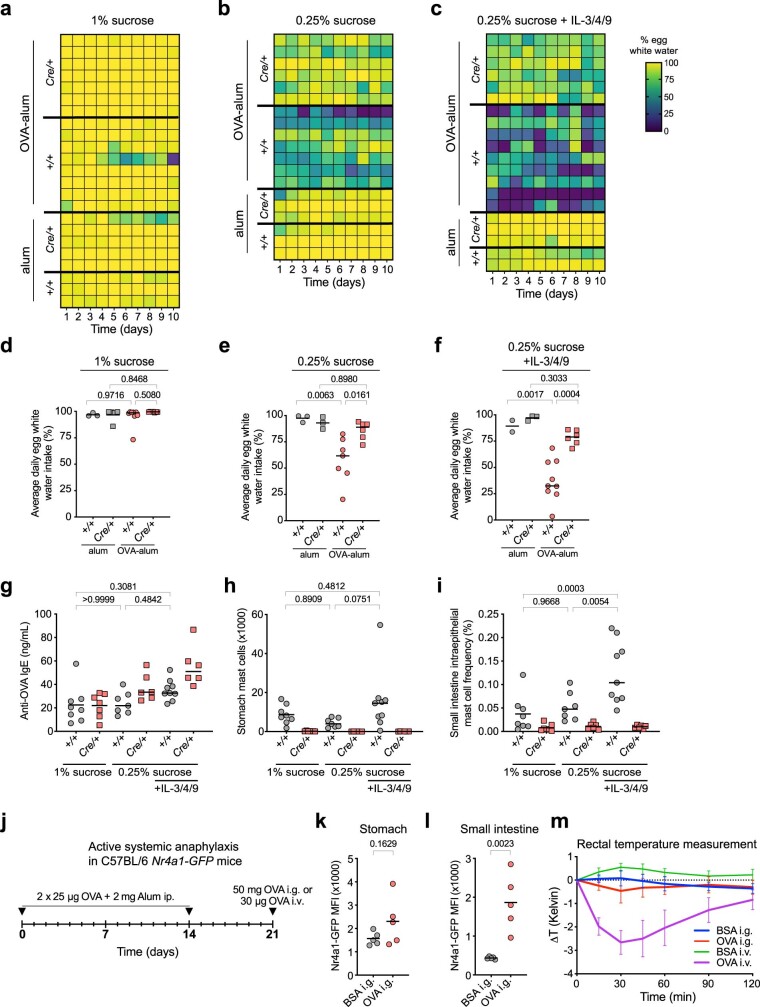
Type 2 cytokines enhance antigen avoidance behavior. **a,b,c**. IntelliCage drink avoidance experiments with alum and OVA-alum immunized C57BL/6 *Cpa3*^*+/+*^ (+/+) and *Cpa3*^*Cre/+*^ (Cre/+) mice displayed as percent egg white water intake over total water intake for the course of the experiments. Each row is an individual mouse. **a**, Mice given free choice between water, and 20% egg white water with 1% sucrose. +/+ alum (n = 3 mice); +/+ OVA-alum (n = 8); Cre/+ alum (n = 5); Cre/+ OVA-alum (n = 7). **b**, Mice given free choice between water, and 20% egg white water with 0.25% sucrose. +/+ alum (n = 3 mice); +/+ OVA-alum (n = 7); Cre/+ alum (n = 3); Cre/+ OVA-alum (n = 6). **c**, Mice received two intraperitoneal injections of a cytokine cocktail consisting of IL-3, anti-mouse IL-3, IL-4, anti-mouse IL-4 and IL-9 (cocktail abbreviated as IL-3/4/9) on days 2 and 16 prior to the avoidance test as in (**b)**. +/+ alum (n = 2 mice); +/+ OVA-alum (n = 9); Cre/+ alum (n = 3); Cre/+ OVA-alum (n = 6). **d,e,f**, Egg white water preferences (from **a**,**b**,**c**) displayed as the fraction of egg white water intake over total water intake as an average per day for the duration of the experiment. **g**,**h**,**i**, At the end of the experiment, OVA-alum immunized mice from **a–c** were analyzed for serum amounts of anti-OVA IgE (**g**), and absolute numbers of stomach- (**h**), and percentages of small intestine intraepithelial mast cells among total live cells (**i**). +/+ 1% sucrose (n = 8 mice), Cre/+ 1% sucrose (n = 7), +/+ 0.25% sucrose (n = 7), Cre/+ 0.25% sucrose (n = 6), +/+ 0.25 sucrose + IL3/4/9 (n = 9), Cre/+ 0.25% sucrose + IL3/4/9 (n = 6) (**g–i**). **j**,**k**,**l**,**m**, C57BL/6 *Nr4a1-GFP* mice were OVA-alum immunized. Type 2 immunization scheme and experimental timeline (**j**). **k**,**l**, On day 21 mice received OVA or BSA via intragastric gavage (i.g). After 2 h, GFP expression in stomach mast cells (**k**), and small intestine intraepithelial mast cells (**l**) were analyzed by flow cytometry. **m**, On day 21, mice received OVA/BSA by intragastric gavage or by intravenous injection. Body temperature of mice was monitored via rectal thermometer. BSA i.g. (n = 5) **(k–m)**; OVA i.g. (n = 5) **(k–m)**; BSA i.v.(n = 4) **(m)**; OVA i.v. (n = 5) (**m**). Horizontal bars represent the mean values, and each dot represents a single mouse (**d-i**; **k**,**l**). Data are mean (± SEM) in (**m**). Statistical analysis was performed using one-way ANOVA with Tukey multiple-comparison test for (**d**–**i**), and two-sided students t-tests for (**k**,**l**). The exact P values are shown. Source data

**Extended Data Fig. 4:**
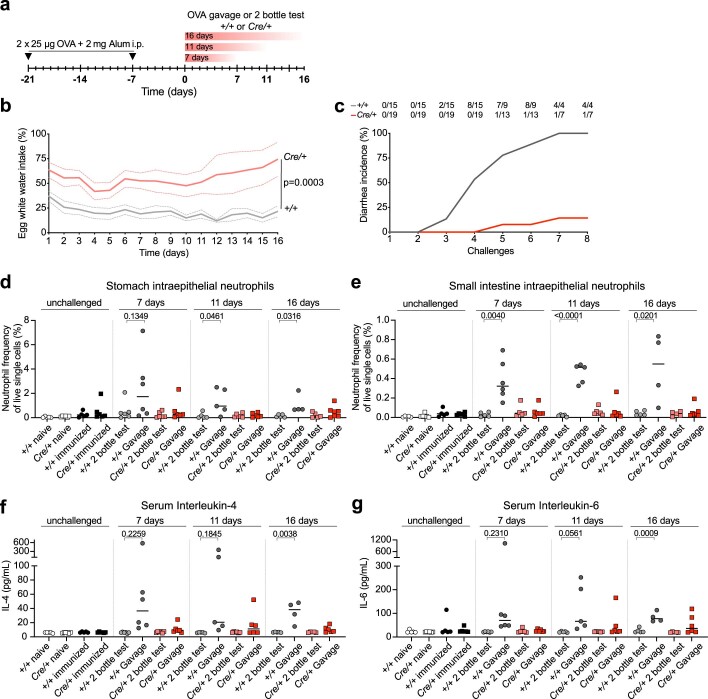
Ignoring avoidance results in local and systemic inflammation. **a**, Experimental timeline of immunization, two-bottle test, and intragastric gavage. Groups of *Cpa3*^*+/+*^ (+/+) and *Cpa3*^*Cre/+*^ (Cre/+) mice were immunized, challenged, and analyzed as indicated in the figure. **b**, Egg white water intake in mice subjected to the two-bottle test. Total numbers of mice at the start of the experiment were n = 16 (+/+) and n = 17 (Cre/+). Data are mean (± SEM). Groups of mice were sacrificed on day 7 (+/+ n = 6; Cre/+ n = 6), day 11 (+/+ n = 5; Cre/+ n = 6), and day 16 (+/+ n = 5; Cre/+ n = 5) for RNA-sequencing (Fig. 3; Extended Data Fig. 5, 6) and for analyses shown in d–g. **c**, Diarrhea incidence of +/+ and Cre/+ mice on the indicated OVA gavage regimen (Methods). Total numbers of mice at the start of the experiment were n = 15 (+/+) and n = 19 (Cre/+). After 4 times gavage(day 7) n = 6 (+/+) and n = 6 (Cre/+), after 6 times gavage (day 11) n = 5 (+/+) and n = 6 (Cre/+), and after 8 times gavage (day 16) n = 4 (+/+) and n = 7 (Cre/+)mice were sacrificed for RNA-sequencing (Fig. 3; Extended Data Fig. 5) and for analyses shown in d–g. **d,e**, Quantification of stomach neutrophils (**d**), and small intestine intraepithelial neutrophils (**e**) of animals from the indicated experimental groups and time points (a). **f,g**, Quantification of serum levels of IL-4 (**f**), and IL-6 (**g**) for the indicated experimental groups and time points (a). Control mice were naive (+/+ n = 5; Cre/+ n = 6) or immunized (+/+ n = 5; Cre/+ n = 6) but unchallenged (**d**–**g**). The bars represent mean values (**d–g**), and each dot a single mouse with n = 4-6 for all groups. Statistical analysis was performed using two-way ANOVA for (**b**), and two-sided students t-tests for (**d**–**g**). The exact P values are shown. Source data

**Extended Data Fig. 5:**
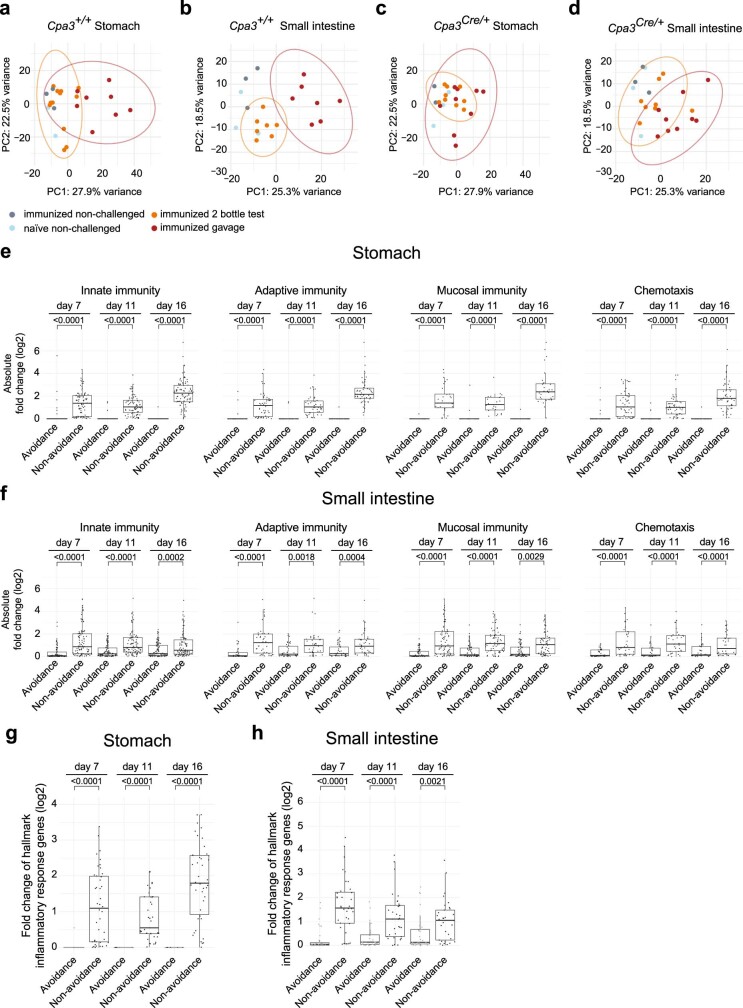
Transcriptional analysis of gastrointestinal tissues under conditions of avoidance versus non-avoidance in BALB/c mice. **a–d**, Principal component analysis considering the 500 most variable genes in (**a**,**c**) stomach- and (**b**,**d**) small intestine tissue bulk RNA-Seq data of BALB/c *Cpa3*^*+/+*^ and *Cpa3*^*Cre/+*^ mice undergoing the experiment outlined in Extended Data Fig. 4a. The clustering of the samples per experimental condition attests reproducibility between mice. **e,f**, For experimental outline, see Extended Data Fig. 4a. Stomach (**e**) and small intestine (**f**) were analyzed by RNA sequencing on the indicated days. Based on log2Foldchange-ranked gene lists, gene set enrichment analysis revealed a strong contribution of immunological Gene Ontology (GO)-terms. We annotated these GO terms according to their description into 4 subgroups: “adaptive immunity”, “innate immunity”, “mucosal immunity” and “chemotaxis” (Supplementary Table 1). The underlying most impactful “core enrichment genes” (Methods) for each GO-term were categorized according to these immunological subgroups (Supplementary Table 2). Shown are absolute log2Foldchanges of core enrichment genes contained in significantly enriched immune-related GO-pathways for stomach (**e**) and small (**f**) intestine tissues of avoiding (two-bottle test) and non-avoiding (OVA gavage) mice. Genes were annotated manually as ‘innate immunity’, ‘adaptive immunity’, ‘mucosal immunity’, and ‘chemotaxis’. **g,h**, Log2Foldchanges of ‘Hallmark inflammatory response’^14^ genes in stomach (**g**) and small intestine (**h**) tissues of avoiding (two-bottle test) and non-avoiding (OVA gavage) wild-type mice. Boxplots (**e–h**) show median and quantiles. Statistical analysis was performed using two-sided Wilcoxon-rank-sum tests for (**e–h**). Numbers of mice in **a–d** were (**a**) *Cpa3*^*+/+*^ stomach naive non-challenged (n = 2), immunized non-challenged (n = 3), immunized gavage (n = 8), immunized two-bottle test (n = 12); (**b**) *Cpa3*^*+/+*^ small intestine naive non-challenged (n = 3), immunized non-challenged (n = 3), immunized gavage (n = 7), immunized two-bottle test (n = 7), (**c**) *Cpa3*^*Cre/+*^ stomach naive non-challenged (n = 3), immunized non-challenged (n = 2), immunized gavage (n = 9), immunized two-bottle test (n = 9); (**d**) *Cpa3*^*Cre/+*^ small intestine naive non-challenged (n = 3), immunized non-challenged (n = 3), immunized gavage (n = 9), immunized two-bottle test (n = 8). Numbers of mice in **e–h** were (**e,g**) *Cpa3*^*+/+*^ stomach immunized non-avoidance (gavage) day 7 (n = 3), day 11 (n = 2), day 16 (n = 3), immunized avoidance (two-bottle test) day 7 (n = 4), day 11 (n = 4), day 16 (n = 4) (data pooled per group and compared to reference immunized non-challenged (n = 3)), (**f,h**) *Cpa3*^*+/+*^ small intestine immunized non-avoidance (gavage) day 7 (n = 3), day 11 (n = 2), day 16 (n = 2), immunized avoidance (two-bottle test) day 7 (n = 3), day 11 (n = 2), day 16 (n = 2) (data pooled per group and compared to reference immunized non-challenged (n = 3)). For numbers of genes in **e,f**, (log2FoldChange <−1 or log2FoldChange >1.5 in at least one comparison), see Supplementary Table 1. For numbers of genes in **g,h**, see Supplementary Table 4. **e–h**, Box boundaries delineate the 1st and 3rd quartiles of the data, the center line represents the median, whiskers represent the furthest points within 1.5× the interquartile range.

**Extended Data Fig. 6:**
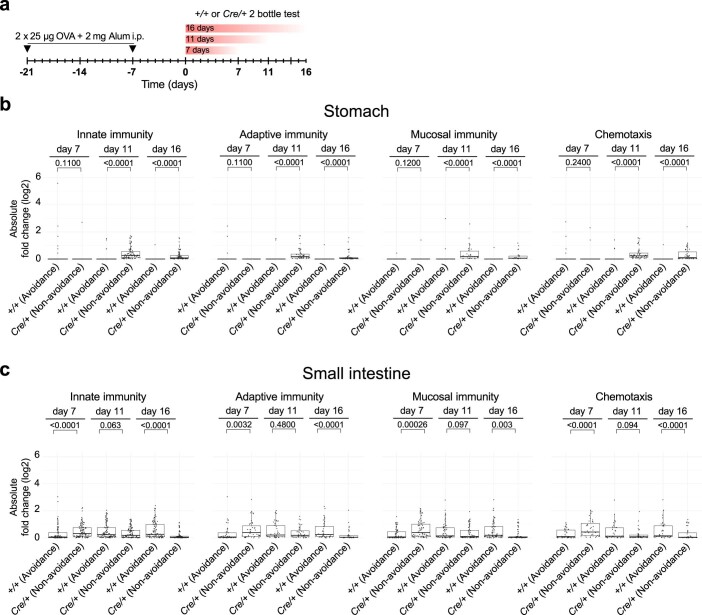
Mast cell-independent gastrointestinal inflammation. **a**, Experimental timeline of immunization and two-bottle test (Methods). **b**,**c**, Absolute fold changes of core-enrichment genes contained in immune-related GO-pathways (Methods) for stomach (**b**) and small intestine (**c**) tissues of avoiding *Cpa3*^*+/+*^ and non-avoiding *Cpa3*^*Cre/+*^ mice from the two-bottle test. Genes were grouped into the manually curated categories ‘innate immunity’, ‘adaptive immunity’, ‘mucosal immunity’, and ‘chemotaxis’. Boxplots show median and quantiles. Statistical analysis was performed using two-sided Wilcoxon-rank-sum tests (**b**,**c**). Numbers of mice in **b,c** were (**b**) *Cpa3*^*Cre/+*^ stomach immunized non-avoidance (gavage) day 7 (n = 3), day 11 (n = 3), day 16 (n = 3), immunized avoidance (two-bottle test) day 7 (n = 3), day 11 (n = 3), day 16 (n = 3) (data pooled per group and compared to reference immunized non-challenged (n = 2)), (**c**) *Cpa3*^*Cre/+*^ small intestine immunized non-avoidance (gavage) day 7 (n = 3), day 11 (n = 3), day 16 (n = 3), immunized avoidance (two-bottle test) day 7 (n = 3), day 11 (n = 3), day 16 (n = 2) (data pooled per group and compared to reference immunized non-challenged (n = 3)). For numbers of genes in **b,c**, (log2FoldChange <−1 or log2FoldChange >1.5 in at least one comparison), see Supplementary Table 1. **b,c**, Box boundaries delineate the 1st and 3rd quartiles of the data, the center line represents the median, whiskers represent the furthest points within 1.5× the interquartile range.

**Extended Data Fig. 7:**
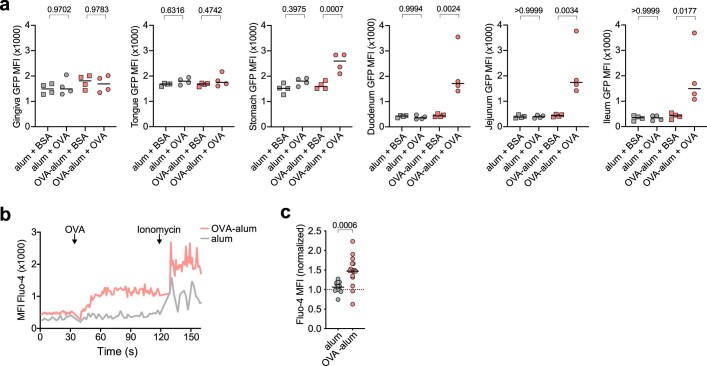
Freshly isolated stomach mast cells respond to OVA in vitro by intracellular Ca^2+^ flux. **a**, (BALB/c x C57BL/6)F1 *Nr4a1-GFP* mice immunized with OVA-alum, or alum only, were given drinking water with OVA or BSA (Methods). GFP mean fluorescence intensity (MFI) of tissue mast cells (n = 4 for each group) isolated 3 h after mice consumed OVA- or BSA-containing water. **b**, Representative traces of Fluo-4 fluorescence (indicating intracellular Ca^2+^ concentration) in stomach mast cells from OVA-alum or alum immunized mice. Cells were stimulated with OVA and ionomycin at the indicated times (arrows). **c**, Quantification of Fluo-4 mean fluorescence intensity (as in b), normalized to the first 30 s of measurement (set as 1.0) (see Methods), comparing mast cells from OVA-alum and alum immunized mice. OVA-alum (n = 17), alum (n = 13). Statistical analysis was performed by one-way ANOVA with Tukey multiple-comparison test for (**a**), and two-sided students t-tests for (**c**). The exact P values are shown. Source data

**Extended Data Fig. 8:**
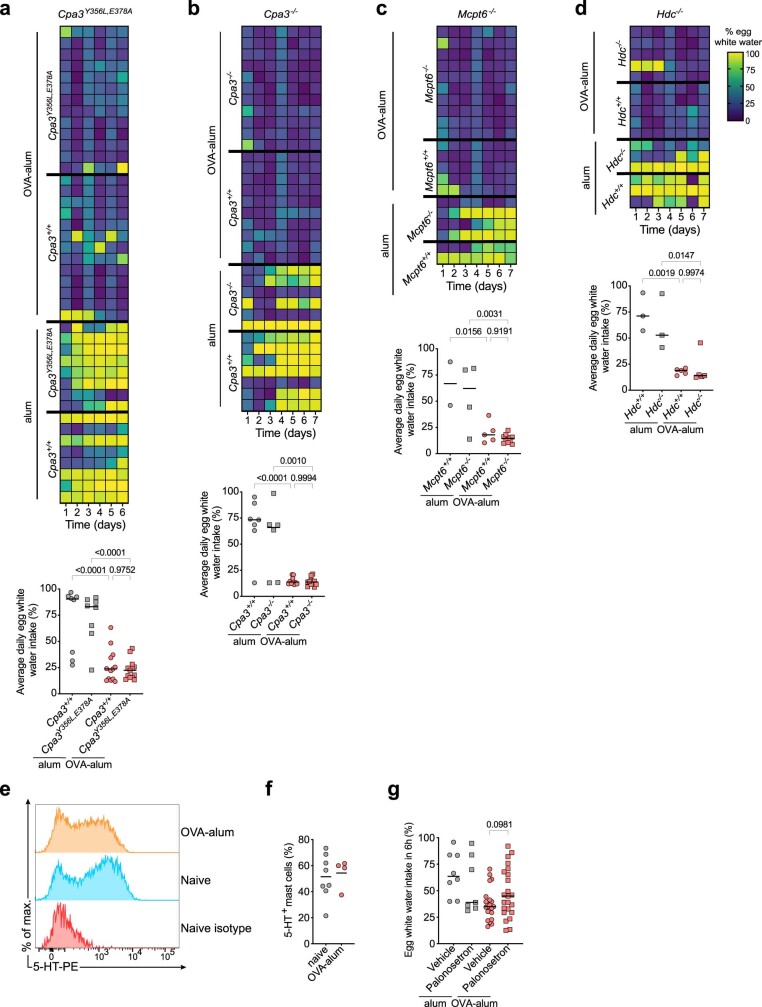
Avoidance behavior after genetic- or pharmacologic blockade of mast cell mediators. **a–d**, BALB/c mice lacking mast cell proteases (**a**,**b**,**c**), or histidine decarboxylase (**d**) were immunized as described in Fig. 1a. Egg white water preference is displayed as the fraction of egg white water intake over total water intake per day for the duration of the two-bottle test (heatmap; each row is an individual mouse), and displayed as average fraction of egg white water intake over total water intake for the entire experiment (lower panels). Mutant mice were *Cpa3*^*Y356L,E378A*^ (**a**), *Cpa3*^*−/−*^ mice (**b**), *Mcpt6*^*−/−*^ mice (**c**), and *Hdc*^*−/−*^ mice (**d**). *Cpa3*^*+/+*^ alum (n = 8 mice), *Cpa3*^*Y356L,E378A*^ alum (n = 8), *Cpa3*^*+/+*^ OVA-alum (n = 13), *Cpa3*^*Y356L,E378A*^ OVA-alum (n = 13) (**a**); *Cpa3*^*+/+*^ alum (n = 7 mice), *Cpa3*^*−/−*^ alum (n = 6), *Cpa3*^*+/+*^ OVA-alum (n = 10), *Cpa3*^*−/−*^ OVA-alum (n = 11) (**b**); *Mcpt6*^*+/+*^ alum (n = 2 mice), *Mcpt6*^*−/−*^ alum (n = 4), *Mcpt6*^*+/+*^ OVA-alum (n = 5), *Mcpt6*^*−/−*^ OVA-alum (n = 10) (**c**); *Hdc*^*+/+*^alum (n = 3 mice), *Hdc*^*−/−*^ alum (n = 3), *Hdc*^*+/+*^ OVA-alum (n = 5), *Hdc*^*−/−*^ OVA-alum (n = 5) mice (**d**). **e**,**f**, Stomach mast cells of naive wild-type BALB/c mice (naive) and OVA-alum immunized wild-type BALB/c mice (OVA-alum) were stained intracellularly with anti-5-HT-specific or isotype control antibodies, and analyzed by flow cytometry (Methods). Histograms (representative for data in f) of intracellular 5-HT or isotype antibody staining (**e**), and frequencies of 5-HT^+^ stomach mast (**f**) are shown. Naive (n = 8 mice), OVA- alum (n = 4) (**f**). **g**, BALB/c wild-type mice were immunized with OVA-alum, and 12 h prior to the two-bottle test mice were treated with PBS or palonosetron (Methods). Displayed are percentages of egg white water intake per total water intake over 6 h. Alum vehicle (n = 8 mice); alum palonosetron (n = 7); OVA-alum vehicle (n = 21); OVA-alum palonosetron (n = 23) (**g**). The bars (**a–d, f,g**) represent the mean values, and each dot is a single mouse. Statistical analysis was performed using one-way ANOVA with Tukey multiple-comparison test (**a–d**), and two-sided students t-test for (**g**). The exact P values are shown. Source data

**Extended Data Fig. 9:**
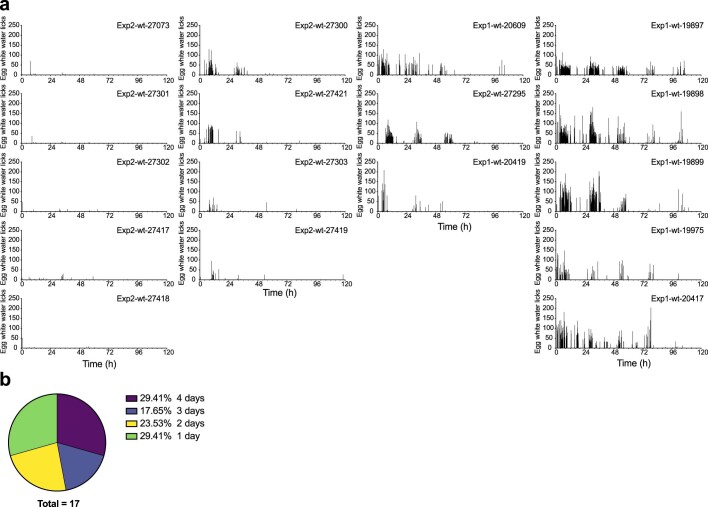
Kinetics of OVA avoidance. **a**, Time-resolved egg white water lick counts of wild-type BALB/c mice (data taken from Fig. 1c, experiments 1 and 2). Egg white water licks of individual wild-type mice were recorded over the course of 12 days in the IntelliCage system, the first 120 h are shown. The experiment and mouse ID are stated in the top right corner of each graph (n = 17). **b**, Pie chart showing the distribution of the onset of egg white water avoidance in days in wild-type mice. Source data

**Extended Data Fig. 10:**
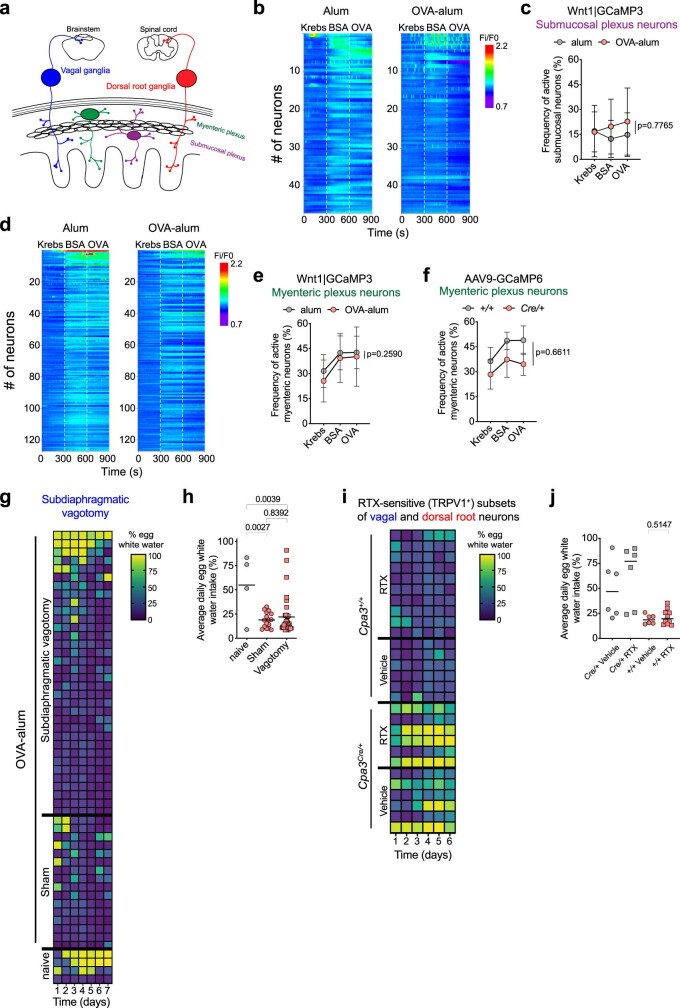
Enteric-, vagal-, and Trpv1-expressing neurons not involved in antigen avoidance. **a**, Model for gut-brain signaling pathways. Extrinsic vagal ganglion and dorsal root ganglion neurons signal from gut to brainstem and spinal cord, respectively. Intrinsic primary afferent neurons reside within submucosal and myenteric plexi. **b–e**, Microscopic recordings of submucosal plexus (**b,c**), myenteric plexus (**d,e**) neuron Ca^2+^ transients in full thickness gut preparations of alum and OVA-alum immunized Wnt1|GCaMP3 mice after consecutive mucosal superfusion of Krebs buffer (t = 0–299s), 1% BSA (t = 300–599s), and 1% OVA (t = 600–899s). **b,c**, based on analysis of 188 neurons from n = 5 alum mice, and of 178 neurons from n = 5 OVA-alum mice, calcium transients from 47 representative neurons (from n = 3 alum mice, and n = 3 OVA-alum mice) are shown (**b**), as well as proportions of active neurons among total neurons (**c**). **d,e**, based on analysis of 442 neurons from n = 5 alum mice, and of 419 neurons from n = 5 OVA-alum mice, calcium transients from 127 representative neurons (from n = 3 alum mice, and n = 3 OVA-alum mice) are shown (**d**), as well as proportions of active neurons among total neurons (**e**). **f**, *Cpa3*^*+/+*^ (+/+) and *Cpa3*^*Cre/+*^ (Cre/+) mice were transduced with the Ca^2+^ sensor GCaMP6 from a viral vector construct (Methods), and immunized as in Fig. 1a. Recordings of Ca^2+^ transients in myenteric plexus neurons in full thickness gut preparations (as in **b**). Shown is the proportion of active neurons among total neurons (n = 52 neurons from 2 alum mice, and 56 neurons from n = 2 OVA-alum mice). **g**,**h**, Egg white water preferences of naive or OVA-alum immunized BALB/c mice that underwent pyloroplasty (sham) or vagotomy (Methods) displayed as (**g**) the percentages of egg white water intake over total water intake over the course of the experiment, and (**h**) the fraction of egg white water intake over total water intake as average per day for the duration of the two-bottle test. In **g**, each row is an individual mouse (naive n = 4; sham n = 16; vagotomy n = 34). **i**, **j**, Egg white water preferences of OVA-alum immunized BALB/c *Cpa3*^*+/+*^ and *Cpa3*^*Cre/+*^ mice that underwent vehicle or resiniferatoxin (RTX)-injection (Methods). In **i**, shown are percentages of egg white water intake over total water intake over the course of the experiment. Each row is an individual mouse (*Cpa3*^*Cre/+*^ vehicle n = 6; *Cpa3*^*Cre/+*^ RTX n = 6; *Cpa3*^*+/+*^ vehicle n = 6; *Cpa3*^*+/+*^ RTX n = 10). In (**j**) the fraction of egg white water intake over total water intake as average per day over the duration of the two-bottle test. In **c**,**e**,**f**, dots represent mean values ± SD of microscopy recordings. In **h,j**, each dot is a single mouse, and bars represent mean values. Statistical analysis was performed using two-way ANOVA for (**c**,**e**,**f**,), and one-way ANOVA with Tukey multiple-comparison test for (**h,j**). The exact P values are shown. Source data

## Data Availability

RNA-seq data have been deposited in NCBI Gene Expression Omnibus (GEO) and are publicly accessible through GEO series accession number GSE225054. The custom RNA-seq analysis pipeline is publicly available at https://github.com/robinthiele/AAPIA. Source data are provided with this paper.

## Source data

Source Data Fig. 1
Source Data Fig. 2
Source Data Fig. 4
Source Data Extended Data Fig. 1
Source Data Extended Data Fig. 2
Source Data Extended Data Fig. 3
Source Data Extended Data Fig. 4
Source Data Extended Data Fig. 7
Source Data Extended Data Fig. 8
Source Data Extended Data Fig. 9
Source Data Extended Data Fig. 10

## References

[1] Profet M (1991). The function of allergy: immunological defense against toxins. Q. Rev. Biol..

[2] Palm NW, Rosenstein RK, Medzhitov R (2012). Allergic host defences. Nature.

[3] Florsheim EB, Sullivan ZA, Khoury-Hanold W, Medzhitov R (2021). Food allergy as a biological food quality control system. Cell.

[4] Cara DC, Conde AA, Vaz NM (1994). Immunological induction of flavor aversion in mice. Braz. J. Med. Biol. Res..

[5] Costa-Pinto FA, Basso AS (2012). Neural and behavioral correlates of food allergy. Chem. Immunol. Allergy.

[6] Ehrlich, P. *Beiträge zur Theorie und Praxis der histologischen Färbung.* Thesis, Univ. of Leipzig, 1878).

[7] Pawankar, R., Canonica, G. W., Holgate, S. T., Lockey, R. F. & Blaiss, M. S. *WAO White Book on Allergy: Update 2013 Executive Summary* (World Allergy Organization, 2013).

[8] Artis D, Maizels RM, Finkelman FD (2012). Allergy challenged. Nature.

[9] Feyerabend TB (2011). Cre-mediated cell ablation contests mast cell contribution in models of antibody- and T cell-mediated autoimmunity. Immunity.

[10] Nautiyal KM, Ribeiro AC, Pfaff DW, Silver R (2008). Brain mast cells link the immune system to anxiety-like behavior. Proc. Natl Acad. Sci. USA.

[11] Oettgen HC (1994). Active anaphylaxis in IgE-deficient mice. Nature.

[12] Reed DR (2004). Polymorphisms in the taste receptor gene (Tas1r3) region are associated with saccharin preference in 30 mouse strains. J. Neurosci..

[13] Brandt EB (2003). Mast cells are required for experimental oral allergen-induced diarrhea. J. Clin. Invest..

[14] Liberzon A (2015). The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Systems.

[15] Phong BL (2015). Tim-3 enhances FcεRI-proximal signaling to modulate mast cell activation. J. Exp. Med..

[16] Dahlin JS (2022). The ingenious mast cell: contemporary insights into mast cell behavior and function. Allergy.

[17] Voisin T (2021). The CysLT_2_R receptor mediates leukotriene C_4_-driven acute and chronic itch.. Proc. Natl Acad. Sci. USA.

[18] Kanaoka Y, Boyce JA (2014). Cysteinyl leukotrienes and their receptors; emerging concepts. Allergy Asthma Immunol. Res..

[19] Koeberle A (2009). MK-886, an inhibitor of the 5-lipoxygenase-activating protein, inhibits cyclooxygenase-1 activity and suppresses platelet aggregation. Eur. J. Pharmacol..

[20] Browning KN (2015). Role of central vagal 5-HT3 receptors in gastrointestinal physiology and pathophysiology. Front. Neurosci..

[21] Siddiqui MAA, Scott LJ (2004). Palonosetron. Drugs.

[22] Veiga-Fernandes H, Mucida D (2016). Neuro-immune interactions at barrier surfaces. Cell.

[23] Zeisel A (2018). Molecular architecture of the mouse nervous system. Cell.

[24] McDermott JR (2003). Mast cells disrupt epithelial barrier function during enteric nematode infection. Proc. Natl Acad. Sci. USA.

[25] Groschwitz KR (2009). Mast cells regulate homeostatic intestinal epithelial migration and barrier function by a chymase/Mcpt4-dependent mechanism. Proc. Natl Acad. Sci. USA.

[26] Aguilera-Lizarraga J (2021). Local immune response to food antigens drives meal-induced abdominal pain. Nature.

[27] Chen C-Y (2015). Induction of interleukin-9-producing mucosal mast cells promotes susceptibility to IgE-mediated experimental food allergy. Immunity.

[28] Portier P, Richet, C (1902). De l’action anaphylactique de certains vénins. CR Soc. Biol..

[29] Marichal T (2013). A beneficial role for immunoglobulin E in host defense against honeybee venom. Immunity.

[30] Palm NW (2013). Bee venom phospholipase A2 induces a primary type 2 response that is dependent on the receptor ST2 and confers protective immunity. Immunity.

[31] Mukai K, Tsai M, Starkl P, Marichal T, Galli SJ (2016). IgE and mast cells in host defense against parasites and venoms. Semin. Immunopathol..

[32] Linnemann LC, Reitz M, Feyerabend TB, Breloer M, Hartmann W (2020). Limited role of mast cells during infection with the parasitic nematode *Litomosoides sigmodontis*. PLoS Negl. Trop. Dis..

[33] Reitz M (2017). Mucosal mast cells are indispensable for the timely termination of *Strongyloides ratti* infection. Mucosal Immunol..

[34] Huang L, Appleton JA (2016). Eosinophils in helminth infection: defenders and dupes. Trends Parasitol..

[35] King CL (1997). Mice with a targeted deletion of the IgE gene have increased worm burdens and reduced granulomatous inflammation following primary infection with *Schistosoma mansoni*. J Immunol..

[36] Watanabe N, Katakura K, Kobayashi A, Okumura K, Ovary Z (1988). Protective immunity and eosinophilia in IgE-deficient SJA/9 mice infected with *Nippostrongylus brasiliensis* and *Trichinella spiralis*. Proc. Natl Acad. Sci. USA.

[37] Peden D, Reed CE (2010). Environmental and occupational allergies. J. Allergy Clin. Immunol..

[38] Akdis CA (2021). Does the epithelial barrier hypothesis explain the increase in allergy, autoimmunity and other chronic conditions?. Nat. Rev. Immunol..

[39] Strid J, Sobolev O, Zafirova B, Polic B, Hayday A (2011). The intraepithelial T cell response to NKG2D-ligands links lymphoid stress surveillance to atopy. Science.

[40] Stremnitzer C (2015). Papain degrades tight junction proteins of human keratinocytes in vitro and sensitizes C57BL/6 mice via the skin independent of its enzymatic activity or TLR4 activation. J. Invest. Dermatol..

[41] Chevigné A, Jacquet A (2018). Emerging roles of the protease allergen Der p 1 in house dust mite-induced airway inflammation. J. Allergy Clin. Immunol..

[42] Pinho-Ribeiro FA, Verri WAJ, Chiu IM (2017). Nociceptor sensory neuron-immune interactions in pain and inflammation. Trends Immunol..

[43] Florsheim, E. B. et al. Immune sensing of food allergens promotes aversive behaviour. Preprint at *bioRxiv*10.1101/2023.01.19.524823 (2023).

[44] Palmiter RD (2018). The parabrachial nucleus: CGRP neurons function as a general alarm. Trends Neurosci..

[45] Borner T (2020). GDF15 induces anorexia through nausea and emesis. Cell Metab..

[46] Zhang C (2021). Area postrema cell types that mediate nausea-associated behaviors. Neuron.

[47] Coll AP (2020). GDF15 mediates the effects of metformin on body weight and energy balance. Nature.

[48] Plum T (2020). Human mast cell proteome reveals unique lineage, putative functions, and structural basis for cell ablation. Immunity.

[49] Dwyer DF, Barrett NA, Austen KF (2016). Expression profiling of constitutive mast cells reveals a unique identity within the immune system. Nat. Immunol..

[50] Riley J (1954). The riddle of the mast cells; a tribute to Paul Ehrlich. Lancet.

[51] Ohnmacht C (2010). Basophils orchestrate chronic allergic dermatitis and protective immunity against helminths. Immunity.

[52] Feyerabend TB (2005). Loss of histochemical identity in mast cells lacking carboxypeptidase A. Mol. Cell. Biol..

[53] Schneider LA, Schlenner SM, Feyerabend TB, Wunderlin M, Rodewald HR (2007). Molecular mechanism of mast cell mediated innate defense against endothelin and snake venom sarafotoxin. J. Exp. Med..

[54] Ohtsu H (2001). Mice lacking histidine decarboxylase exhibit abnormal mast cells. FEBS Lett..

[55] Shin K (2008). Mouse mast cell tryptase mMCP-6 is a critical link between adaptive and innate immunity in the chronic phase of *Trichinella spiralis* infection. J. Immunol..

[56] Moran AE (2011). T cell receptor signal strength in Treg and iNKT cell development demonstrated by a novel fluorescent reporter mouse. J. Exp. Med..

[57] Lewis AE, Vasudevan HN, O’Neill AK, Soriano P, Bush JO (2013). The widely used Wnt1-Cre transgene causes developmental phenotypes by ectopic activation of Wnt signaling. Dev. Biol..

[58] Zariwala HA (2012). A Cre-dependent GCaMP3 reporter mouse for neuronal imaging in vivo. J. Neurosci..

[59] Finkelman FD (1993). Anti-cytokine antibodies as carrier proteins. Prolongation of in vivo effects of exogenous cytokines by injection of cytokine-anti-cytokine antibody complexes. J. Immunol..

[60] Kiryk A (2020). IntelliCage as a tool for measuring mouse behavior – 20 years perspective. Behav. Brain Res..

[61] Hrncir T, Stepankova R, Kozakova H, Hudcovic T, Tlaskalova-Hogenova H (2008). Gut microbiota and lipopolysaccharide content of the diet influence development of regulatory T cells: studies in germ-free mice. BMC Immunol..

[62] Uz T, Dimitrijevic N, Imbesi M, Manev H, Manev R (2008). Effects of MK-886, a 5-lipoxygenase activating protein (FLAP) inhibitor, and 5-lipoxygenase deficiency on the forced swimming behavior of mice. Neurosci. Lett..

[63] Dutzan, N., Abusleme, L., Konkel, J. E. & Moutsopoulos, N. M. Isolation, characterization and functional examination of the gingival immune cell network. *J. Vis. Exp.***108**, 53736 (2016).10.3791/53736PMC482816926967370

[64] Herz U, Braun A, Rückert R, Renz H (1998). Various immunological phenotypes are associated with increased airway responsiveness. Clin. Exp. Allergy.

[65] Fung, C. et al. Luminal nutrients activate distinct patterns in submucosal and myenteric neurons in the mouse small intestine. Preprint at *bioRxiv*10.1101/2021.01.19.427232 (2021).

[66] Li Z (2019). Regional complexity in enteric neuron wiring reflects diversity of motility patterns in the mouse large intestine. eLife.

[67] Bosmans G (2019). Vagus nerve stimulation dampens intestinal inflammation in a murine model of experimental food allergy. Allergy.

[68] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[69] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[70] Schneider VA (2017). Evaluation of GRCh38 and de novo haploid genome assemblies demonstrates the enduring quality of the reference assembly. Genome Res..

[71] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[72] Zhu A, Ibrahim JG, Love MI (2019). Heavy-tailed prior distributions for sequence count data: removing the noise and preserving large differences. Bioinformatics.

[73] Yu G, Wang L-G, Han Y, He Q-Y (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[74] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[75] Pitzer C, Kuner R, Tappe-Theodor A (2016). EXPRESS: Voluntary and evoked behavioral correlates in neuropathic pain states under different housing conditions. Mol. Pain.

How the deposited data were processed for this re-analysis (not part of the article)

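RNA of the small intestine was measured in 43 libraries from wild-type mice and mast-cell-deficient Cpa3Cre/+ mice on the BALB/c background, in 16 groups of 2 or 3 mice. Mice were naive, immunized and given water only, or immunized and challenged with OVA in the two-bottle test or by gavage, and challenged mice were taken on day 7, 11 or 16 by the sample labels, the results and the figure legends. The methods give days 5, 7 or 11 for the two-bottle test, so the day of its groups is the labelled one. The authors made stranded libraries from total RNA, sequenced paired reads, aligned them to GRCm38 with STAR and counted reads per gene with featureCounts of Subread 1.5.1. The deposited values are raw counts per Ensembl gene, with no normalization. The count table holds 21982 genes, each with 2 or more reads in at least 5 libraries, so genes with few reads were removed before deposit. Gene symbols were taken from GENCODE by Ensembl gene ID, and 26 IDs have no symbol.

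The libraries hold 6106192 to 23158965 counts each, with a median of 12870263. With simulated counts of the same depth and spread, edgeR recovered 40.3% of 2-fold and 86.6% of 4-fold changes in 3 libraries against 3, with 6 false calls among 17023 unchanged genes. The changed genes had a mean of at least 1 CPM. Simulated genes varied independently around the same mean in every group, without sex, series, length or tissue structure. The real libraries can therefore give more false calls.

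Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, which left 17707 genes. Library sizes were scaled with TMM factors, and the quasi-likelihood test was used with a one-factor model of the 16 groups (prior degrees of freedom 5.17). Each challenged group was compared with the immunized water-only group of its genotype, gavage with the two-bottle test on the same day and over the mean of the 3 days, and mast-cell-deficient with wild-type mice in the same condition. The difference of 2 comparisons was tested as its own contrast. Tests are two-sided, and p-values were adjusted per comparison by the Benjamini-Hochberg method, with a call at an adjusted p under 0.05. A rise or fall by more than 8-fold is a log2 fold change over 3 in size. CPM values use the TMM factors.

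Gene lists were written out from general knowledge of cell types and processes, or taken from the lists the study forms from its Supplementary Table 2 and from the Hallmark inflammatory response set. The study's lists also hold members of the written lists, such as 20 of 23 chemokines, 7 of 11 Paneth cell genes and 5 of 20 mast cell genes. They were compared with all other genes by camera of limma 3.58.1, with its preset correlation and with an estimated one, and p-values were adjusted over the lists of a comparison. Members called over all genes and members called with p adjusted over the list alone are given for each. Principal components were taken from the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0. Scores of gavage and two-bottle libraries were compared by an exact permutation test, and the 2 genotypes by permuting their labels. Transcript length is that of the longest basic transcript of a coding gene.

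The genes named in the text follow a rule. They are the genes the paper names in its text or labels in its figures on these data, whose direction in the paper was therefore seen, a few mast cell, cytokine, antibody and leukotriene genes of the same pathways, and the genes used to check the labels. For each comparison they also include up to 10 rises and 5 falls with the largest change past the threshold, with every library of 1 group above every library of the other and a mean of at least 1 CPM, leaving out predicted genes, pseudogenes and antigen receptor segments. For each list the text names, they include the 4 members with the smallest adjusted p. Other named genes are said to be chosen after their values were seen.

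The alternatives were DESeq2 with its own size factors and filtering, edgeR with the size factors of DESeq2, no low-count filter, a model of only the compared groups, a block for the replicate number, a block for the series of library codes, a term for the sex label, fold changes shrunken with apeglm 1.24.0, other numbers of genes and scales for the components, and each library left out in turn. After the data were seen, further alternatives left out the 4 libraries whose sex transcripts did not match their label, left out the 3 libraries with pancreas or stomach transcripts (wild-type water-only replicate 2, mast-cell-deficient water-only replicate 2 and mast-cell-deficient naive replicate 3), removed a trend on transcript length per library, or limited DESeq2 and apeglm to the compared groups. No library was left out of the results at the claims. Stomach libraries, flow cytometry, antibody levels and behaviour were not part of these data.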

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

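The tests on transcript length, on carry-over of mast cell transcripts and on other splits of the samples were chosen only after the results were seen, and the comparisons of the genotypes and the check of Xist and Ddx3y were not.

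Wild-type water-only replicate 2 lies far from the other unchallenged wild-type libraries, with a score of 34.1 on the third component where the next is -1.31, and a mean score of pancreas acinar genes of 7.854 where the next is -0.68. It holds 983 CPM of the pancreatic lipase Pnlip and 1520 CPM of the gastric pepsinogen Pgc, against at most 0.584 and 40.9 CPM in the other 5 libraries, in genes the paper does not discuss. The pancreas score also stands apart in wild-type gavage day 11 replicate 1 (1.027, next -1.465) and mast-cell-deficient two-bottle day 11 replicate 2 (1.753, next -1.249). Mast-cell-deficient water-only replicate 2 scores 3.272 for pancreas (31.8 CPM of Pnlip), and mast-cell-deficient naive replicate 3 scores 3.324 for stomach genes (361 CPM of Pgc). These 2 and wild-type water-only replicate 2 are the 3 libraries left out together elsewhere for pancreas or stomach transcripts. Smooth muscle genes stand far below the others in wild-type two-bottle day 16 replicate 1 (-1.691, next -0.453) and in mast-cell-deficient gavage day 11 replicate 1 (-2.189, next -0.74), where enteric neuron and glia genes do too (-1.446, next -0.548). Adipocyte genes stand above the others in mast-cell-deficient two-bottle day 16 replicate 1 (0.487, next -0.336). In all, 8 of 54 groups of libraries and scores had 1 library far from the others, and chance gives about 5%. In 4 libraries the sex transcripts do not match the sex label: wild-type gavage day 11 replicate 2 is labelled female with 2.47 CPM of Xist and 41.7 of Ddx3y, wild-type gavage day 16 replicate 2 male with 207 and 5.03, mast-cell-deficient two-bottle day 16 replicate 2 male with 133 and 33.9, and wild-type two-bottle day 16 replicate 1 male with 41.7 and 47.9. The last 2 hold Ddx3y, as their male label gives, and Xist besides, and why was not tested. The first 2 are off in opposite directions and in the same library series, as an exchange of these 2 would leave them. An exchange, which would alter the wild-type gavage values of days 11 and 16, was not tested.

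The genotypes differ in how far gavage libraries stand from two-bottle libraries. On the first component, with the 3 days weighted equally, the difference is larger in wild-type mice by 11.8 (permutation test, p = 0.0313), and by edgeR 28 genes differ in it. Among the largest positive loadings of this component are the mast cell proteases Mcpt1 (0.119), Mcpt2 (0.118) and Cpa3 (0.0957). The 11.8 can in part be the absence of mast cell transcripts, and whether it holds without these genes was not tested. For the counts over 3 days within each genotype, the splits argue against chance. In wild-type mice 2217 is reached by 1 of 40 splits, the real one, with at most 878 in the others. In mast-cell-deficient mice 71 is reached by 1 of 40, with at most 2. A share of 1 of 40 is the smallest that these splits can give, so chance is not excluded. For the 28 genes the splits do not argue against chance, since 2 of 40 give as many. A split that relabels 14 libraries across the genotypes gives 1960. Such relabelling can move a difference between the genotypes into this contrast. Whether the 1960 reflect a structure of the samples beyond the groups was not tested. With 3 libraries against 3, the 10 splits are too few for a share under 0.05. There, the real counts and the highest of the other splits are 0 and 2 for wild-type two-bottle day 7 (10 splits as large), 419 and 60 for wild-type gavage day 7 (1), 1341 and 0 for mast-cell-deficient two-bottle day 7 (1), 0 and 0 for mast-cell-deficient two-bottle day 11 and gavage day 7 (10 each), 1734 and 1 for mast-cell-deficient gavage day 11 (1) and 14 and 14 for day 16 (2). They are 283 and 0 for wild-type gavage against the two-bottle test on day 7 (1), 0 and 0 for mast-cell-deficient against wild-type mice in the two-bottle test on day 7 (10) and 0 and 41 for water-only mice of the 2 genotypes (10).

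Mast-cell-deficient mice had many changed genes on day 7 of the two-bottle test and on day 11 of gavage, with fold changes that run with transcript length. On day 11, removing the trend left 1713 calls, 1206 of them among the 1734, and the median log2 fold change of the called genes went from 1.01 (SD 0.58) to 0.90 (SD 0.60), which argues against transcript length as the whole cause. The length trend lies between the compared groups on day 11 too (-0.359 to -0.216 per challenged library, 0.166 to 0.385 per water-only library). Another technical difference that goes with these groups cannot be told apart from the challenge. On day 7 no call was left, since the median went from 1.01 (SD 0.68) to 0.62 (SD 0.73) and the median p from 0.00168 to 0.00674, with a smallest adjusted p of 0.0813. A technical trend and a response to the challenge cannot be told apart there, because the length trend lies between the compared groups (rank correlation with length per library -0.514 to -0.3 in challenged and 0.166 to 0.385 in water-only mice). Wild-type gavage had rank correlations of -0.491 on day 11 and -0.51 on day 16. Per library they were -0.549 to 0.164, -0.485 to -0.0638 and, in wild-type water-only mice, 0.286 to 0.476. With the trend removed, 150 genes were called on day 11 (262 before) and 68 on day 16 (61 before). A technical difference between these wild-type groups cannot be told apart from the challenge either.

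Transcripts of mast cells were present in mast-cell-deficient mice, with a median of 67.4 CPM of Mcpt1 under gavage (range 12.7 to 194), 46.6 in the two-bottle test (19.1 to 163) and 25.7 without challenge (8.15 to 171). Unchallenged wild-type libraries hold 28 to 48.1 CPM of Mcpt1 and at most 6.24 of Cpa3. Mast-cell-deficient water-only replicate 1 (171 and 14.4 CPM) and naive replicate 2 (98.1 and 11.7 CPM) stand above all of them, which their genotype label does not give. Carry-over from wild-type gavage libraries would bring the ratio of Cpa3 to Mcpt1 of those libraries (median 0.0825, n = 7, 0.0529 to 0.123). The median was 0.0364 (n = 9; exact p = 0.00157) under gavage and 0.0438 (n = 8; exact p = 0.0305) in the two-bottle test, which argues against carry-over as the whole source in these 2 groups. Without challenge it was 0.0757 (n = 6; exact p = 0.421), within that range, so carry-over is not excluded there. Unchallenged wild-type libraries, with a median of 0.0954, have a similar ratio. The 9 mast-cell-deficient gavage libraries held at most 194 CPM of Mcpt1 and 7.45 of Cpa3. The 7 wild-type gavage libraries held at least 794 and 65.5. The mean score of mast cell genes was at most 1.318 in the former and at least 3.172 in the latter. This argues against a wrong genotype label under gavage, and a wrong label stays open in the other 2 groups. Residual mast cells, other cells that express these genes and reads of the intact Cpa3 allele stay open and were not tested.

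In wild-type mice, mast cell transcripts reached part of their gavage level on day 7 of the two-bottle test. Carry-over from gavage libraries would bring the same share of every gene that gavage raises by over 8-fold. The median share was 23.8% for 11 mast cell genes and 4.96% for 51 other genes (medians per library 5.37, 41.2 and 18.7 against 3.54, 4.65 and 6.77), a difference of 18.8 (permutation test, 100000 resamples, p = 0.00911). Genes were permuted, which are not independent replicates, so the p does not measure the spread between the 3 mice. In replicates 2 and 3 the shares argue against carry-over as the whole source, and in replicate 1 they were too close to tell. Replicate 2, labelled male, held 8.67 CPM of Xist, against 0.616 and 0.235 in the unchallenged wild-type males, which was not followed up. No other technical explanation was tested. The design gives a biological candidate explanation, a mast cell response to the antigen taken up before avoidance, which stays a hypothesis.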

How the results depend on the processing

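The settings that leave out 3 or 4 libraries, that remove the trend on transcript length, and that limit DESeq2 to the compared groups, with or without apeglm, were chosen only after the data were seen. With groups of 2 or 3 libraries of 6106192 to 23158965 counts, edgeR recovered 40.3, 86.6 and 97 percent of simulated 2-, 4- and 8-fold changes in 3 against 3 libraries and 82.1, 97 and 100 percent in the wild-type comparison over 3 days, so a 2-fold change of a single day can be missed. Where leaving out a library leaves a group with 1, that library is assumed to vary like those of the other groups. The samples were not treated as paired by replicate number, since not every pair of libraries with the same number had a correlation over 0.1: of 165 pairs of libraries with the same number, 71 had a correlation over 0.1 (range -0.368 to 0.509). The mean correlation was 0.0893 for the same number and -0.0447 for another, which centring within groups of 3 fixes from the first. Of 33 libraries in groups of 3, 23 correlated best with their own number, and pairing by it is a hint from the data, not the design. In these groups the number is also that of the library series, and replicate 1 is labelled female and replicate 2 male. A structure by sex or series therefore goes with the number. The main model has no term for it, and sex, series and number were each tried as an alternative. All libraries of series 1 are labelled female and all of series 2 male. The wild-type gavage groups of days 11 and 16 hold none of series 1, so sex and series are partly confounded with the groups. With apeglm, lists were compared by day only. Size factors of DESeq2 in edgeR moved no count of changed genes by more than 1.5-fold and no adjusted p of the Hallmark genes or the 4 immune lists across 0.05. Over all alternative settings, these size factors included, named genes kept their direction and their side of 0.05 in 3436 of 4059 cases. They lost a call in 570, gained a call in 47 and reversed in 6. For named lists these were 2345, 148, 72 and 10 of 2575. The cause was not tested for any change below.

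With DESeq2, counts of changed genes were: wild-type two-bottle 5 (day 7), 4 (day 11) and 3 (day 16); wild-type gavage 1133 (day 11) and 217 (day 16); mast-cell-deficient two-bottle 2594 (day 7); mast-cell-deficient gavage 2 (day 7), 2695 (day 11) and 1619 (day 16); wild-type gavage against two-bottle 132 (day 11) and 111 (day 16); mast-cell-deficient against wild-type two-bottle 1469 (day 7), 1 (day 11) and 2 (day 16); mast-cell-deficient gavage against two-bottle 203 (3 days); mast-cell-deficient against wild-type water-only 1; difference between genotypes of gavage and two-bottle 306; mast-cell-deficient against wild-type naive 2; wild-type water-only against naive 4; mast-cell-deficient water-only against naive 2; difference between genotypes of the gavage response 18 (day 7), 2 (day 11) and 3 (day 16); difference between genotypes of the two-bottle response 1 (day 11) and 1 (day 16). With DESeq2 and only the compared groups, they were: wild-type two-bottle 305 (day 7), 1382 (day 11) and 1391 (day 16); wild-type gavage 822 (day 11) and 489 (day 16); mast-cell-deficient two-bottle 2279 (day 7), 1243 (day 11) and 201 (day 16); mast-cell-deficient gavage 243 (day 7), 4146 (day 11) and 1308 (day 16); wild-type gavage against two-bottle 543 (day 7), 289 (day 11) and 144 (day 16); mast-cell-deficient against wild-type two-bottle 2178 (day 7), 1103 (day 11) and 73 (day 16); mast-cell-deficient against wild-type naive 3; wild-type water-only against naive 40; mast-cell-deficient water-only against naive 1. With edgeR and only the compared groups, they were: wild-type two-bottle 4 (day 7), 249 (day 11) and 44 (day 16); wild-type gavage 180 (day 7), 105 (day 11) and 39 (day 16); mast-cell-deficient two-bottle 3 (day 7) and 1 (day 16); mast-cell-deficient gavage 4055 (day 11) and 0 (day 16); wild-type gavage against two-bottle 0 (day 11) and 157 (day 16); mast-cell-deficient against wild-type two-bottle 805 (day 7), 330 (day 11) and 7 (day 16); difference between genotypes of gavage and two-bottle 128; mast-cell-deficient against wild-type gavage 76 (3 days); difference between genotypes of the gavage response 2 (day 7). With the replicate block, they were: wild-type gavage 152 (day 11) and 35 (day 16); mast-cell-deficient two-bottle 0 (day 7); wild-type gavage against two-bottle 10 (day 11); difference between genotypes of the gavage response 2 (day 11). With a block for the series of library codes, they were: wild-type gavage 123 (day 16); wild-type gavage against two-bottle 138 (day 11) and 3641 (3 days); difference between genotypes of gavage and two-bottle 191. With a term for the sex label, they were: wild-type gavage 183 (day 16); mast-cell-deficient gavage 23 (day 16); wild-type gavage against two-bottle 102 (day 16); mast-cell-deficient against wild-type two-bottle 1794 (day 7); difference between genotypes of gavage and two-bottle 79. Without a low-count filter, they were: mast-cell-deficient two-bottle 0 (day 7); wild-type gavage against two-bottle 8 (day 11); difference between genotypes of the two-bottle response 1 (day 16). Without the 4 libraries whose sex transcripts did not match, they were: wild-type gavage 0 (day 11) and 267 (day 16); mast-cell-deficient two-bottle 2402 (day 7); mast-cell-deficient gavage 1276 (day 16); wild-type gavage against two-bottle 0 (day 11), 0 (day 16) and 199 (3 days); mast-cell-deficient gavage against two-bottle 3 (3 days); difference between genotypes of gavage and two-bottle 0; mast-cell-deficient against wild-type gavage 48 (3 days). Without the 3 libraries with pancreas or stomach transcripts, they were: wild-type gavage 77 (day 11) and 32 (day 16); mast-cell-deficient two-bottle 0 (day 7); mast-cell-deficient gavage 9 (day 16); wild-type gavage against two-bottle 23 (day 16); difference between genotypes of gavage and two-bottle 47. With the trend on transcript length removed, they were: wild-type gavage 150 (day 11); mast-cell-deficient two-bottle 0 (day 7); mast-cell-deficient gavage against two-bottle 115 (3 days); difference between genotypes of gavage and two-bottle 78.

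Leaving out 1 library at a time, edgeR's counts ranged as follows: wild-type two-bottle 0 to 13 (day 7); wild-type gavage 103 to 992 (day 7), 0 to 3541 (day 11) and 0 to 66 (day 16); mast-cell-deficient two-bottle 0 to 2662 (day 7); mast-cell-deficient gavage 0 to 1398 (day 11) and 2 to 114 (day 16); wild-type gavage against two-bottle 81 to 373 (day 7), 0 to 1014 (day 11), 0 to 26 (day 16) and 809 to 4113 (3 days); mast-cell-deficient gavage against two-bottle 5 to 156 (3 days); mast-cell-deficient against wild-type water-only 0 to 1; difference between genotypes of gavage and two-bottle 3 to 1596; mast-cell-deficient against wild-type gavage 89 to 238 (3 days); wild-type water-only against naive 0 to 14; difference between genotypes of the gavage response 0 to 7 (day 7) and 0 to 1 (day 11).

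The adjusted p of the Hallmark inflammatory response genes moved across 0.05 with an estimated correlation, wild-type gavage 0.0593 (day 7), 0.482 (day 11) and 0.41 (day 16), mast-cell-deficient two-bottle 0.469 (day 11), mast-cell-deficient gavage 0.156 (day 7) and 0.53 (day 16); without the 4 libraries whose sex transcripts did not match, wild-type gavage 0.111 (day 16); without the 3 libraries with pancreas or stomach transcripts, mast-cell-deficient two-bottle 0.359 (day 11) and 0.00616 (day 16), mast-cell-deficient gavage 0.00258 (day 11); without a low-count filter, wild-type two-bottle 0.047 (day 7), mast-cell-deficient two-bottle 0.0434 (day 7). Leaving out 1 library at a time, it ranged as follows: wild-type two-bottle 0.0025 to 0.945 (day 7), 0.118 to 0.871 (day 11) and 0.0334 to 0.904 (day 16); wild-type gavage 1.07e-17 to 6.47e-05 (day 7), 0.000495 to 0.101 (day 11) and 6.61e-05 to 0.11 (day 16); mast-cell-deficient two-bottle 0.00216 to 0.666 (day 7), 7.31e-08 to 0.305 (day 11) and 0.00814 to 0.796 (day 16); mast-cell-deficient gavage 2.57e-09 to 0.0119 (day 7), 0.00431 to 0.892 (day 11) and 0.000111 to 0.342 (day 16). With an estimated correlation, the adjusted p of the wild-type comparison over 3 days was 0.0565 for innate, 0.106 for adaptive and 0.0565 for mucosal immunity. Of the 12 comparisons by day with water-only mice, the 4 immune lists then made 0 calls in place of 25, and the lists fixed beforehand 8 in place of 159. The difference of gavage and two-bottle libraries on the first component was 20.5 to 24.4 in wild-type and 8.58 to 12.6 in mast-cell-deficient mice with 1 library left out. It was 2.08 in mast-cell-deficient mice when the components came from their libraries alone, on a first component that is another axis. The first and second components held 42.6 percent of the variance with 1000 genes and 38 percent with log2 CPM. With DESeq2, 1 gene was higher in wild-type mice on day 7 of both tests.

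Reversed directions were few. Without the 3 libraries with pancreas or stomach transcripts, the immediate early genes stood higher, not lower, on day 7 of the wild-type two-bottle test (adjusted p = 0.0315). Without mast-cell-deficient water-only replicate 1, mast cell genes stood lower in mast-cell-deficient than in wild-type water-only mice (adjusted p = 0.0025; 0.000877 to 0.587 with each library left out). The pancreas acinar genes no longer stood lower once those 3 libraries were left out, and stood higher on day 11, with adjusted p = 0.49, 0.00983 and 0.486 on days 7, 11 and 16 of wild-type gavage and 0.326 between the genotypes in water-only mice. Without wild-type water-only replicate 2, when they stood higher on day 11 and in mast-cell-deficient water-only mice, these were 0.592, 0.0193, 0.519 and 6.39e-07 (with each library left out, 2.25e-08 to 0.592, 0.00294 to 0.29, 1.08e-05 to 0.519 and 3.73e-15 to 0.031). On day 7 of the two-bottle test in mast-cell-deficient mice, the log2 fold changes of Egr1, Egr2 and Egr3 were 0.44, 0.94 and 0.41 without those 3 libraries and 0.45, 0.95 and 0.43 without mast-cell-deficient water-only replicate 2 (ranges -5.00 to 0.45, -4.54 to 0.95 and -4.59 to 0.43 with each library left out).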

Differences from the paper's values

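The setting that fits DESeq2 to the compared groups alone, with or without apeglm, the setting without 3 libraries with pancreas or stomach transcripts and the counts over the labels of Fig. 3 were chosen only after the results were seen.

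Of 147 log2 fold changes of named genes that the paper's supplementary tables give, 14 differ from those computed here. The paper's values are shrunken towards 0 by apeglm, so the shrunken value over all libraries is given too, and the difference was judged on it. In wild-type mice in the two-bottle test, they are Ang5 on day 7 (paper's 1.125; here 1.48, shrunken 2.25e-06), Fcer1a on day 7 (paper's 3.035; 3.154, shrunken 3.29e-06), day 11 (paper's 1.853; 2.069, shrunken 0.0459) and day 16 (paper's 1.406; 1.762, shrunken 0.0696), Ltc4s on day 16 (paper's 0.719; 0.956, shrunken 0.126) and Ms4a2 on day 11 (paper's 1.535; 1.85, shrunken 0.0404). In mast-cell-deficient mice under gavage, they are Alox5 on day 7 (paper's 0.485; 0.922, shrunken 0.0451), Ang5 on day 7 (paper's 1.174; 1.429, shrunken 0.0124), Ccl3 on day 7 (paper's 2.524; 2.924, shrunken 0.0271), Ccl4 on day 7 (paper's 2.771; 3.053, shrunken 0.0192) and day 11 (paper's 0.199; 3.041, shrunken 2.48), Il4 on day 16 (paper's 0.205; 3.087, shrunken 2.55) and Reg3g on day 16 (paper's 0.221; 2.598, shrunken 2.23). In the two-bottle test, Reg3g on day 11 differs in these mice (paper's 0.081; 2.019, shrunken 1.38). A value was counted as differing where its sign was opposite or its gap exceeded edgeR's standard error. Of the alternatives set before the data were examined, only DESeq2 with apeglm gives values on the paper's scale. The 14 were judged on that same setting, so it is no separate check of them.

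With DESeq2, apeglm and the compared groups alone, a setting chosen after the values were seen, none of these 14 differ and 1 of the 147 does, Ccl4 in mast-cell-deficient mice on day 16 of gavage (paper's 3.638; shrunken 2.68). Its fold changes correlate with the paper's over 898 to 922 genes of the 5 lists with r of 0.992 to 1 by comparison, against 0.412 to 0.976 over all libraries. Of 11 genes called in the part of Supplementary Table 3 that could be read, all from day 7 of the two-bottle test in wild-type mice, it drops 2. The variance on the first 2 components, which the paper puts at 45 percent, is 40.8 here over both genotypes, and 60.5 in wild-type and 45.7 in mast-cell-deficient libraries alone, none of them over 1.5 times the paper's value or under it by that factor.

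The paper reports raised mast cell and other genes in avoiding wild-type mice on day 7. By edgeR no gene is called there (920 at unadjusted p under 0.05; DESeq2 over all libraries calls 5), and none of the 7 labelled in Fig. 3c or the 6 mast cell genes marked in Fig. 3e is called by edgeR or by DESeq2 over all libraries. All of these genes are higher here: Sprr2a3 3.45 (adjusted p = 0.822), Gsdmc4 3.39 (0.849), AA467197 2.99 (0.44), Pla2g4c 2.71 (0.849), Gsdmc2 2.66 (0.849), Mcpt1 3.44 (0.44), Mcpt2 3.31 (0.539), Mcpt9 3.23 (0.629), Fcer1a 3.15 (0.44), Mcpt4 2.95 (0.629) and Ms4a2 2.86 (0.569). Of the alternatives set before the data were examined, edgeR with the compared groups alone calls Sprr2a3 (0.0111), Gsdmc4 (0.0111), Gsdmc2 (0.0215) and AA467197 (0.023), and DESeq2 calls another mast cell gene, Cma2 4.66 (0.00255). DESeq2 with the compared groups alone, chosen after the values were seen, calls all 7 and all 6 and drops none of them, with adjusted p from 2.77e-27 for Sprr2a3 to 0.00803 for Mcpt4.

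For wild-type mice on day 7 of gavage, 16 of the 19 genes labelled in Fig. 3d and all 12 mast cell genes marked in Fig. 3e, apart from a pseudogene, are called by edgeR here. Gsdmc2 5.16 (adjusted p = 0.0635), Gsdmc4 5.47 (0.0616) and Pla2g4c 4.80 (0.0699) are not. They are called by DESeq2 (0.00306, 0.00232 and 0.00527) and by edgeR with the compared groups alone (0.00057, 0.000698 and 0.000264), a library series block (0.00578, 0.00691 and 0.00789), a replicate block (0.0253, 0.024 and 0.0252) and a sex term (0.00912, 0.0147 and 0.0131). Gsdmc4 is also called without wild-type gavage day 7 replicate 3 (0.0484). DESeq2 with the compared groups alone, chosen after the values were seen, calls all 19. Of the antimicrobial genes marked for this tissue in Fig. 3e, Sprr2a3 is called (5.70, adjusted p = 0.00466) and Itln1 is not (0.79, 0.394; DESeq2 0.358). Itln1 is called by DESeq2 with the compared groups alone (0.78, 0.0476), chosen after the values were seen.

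The paper reports that immune genes were raised in the intestine of mast-cell-deficient mice on day 7 of the two-bottle test and on no later day, from absolute fold changes. With signed values on day 7, the mucosal immunity list is higher (median 0.59, 8 genes higher and 3 lower; preset-correlation adjusted p = 0.00937, estimated-correlation 0.888). The innate immunity list (median -0.21, 15 higher and 31 lower; preset-correlation adjusted p = 0.0489), the adaptive immunity list (-0.20, 7 and 10; 0.08) and the chemotaxis list (-0.12, 11 and 12; 0.575) have negative medians, with an estimated-correlation adjusted p of 0.888 for each. The median of the chemotaxis list turns positive without mast-cell-deficient water-only replicate 2 (0.035) and without the 3 libraries with pancreas or stomach transcripts (0.022). All calls of that day end, from 1341 to 0, without water-only replicate 1, 2 or 3, with no low-count filter, with the length trend removed and without those 3 libraries. Fold changes run with transcript length there (rank correlation -0.577), and of 4 haemoglobin genes, a list chosen after the values were seen, 3 are called higher (median 2.56; estimated-correlation adjusted p = 0.192). On days 11 and 16, edgeR calls 0 genes (2127 and 1042 at unadjusted p under 0.05; DESeq2 over all libraries 0 on both; with the compared groups alone, chosen after the values were seen, 1243 and 201).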

Other observations

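The trend on transcript length and the list of haemoglobin genes were chosen only after the results were seen, and the other tests in this part were planned.

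In mast-cell-deficient mice on day 11 of gavage, further gene groups stood apart from water-only mice, in the comparison with 1734 calls whose fold changes run with transcript length (rank correlation -0.36). Of 12 goblet cell genes, 4 rose and none fell (8 adjusted over the list alone; estimated-correlation adjusted p = 0.331): the regulator Atoh1 (log2 fold change 1.21, adjusted p = 0.027), the mucin Muc2 (1.07, 0.039), Clca1 (1.40, 0.0281) and the lectin Zg16 (1.54, 0.0285). Of 8 intestinal stem cell genes, 4 fell (5 adjusted over the list alone; estimated-correlation adjusted p = 0.366), among them the Wnt target Axin2 (-1.19, adjusted p = 0.0281), Smoc2 (-0.90, 0.0319) and Olfm4 (-0.94, 0.036). Of 10 endothelial genes, 5 fell (6 adjusted over the list alone; estimated-correlation adjusted p = 0.366), among them Cdh5 (-1.31, adjusted p = 0.0281) and Pecam1 (-0.99, 0.0285), both adhesion molecules of endothelial cells. Of 23 chemokines, Ccl4 (3.04, adjusted p = 0.0307), Ccl12 (3.12, 0.0314) and Ccl25 (0.76, 0.0355) rose and Ccl28 fell (-0.93, 0.0355), with 7 higher and 1 lower adjusted over the list alone (estimated-correlation adjusted p = 0.454). Of 17 inflammatory cytokines and their regulators, Socs1 (3.11, adjusted p = 0.0281) and Csf2 (2.43, 0.0333) rose (2 adjusted over the list alone; estimated-correlation adjusted p = 0.621). The tryptophan-degrading Ido1 (3.21, adjusted p = 0.027), the lectin Mbl2 (4.10, 0.0281) and the apolipoprotein Apoa2 (3.17, 0.0319) were among the rises. The calls of all these genes ended without mast-cell-deficient gavage day 11 replicates 1, 2 and 3 (adjusted p = 0.0763 to 0.118, 0.0501 to 0.0944 and 0.0769 to 0.102) and without mast-cell-deficient water-only replicates 1 and 3 (0.122 to 0.153 and 0.0739 to 0.118), each in turn. Those of Ccl12, Ccl25, Csf2 and Muc2 also ended without mast-cell-deficient water-only replicate 2 (0.0507 to 0.0628).

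On day 16 of gavage, the mitochondrial ribosomal RNAs mt-Rnr1 (3.37, adjusted p = 0.00767) and mt-Rnr2 (3.29, 0.0303), the leucyl-tRNA synthetase Lars2 (4.07, 0.00732), the carbonic anhydrase Car4 (1.54, 0.0306) and the kinase Pim1 (1.53, 0.0409) were among the 12 genes higher than in water-only mast-cell-deficient mice, and the transcription factor Klf10 (-1.66, 0.0303) among the 2 lower ones. The calls of all 6 ended without mast-cell-deficient gavage day 16 replicate 3 (adjusted p = 0.0833 to 0.115), and those of all but Klf10 without mast-cell-deficient water-only replicate 3 (0.142 to 0.16). Those of Car4, Pim1, mt-Rnr1 and mt-Rnr2 ended without water-only replicate 1 (0.0663 to 0.187), those of Car4, Klf10 and Pim1 without gavage day 16 replicate 1 (0.0757 for each), and those of Car4, Klf10 and mt-Rnr2 without water-only replicate 2 (0.0512 to 0.0717). In gavage day 16 replicate 3, the 10 most abundant genes hold 19.2 percent of the counts, where the next library of the 43 has 13.9 percent. With DESeq2 the count of 14 was 1619, and with edgeR and the compared groups alone 0.

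Unchallenged groups and several comparisons of the genotypes had no calls. EdgeR called 0 genes between naive mice of the 2 genotypes (392 at unadjusted p under 0.05; DESeq2 2), 0 between water-only and naive wild-type mice (1512; DESeq2 4) and 0 between water-only and naive mast-cell-deficient mice (782; DESeq2 2). The 4 haemoglobin genes stood higher in naive mast-cell-deficient than in naive wild-type mice (median 1.53, preset-correlation adjusted p = 7.65e-07, estimated-correlation adjusted p = 0.0276). None of them was called, over all genes or over the list alone. For the response to gavage, the difference between the genotypes gave 0 genes by edgeR on each of days 7, 11 and 16 (636, 768 and 596 at unadjusted p under 0.05; DESeq2 18, 2 and 3). Between the genotypes in the two-bottle test, the mean of the 3 days gave 0 by edgeR (2560 at unadjusted p under 0.05; DESeq2 4). In mast-cell-deficient mice, gavage differed from the two-bottle test on day 7 in 1 gene by edgeR (DESeq2 1062), the interferon-inducible Ifi205 (3.19, adjusted p = 0.0369). Its call ended without mast-cell-deficient gavage day 7 replicate 2 (0.169) and two-bottle day 7 replicates 1 and 3 (0.069 and 0.301). On days 11 and 16, edgeR called 0 genes (1129 and 3402 at unadjusted p under 0.05; DESeq2 9 and 37).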
